# GNAS/PKA signaling promotes aberrant osteochondral differentiation of *Gli1*^+^ tendon sheath progenitors

**DOI:** 10.1038/s44318-025-00553-7

**Published:** 2025-09-01

**Authors:** Lijun Chen, Chao Peng, Lanyi Chai, Renjie Zhang, Chenghang Zhu, Hailin Wang, Qirong Cheng, Yan Yan, Cailiang Shen, Hong Zheng, Jiazhao Yang, Haitao Fan, Chen Kan

**Keywords:** Heterotopic Ossification, Tendon Sheath Progenitors, Glioma-associated Oncogene Homolog 1 (*Gli1*), Guanine Nucleotide-Binding Protein (s) Alpha (*Gnas*), Protein Kinase A (PKA), Development, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

Tendon injury promotes aberrant osteochondral differentiation of tendon stem cells (TSCs) and results in disability. However, the cellular subsets within the osteochondral lineage involved in this process and associated mechanisms remain unclear. Here, we found that, following Achilles tenotomy, murine *Gli1*^+^ tendon sheath cells expanded rapidly, transitioning into tenogenic and osteochondrogenic cells. Lineage tracing, together with single-cell RNA sequencing, revealed that osteochondrogenic *Gli1*^+^ tendon sheath cells originate from Scx^+^ tendon stem/progenitor cells, preferentially differentiate into osteochondral lineage tendon progenitors at 7 dpi, subsequently undergoing aberrant chondrogenesis and osteogenesis at 21dpi and 63dpi, respectively. In addition, *Acvr1*^*R206H/+*^ robustly accelerates osteochondral differentiation in *Gli1*^+^ tendon sheath progenitors. Furthermore, GNAS/PKA signaling was significantly activated in osteochondral differentiation of *Gli1*^+^ tendon sheath progenitors. Alternatively, treatment with the G_sα_ antagonist, NF449, or genetic inhibition of the PKA subunit, *Prkaca*, in *Gli1*^+^ sheath progenitors significantly alleviated aberrant osteochondral differentiation. NF449 also prevented osteochondral differentiation of human tendon stem cells. These findings identify *Gli1*^+^ tendon sheath progenitors with osteochondral differentiation capacity during heterotopic ossification via activation of GNAS/PKA signaling, suggesting PKA as a potentially effective therapeutic target to treat tendon ossification.

## Synopsis

Injury of tendons triggers aberrant osteochondral differentiation of mesenchymal cells, leading to aberrant bone formation. This study identifies *Gli1*^+^/*Scx*^+^ tendon sheath progenitors as an alternative source of injury-induced ossification in the murine tendon.

- *Gli1*^+^ tendon sheath cells are a subpopulation of tendon stem/progenitor cells.
- *Gli1*^+^/*Scx*^+^ tendon sheath progenitors possess the capacity for osteochondral differentiation.
- *Acvr1*^*R206H/+*^ mutation accelerates osteochondral differentiation of *Gli1*^*+*^ tendon sheath progenitors.
- GNAS/PKA/CREB signaling determines the osteochondral differentiation of *Gli1*^+^ tendon sheath progenitors.

## Abstract (web summary)

*Gli1*^+^/*Scx*^+^ sheath progenitors contribute to injury-induced ossification in the murine tendon.

## Introduction

Mesenchymal stem cells (MSCs), also known as multipotent stromal cells, can differentiate into various connective cell lineages and participate in tissue development, maintenance, and regeneration (Soliman et al, 2021). However, aberrant osteochondral differentiation of MSCs in soft tissues leads to incorrect tissue regeneration into heterotopic ossification (HO), a devastating disease that limits the range of motion in joints and throughout the body, as well as neuropathic pain (Juan et al, 2024). Tissue-specific MSCs contribute to HO development in diverse tissues (Dey et al, 2016b). Tendon stem cells preferentially give rise to osteochondrogenic lineages in injured tendon, which subsequently form tendon HO (Dey et al, 2016a; Feng et al, 2020). In fibrodysplasia ossificans progressiva (FOP), a genetic HO disorder, a mutation in Activin A receptor type 1 (*Acvr1*) promotes aberrant osteochondral differentiation in muscle resident MSCs, also called fibro-adipogenic progenitors (FAP) (Lees-Shepard et al, 2022). Ligament stem cells have been considered the cellular source for ossification of posterior longitudinal ligaments (OPLL) (Wang et al, 2024). However, the diversity of tissue-specific MSCs, and their developmental trajectories during HO formation, have not been characterized.

The hedgehog signaling pathway is a highly regulated, coordinated signal cascade involving extracellular ligands, receptor proteins, cytoplasmic signaling molecules, transcription factors, co-regulators, and target genes. Activation of this signaling cascade is required for tissue development and homeostasis, and also plays a major role in maintaining pluripotent and somatic stem cell populations (Yunxiao & Philip A, 2023). One hedgehog pathway transcription factor in particular, *Gli1*, is a signature gene for several tissue-specific stem cells, including tendon enthesis progenitors (Fang et al, 2022), incisor stem cells (Tingwei et al, 2024), perivascular MSCs (Kramann et al, 2015), FAPs (Yao et al, 2021), skeletal stem cells (Jeffery et al, 2022), hepatocyte stem cells (Peng et al, 2022), sentinel muscle stem cells (Peng et al, 2023), neural stem cells (Luo et al, 2023) and other niche supportive MSCs involved in tissue fibrosis or cancer progression (Braeuer et al, 2021; Sobecki et al, 2022). We previously reported that *Gli1*^+^ cells are essential for osteochondral differentiation during BMP4-dependent HO formation in muscle (Kan et al, 2018a; Kan et al, 2019). However, the identity of *Gli1*^+^ cells in Achilles tendon, and their contribution to tendon HO, remains unclear.

Several signaling pathways reportedly participate in regulating aberrant osteochondral differentiation of MSCs during HO formation (Kan et al, 2018b). Gain-of-function mutations in *Acvr1* can activate the phosphorylation of mothers against decapentaplegic homolog 1/5/8 (Smad 1/5/8), subsequently promoting the development of HO (Kaplan *et al*, 2024). Transforming growth factor beta (TGF-β) signaling is also essential for tendon HO formation (Wang et al, 2018). However, targeting BMP/SMAD or TGF-β signaling confers relatively limited therapeutic effects in HO treatment (Aykul et al, 2022), suggesting that other signaling pathways might also regulate HO formation. To explore such pathways that may serve as effective therapeutic targets for HO treatment, it is necessary to investigate the dynamic changes in signaling that occur during the elaborate process of fate determination in tissue-specific MSCs.

Guanine nucleotide-binding protein G(s) subunit alpha (*GNAS*) isoforms function as the stimulatory subunit of G protein involved in activating adenylyl cyclase (AC), which increases levels of the ubiquitous signal molecule, cyclic adenosine monophosphate (cAMP), and subsequent activation of protein kinase A (PKA) (Coles et al, 2020). PKA can activate several substrates, such as the cyclic AMP response element-binding protein (CREB), which regulate cell proliferation, morphology, autophagy, and cell death. Deficiency for *GNAS* has been shown to promote heterotopic intramembranous ossification in progressive osseous heteroplasia (POH) (Shore et al, 2002), although little is known about its role in heterotopic endochondral ossification, such as tendon HO.

In this study, lineage tracing and single-cell RNA sequencing (scRNA-seq) identified *Gli1*^+^ tendon sheath progenitors as a subpopulation of tendon stem/progenitor cells that serve as a cellular source for tendon HO formation in both mice and humans. *Gli1*^*+*^ tendon sheath progenitors initially differentiate into tendon lineage progenitors that show enhanced capacity for osteochondral differentiation, terminating as chondrocytes and osteocytes. Moreover, our results show that GNAS/PKA signaling is essential for generating these tendon lineage progenitors, while suppressing this signaling pathway can effectively inhibit HO formation, thus providing a therapeutic target for strategies aimed at alleviating tendon HO formation.

## Results

### *Gli1*^+^ tendon sheath progenitors expand and contribute to HO after Achilles tenotomy

To better understand the contribution of *Gli1*-expressing (*Gli1*^*+*^) tendon cells to the development of HO, we established a *Gli1*-labeled (*Gli1-CreER*^*T2*^; Ai9) mouse line by crossing *Gli1-CreER*^*T2*^ mice with Ai9 reporter mice. Tenotomy surgery was then performed in these mice to observe the distribution of *Gli1*^*+*^ cells during HO formation (Fig. 1A). After inducing HO in the Achilles tendon, samples were collected at 0-, 7-, 21-, and 63-days post injury (dpi), respectively corresponding to the uninjured, fibroproliferative, chondrogenic, and osteogenic stages of HO (Fig. 1B; Appendix Fig. S1A). In uninjured tendon, we found that *Gli1*^*+*^ cells were mainly distributed in tendon sheath, with relatively few such cells in tendon enthesis (Fig. 1B). At 7 dpi following tenotomy, *Gli1*^+^ cells were expanded at the injury site in the tendon sheath region, but not the transection region of the Achilles tenotomy (Fig. 1B,C). Moreover, the abundance of *Gli1*^+^ cells was significantly increased in the injury site at 21 and 63 dpi, compared to the uninjured group (Fig. 1B,C). However, the *Gli1*^+^ cells in the transected tendon were not significantly increased following tenotomy injury, compared to the uninjured tendon enthesis region (Fig. 1B,D). These results suggested the possible involvement of *Gli1*^*+*^ tendon sheath cells in HO formation following tendon injury.

**Figure 1:**
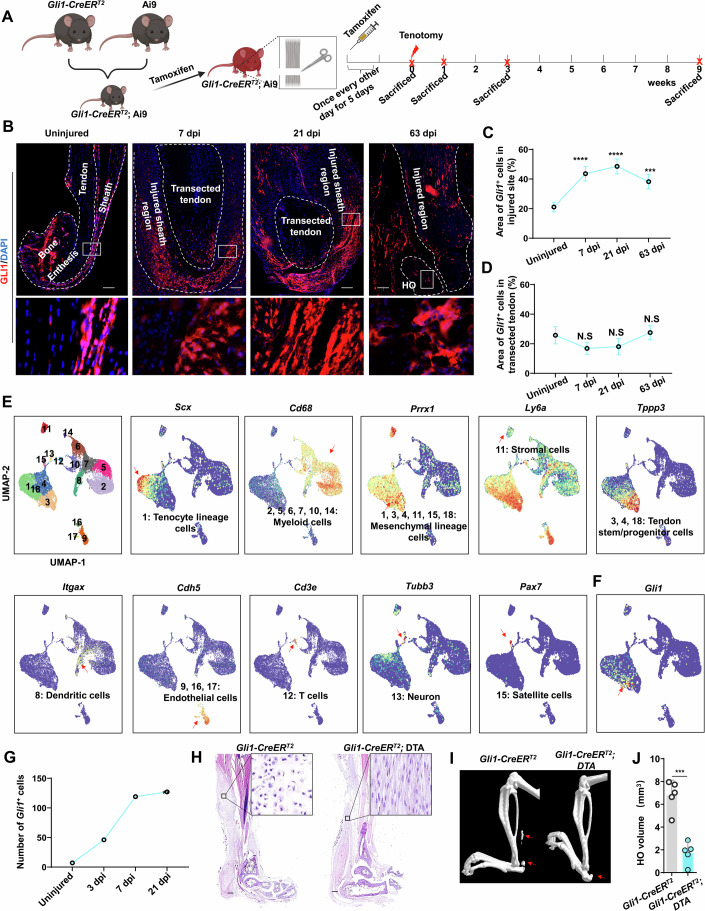
*Gli1*^+^ tendon sheath progenitors contribute to traumatic HO formation. (**A**) Schematic diagram depicting the expression pattern of *Gli1*^+^ tendon sheath cells in injured Achilles tendon during HO formation using genetic lineage tracing in vivo (*Gli1*-*CreER*^*T2*^; Ai9 mice). (**B, C**) Representative immunofluorescence images (**B**) and statistical analysis (**C**) of *Gli1*^+^ cells (genetically traced by *Gli1-CreER*^*T2*^;Ai9 system) in uninjured and injured Achilles tendon sites at 7, 21, and 63 dpi (*n* = 5 per group). 7 dpi vs uninjured ****P = 2.63e-5, 21 dpi vs uninjured ****P = 6.84e-6, 63 dpi vs uninjured ***P = 1.76e-4. Scale bar, 200 μm. (**D**) Statistical analysis of *Gli1*^+^ cells in uninjured tendon and transected tendon (*n* = 5 per group). 7 dpi *vs* uninjured *P* = 9.59e-2, 21 dpi *vs* uninjured *P* = 1.71e-1, 63 dpi vs uninjured *P* = 7.08e-1. N.S. indicated no significance. (**E**) Feature plot of indicated marker gene expression of each cell type in uninjured and injured site of Achilles tendon at different time point post injury using scRNA-seq. (**F**, **G**) Feature plot of *Gli1* expression (**F**) and the number (**G**) of *Gli1*^+^ cells in uninjured and injured site of Achilles tendon at different time point post injury using scRNA-seq. (**H**) Representative HE images of injured Achilles tendon in *Gli1*-*CreER*^*T2*^ and *Gli1*-*CreER*^*T2*^; DTA at 21 dpi. Scale bar, 200 μm. (**I**, **J**) Representative microCT (**I**) and statistical analysis (**J**) of HO volume in *Gli1*-*CreER*^*T2*^ and *Gli1*-*CreER*^*T2*^; DTA at 63 dpi (*n* = 5 per group). ***P = 1.28e-4. Data are presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

To further confirm that *Gli1*^*+*^ cells contribute to HO in tendon, we quantified *Gli1*^*+*^ cells during HO formation in a previously published scRNA-seq dataset spanning four time points (i.e., uninjured, 3, 7, and 21 dpi) in Achilles tendon HO development (Sorkin et al, 2020). Analysis of various cell type-specific markers from the Immgen database, together with previously published markers, identified 18 clusters spanning nine distinct cell types, including tenocytes (cluster 1, *Scx*^high^/*Tppp3*^−^/*Ly6a*^low^), myeloid cells (clusters 2, 5, 6, 7, 10, and 14, *Cd68*^+^), tendon stem/progenitor cells (clusters 3, 4, and 18, *Tppp3*^high^/*Prrx1*^+^/*Ly6a*^+^*/Scx*^low^), dendritic cells (cluster 8, *Itgax*^+^), endothelial cells (cluster 9, 16, and 17, *Cdh5*^+^), stromal cells (cluster 11, *Prrx1*^+^/*Ly6a*^−^), T cells (cluster 12, *Cd3e*^+^), neuron (cluster 13, *Tubb3*^+^) and satellite cells (cluster 15, *Pax7*^+^) (Fig. 1E; Appendix Fig. S1B). We then examined *Gli1* expression across all these cell types and found that its expression was exclusively detected in tenocytes and tendon stem/progenitor cells in HO samples (Fig. 1F), and moreover, its expression was obviously strikingly higher in tendon stem/progenitor cells compared to that in tenocyte-lineage cells (Fig. 1F). In addition, *Gli1*^*+*^ cell abundance progressively increased following tenotomy (Fig. 1G).

To establish whether *Gli1*^+^ tendon sheath progenitors contribute to HO formation, we generated mice with *Cre*-dependent *Gli1*^+^ cell depletion by crossing *Gli1-CreER*^*T2*^ with diphtheria toxin subunit A (DTA) strains. Tamoxifen administration to *Gli1-CreER*^*T2*^; DTA mice induced conditional ablation of *Gli1*^+^ cells. To verify depletion efficacy, *Gli1-CreER*^*T2*^; Ai9; DTA mice showed a significant reduction in *Gli1*^+^ cells relative to controls at 21 dpi (Fig. EV1A,B), confirming successful DTA-mediated ablation. This ablation substantially diminished the TPPP3^+^ tendon progenitor pool (Fig. EV1C,D) and correspondingly reduced osteochondral lineage populations, including SOX9^+^ chondrogenic progenitors, RUNX2^+^ osteochondrogenic progenitors, COL2^+^ mature chondrocytes, and OPN^+^ osteoblasts (Fig. EV1E–L). Histochemical staining with hematoxylin and eosin (HE), together with microCT analysis, showed that osteochondral differentiation was significantly inhibited in *Gli1-CreER*^*T2*^; DTA mice, compared to that in *Gli1-CreER*^*T2*^ mice (Fig. 1H–J). Collectively, these results suggested that *Gli1*^+^ tendon sheath progenitors contribute to HO formation.

**Figure EV1:**
*Gli1*^+^ cell depletion significantly inhibited tendon stem/progenitor population and associated osteochondral differentiation. (**A**, **B**) Immunofluorescence staining and statistical analysis of the GLI1^+^ cells in injured tendons of *Gli1-CreER*^*T2*^; Ai9 and *Gli1-CreER*^*T2*^; Ai9; DTA mice at 21 dpi (*n* = 5 per group). ****P = 1.74e-7. Scale bar, 200 μm. (**C**, **D**) Immunofluorescence staining and statistical analysis of the TPPP3^+^ cells in injured tendons of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; DTA mice at 7 dpi (*n* = 5 per group). ****P  = 2.52e-5. Scale bar, 200 μm. (**E**, **F**) Immunofluorescence staining and statistical analysis of the SOX9^+^ cells in injured tendons of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; DTA mice at 7 dpi (*n* = 5 per group). ***P  =  1.70e-4. Scale bar, 200 μm. (**G**–**I**) Statistical analysis of the RUNX2^+^ (**G**), COL2^+^ (**H**) and OPN^+^ (**I**) cells in injured tendons of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; DTA mice at 7 dpi, 21 dpi and 63 dpi, respectively. (*n* = 5 per group). *P* values from left to right: ***P  = 7.22e-4, ****P  = 3.24e-6, ****P  = 3.54e-5. (**J**–**L**) Immunofluorescence staining of the RUNX2^+^ (**J**), COL2^+^ (**K**) and OPN^+^ (**L**) cells in injured tendons of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; DTA mice at 7 dpi, 21 dpi and 63 dpi, respectively. Scale bar, 200 μm. Data is presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

### *Gli1*^+^ tendon sheath progenitors transitioned into tenogenic and osteochondrogenic cells after Achilles tenotomy

As *Gli1* expression was restricted to tenocytes and tendon stem/progenitors in our above data (Fig. 1F), we next examined the diversity of subpopulations within these two cell lineages during HO development. UMAP analysis based on expression of signature genes in only the tenocytes and tendon stem/progenitors from our above scRNA-seq results identified 18 clusters of tenocytes and tendon stem/progenitor subpopulations and *Gli1* expression was elevated in clusters 4, 5, 7, 8, and 11-14 compared to other clusters (Fig. 2A–C; Appendix Fig. S2A). Among these clusters, only 10, 11, 12, 13, 14, and 15 could be detected in uninjured tendon samples (0 dpi) (Fig. 2B). Except for cluster 15, these subtypes expressed characteristically elevated levels of *Ly6a*, *Tppp3*, and *Pdgfra*, but not *Scx*, and were thus considered tendon stem cells (Fig. 2D). By contrast, cluster 15 showed high expressions of *Scx* and *Tnmd*, indicating these were tenocytes (Fig. 2D).

**Figure 2:**
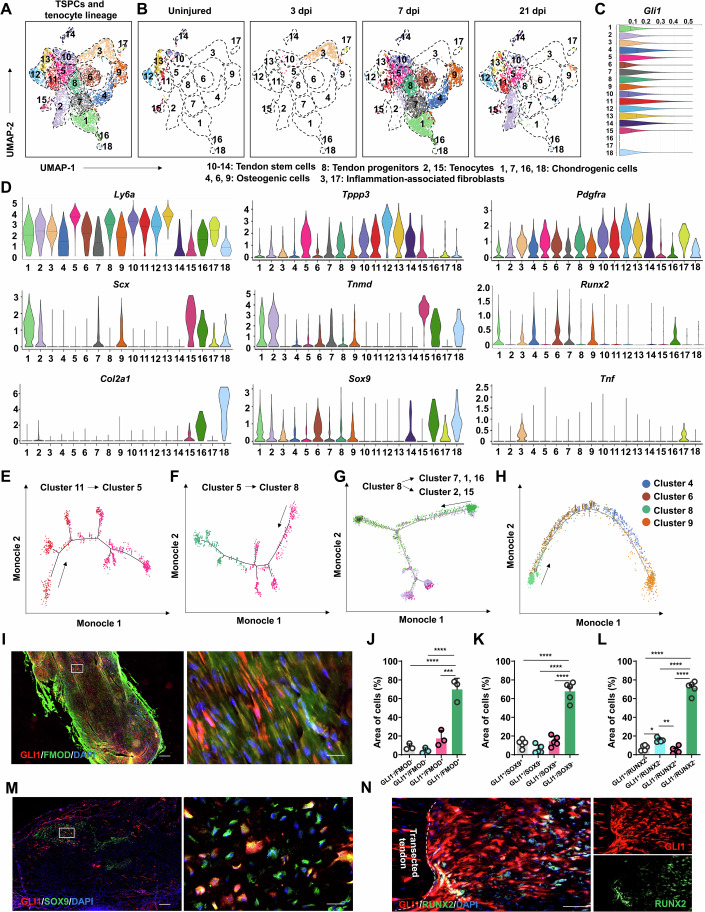
*Gli1*^+^ tendon sheath progenitors give rise to tendon and osteochondral lineage progenitors. (**A**, **B**) Total (**A**) and separated (**B**) UMAP visualization of tenocytes and tendon stem/progenitors derived from uninjured and injured Achilles tendon in mice. (**C**) Violin plot of *Gli1* expression in each cluster cell derived from uninjured and injured mouse Achilles tendon of WT mice (*n* = 3 per group) at different time point (3, 7, and 21 dpi). (**D**) Violin plot of marker genes for identifying diverse mesenchymal and tendon cell types during HO formation (*n* = 3 per group). (**E**) Pseudotemporal trajectories of cluster 11 cells and cluster 5 cells in tenotomy site of WT mice using Monocle 2 analysis. (**F**) Pseudotemporal trajectories of cluster 5 cells and cluster 8 cells in tenotomy site of WT mice using Monocle 2 analysis. (**G**) Pseudotemporal trajectories of clusters 1, 2, 7, 8, 15, and 16 cells in tenotomy site of WT mice using Monocle 2 analysis. (**H**) Pseudotemporal trajectories of clusters 4, 6, 8 and 9 in tenotomy site of WT mice using Monocle 2 analysis. (**I**) Representative immunofluorescence images of GLI1 and FMOD in the injured site at 7 dpi. Scale bar, 200 μm. (**J**) Statistical analysis of frequency of GLI1^−^/FMOD^−^, GLI1^+^/FMOD^+^, GLI1^-^/FMOD^+^, GLI1^+^/FMOD^−^ cells in the injured site at 7 dpi (*n* = 3 per group). *P* values from left to right: ****P = 5.39e-5, ****P = 3.39e-5, ***P = 1.75e-4. (**K**) Statistical analysis of frequency of GLI1^-^/ SOX9^-^, GLI1^+^/ SOX9^+^, GLI1^-^/ SOX9^+^, GLI1^+^/ SOX9^-^ cells in injured site at 7 dpi (*n* = 5 per group). *P* values from left to right: ****P = 2.78e-09, ****P = 6.06e-10, ****P = 5.55e-9 (**L**) Statistical analysis of frequency of GLI1^−^/ RUNX2^-^, GLI1^+^/ RUNX2^+^, GLI1^-^/ RUNX2^+^, GLI1^+^/ RUNX2^-^ cells in injured site at 7 dpi (*n* = 5 per group). *P* values from left to right: *P = 3.07e-2, ****P = 4.41e-13, **P = 5.88e-3. ****P = 3.36e-12, ****P = 2.58e-13. (**M**) Representative immunofluorescence images of GLI1 and SOX9 in injured site at 7 dpi. Scale bar, 100 μm. (**N**) Representative immunofluorescence images of GLI1 and RUNX2 in injured site at 7 dpi. Scale bar, 100 μm. Data are presented as mean ± SD. All *P* values were determined by one-way ANOVA with Bonferroni post hoc test.

At 3 dpi, the inflammatory stage, clusters 3, 5 and 17 could be detected at the injury site, suggesting a likely role in immunoregulation (Fig. 2B). Cluster 5 also showed higher expression of *Tppp3* and *Pdgfra* than other groups, and were therefore designated as tendon progenitors, which likely transitioned from tendon stem cells (clusters 10–14). Clusters 3 and 17 exhibited a *Tnf*^+^/*Pdgfra*^high^/*Tppp3*^low^/*Scx*^low^, which suggested that these clusters were inflammation-associated fibroblasts (Fig. 2B,D) (Paolo et al, 2024). At 7 dpi, we found that clusters 1, 2, 4, 5, 6, 7, 8, 9, and 16 were enriched at the injury site (Fig. 2B). Similar to cluster 5 cells, clusters 7 and 8 expressed higher level of *Ly6a*, *Tppp3* and *Pdgfra*, characteristic of tendon progenitors. Cluster 2 exhibited an *Scx*^high^/*Tnmd*^high^/*Sox9*^mid^/*Runx2*^low^/*Tppp3*^low^/*Pdgfra*^low^ phenotype, suggesting that these were tenocyte lineages (Fig. 2D). Clusters 1 and 16 exhibited a *Sox9*^high^/*Runx2*^mid^/*Scx*^high^/*Tnmd*^high^/*Ly6a*^low^/*Tppp3*^low^/*Pdgfra*^low^, indicating these were chondrogenic lineage cells; the *Pdgfra*^mid^/*Tppp3*^low^/*Scx*^low^/*Tnmd*^low^/*Runx2*^high^/Sox9^low^ phenotype of clusters 4, 6 and 9 suggested these cells could represent tendon stem cell-derived osteogenic lineage cells. Therefore, *Gli1*^high^ cells could represent tendon stem/progenitor cells and osteochondrogenic progenitors.

As cluster 11 comprised tendon stem cells, while cluster 5 represented progenitor cells that were the first to emerge following tenotomy, we speculated that cluster 5 may have originated from cluster 11 at 3 dpi. Monocle 2 analysis confirmed this potential fate trajectory from clusters 11–5 (Fig. 2E). In addition, cluster 8, which had been defined above as tendon progenitors based on their signature gene expression, did not emerge until after cluster 5 was detected. Further monocle 2 analysis suggested that cluster 5 cells could transition to the cluster 8 phenotype (Fig. 2F). We also noted that clusters 1, 2, 7, and 16 emerged at approximately the same time, suggesting that these clusters could represent possible differentiation fates of cluster 8. Indeed, monocle 2 analysis showed two states of descent from cluster 8, including state 1 (cluster 2) and state 2 (clusters 1, 7, and 16) (Fig. 2G). Furthermore, monocle 2 trajectory analysis demonstrated that chondrogenic tendon progenitors (cluster 7) could differentiate into premature chondrocytes (cluster 1) and ultimately mature chondrocytes (clusters 16 and 18, *Scx*^mid^*/Sox9*^*high*^/*Col2a1*^*high*^) at 21 dpi (Fig. 2D; Appendix Fig. S2B).

We speculated that cluster 8 tendon progenitors might also differentiate into osteogenic cell types, including clusters 4, 6, and 9. Monocle 2 analysis supported a scenario in which cluster 8 cells transitioned into cluster 6, then cluster 4 (defined as tendon stem cell-derived fibroblasts above), and finally cluster 9 (Fig. 2H), suggesting that cluster 9 could differentiate into bone tissue following chondrocyte maturation. These scRNA-seq analyses thus suggested that *Gli1*^*+*^ tendon sheath progenitors initially transitioned into tendon progenitors, then further differentiated into separate tenocyte and osteochondrogenic lineage subpopulations. Consistently, Slingshot analysis revealed that cluster 8 cells, originating from cluster 5 cells, could differentiate into tenogenic (5 → 8 → 2 → 15), chondrogenic (5 → 8 → 7 → 1 → 16 → 18) and osteogenic (5 → 8 → 4 → 9 → 17) lineage cells (Appendix Fig. S2C,D).

To confirm that *Gli1*^*+*^ tendon sheath progenitors do, in fact, give rise to tenocytes and osteochondrogenic lineages, we again induced HO by tenotomy in *Gli1*-labeled *Gli1-CreER*^*T2*^; Ai9 mice and analyzed tissues at 7 and 21 dpi. 

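Cells of uninjured tendons and of tendons at 7 and 21 dpi were each sorted into a *Gli1*+ and a *Gli1*- fraction, and each of the 6 conditions was measured in 1 library. Every library pooled the cells of several mice, and no map from cells to mice was given. Values are therefore reported with 95% intervals that cover counting error only, and no test between conditions was made. *Gli1*+ and *Gli1*- stand for the libraries labelled so. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalization and before the cell filters of their methods. In the order uninjured, 7 dpi and 21 dpi, the *Gli1*+ libraries held 8236, 14098 and 14331 barcodes and the *Gli1*- libraries 16120, 14972 and 16437. After the filters of the methods and the removal of likely doublets, 7057, 9250 and 9780 *Gli1*+ cells and 10882, 9931 and 10867 *Gli1*- cells were kept. Their median depth was 7858, 8886.5 and 8775.5 UMIs per cell in the *Gli1*+ libraries and 4292.5, 9757 and 7868 in the *Gli1*- libraries. Levels are given as UMIs per 1000000 (CPM), summed over the cells of a library or class. Scaling by the TMM factors of edgeR would raise every log2 ratio over the uninjured library by 0.29 at 7 dpi and 0.39 at 21 dpi in the *Gli1*+ libraries and by 0.21 and 0.24 in the *Gli1*- libraries. The sample labels state equal numbers of both sexes, but the time points differed in the sex of the cells, as read from *Xist* and 4 Y-linked genes. At 7 dpi, 70.8% of *Gli1*+ and 70.5% of *Gli1*- cells held Y-linked and no *Xist* UMIs, whereas at 21 dpi 92.7% and 90.6% held *Xist* and no Y-linked UMIs.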

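*Gli1* itself, listed in the files as ENSMUSG00000025407, was read first as a check of the sort, in which the reporter marks the lineage of a cell and not its present transcript. Its level was 6.54, 2.16 and 4.12 CPM in the *Gli1*+ libraries and 7.61, 2.56 and 4.03 CPM in the *Gli1*- libraries, in the order uninjured, 7 dpi and 21 dpi. The log2 ratio of the *Gli1*+ over the *Gli1*- library was -0.22 (95% interval -0.42 to -0.02) in uninjured tendon, -0.24 (-0.52 to 0.02) at 7 dpi and 0.03 (-0.17 to 0.24) at 21 dpi. The alternative that moved it most, chosen after seeing the data, kept only the cells of tendon clusters and gave 0.57 in uninjured tendon. With each cell thinned to 2000 UMIs, a *Gli1* UMI was found in 1.26%, 0.520% and 1.21% of *Gli1*+ cells and in 1.23%, 0.696% and 0.967% of *Gli1*- cells. This left out 152, 406 and 342 *Gli1*+ cells and 1725, 741 and 942 *Gli1*- cells of lower depth. Without thinning, the shares were 4.44%, 1.86% and 3.57% of *Gli1*+ cells and 3.23%, 2.46% and 3.13% of *Gli1*- cells. Endothelial-like cells, which should lack the gene, gave the background. Their thinned shares were 0%, 0% and 0.397% in the *Gli1*+ libraries, at median depths of 4755.5, 3164.5 and 5853 UMIs, and 0.377%, 0% and 0.250% in the *Gli1*- libraries, at 2937, 2603 and 5535.5 UMIs.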

Injured and uninjured tendons underwent fluorescence-activated cell sorting (FACS) to isolate *Gli1*^+^ and *Gli1*^-^ populations, followed by scRNA-seq. UMAP-based dimensionality reduction and graph-based clustering revealed 11 transcriptionally distinct cell clusters, which we annotated as: tendon stem cells (clusters 3, 4 and 8; *Tppp3*^high^/ *Ly6a*^High^/*Scx*^low^), tendon progenitors (clusters 1, 2, 6 and 9; *Tppp3*^mid^/*Ly6a*^high^/*Scx*^high^), Tenocytes (cluster 7; *Tppp3*^low^/*Ly6a*^low^/*Scx*^high^/*Fmod*^high^) and osteochondral lineages (cluster 5: Fibrochondrocytes, *Tppp3*^low^/*Sox9*^+^/ *Acan*^+^/*Tnfaip6*^high^; cluster 11, mature chondrocytes, *Tppp3*^low^/ *Col2a1*^high^/*Acan*^+^/*Tnfaip6*^low^; cluster 10, osteogenic progenitors, *Tppp3*^mid^/*Ly6a*^high^/*Scx*^high^/*Runx2*^high^) (Fig. EV2A,B). 

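The 3 *Gli1*+ libraries were clustered together largely after the steps of the methods, with another ranking of variable genes. The methods give no clustering resolution and no number of components. With 30 components and a Leiden resolution of 0.5, the 26087 kept cells formed 29 clusters, of which 22 matched the markers of a class and 13 were tendon clusters. In 15 clusters, holding 60.9% of the cells, over 90% of the cells came from a single library, so that such a cluster may describe its library as much as a cell type. The marker genes were left out of the variable genes, so that their levels come from clusters built without them. The tendon stem cell-like clusters 3, 4 and 6 held *Tppp3* at 217, 353 and 324 CPM, *Ly6a* at 1953, 1098 and 1974 CPM and *Scx* at 9.96, 14.7 and 7.90 CPM. In the tenocyte-like clusters 8 and 10, *Scx* reached 339 and 385 CPM and *Fmod* 5742 and 2122 CPM, and *Ly6a* was at 142 and 221 CPM. Cluster 1, with 4282 cells, held *Tppp3* at 42.2 CPM, *Ly6a* at 818 CPM, *Scx* at 115 CPM and *Fmod* at 1174 CPM. Its 10 leading genes included *Tnmd* and *Cilp2*, markers of other classes, so it is named by its number when time points are compared. The chondrocyte-like cluster 20, with 335 cells, held *Col2a1* at 14593 CPM, *Acan* at 1848 CPM and *Tnfaip6* at 328 CPM. *Runx2* was also highest there, at 453 CPM, and *Bglap* and *Ibsp* were among its 10 leading genes, so that osteogenic cells were not separated from chondrocyte-like cells. No cluster matched the fibrochondrocyte markers. *Sox9*, *Acan* and *Tnfaip6* were at 120, 183 and 1559 CPM in cluster 2 and at 132, 178 and 1058 CPM in cluster 12, neither of which matched a class. The clusters outside the tendon set were epidermal, endothelial, smooth muscle, immune, Schwann and skeletal muscle cells by their markers, and 1 more without a class.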

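The deposited counts do not separate spliced from unspliced transcripts, which RNA velocity needs, so the 17568 *Gli1*+ cells of tendon clusters were ordered by diffusion pseudotime with 10 components. The order started in the tendon stem cell-like cluster 6, ranked first by *Ly6a* and *Tppp3* together. This fixes the start of the order and gives no direction of its own. The median rank was 40.1% of the cells for tendon stem cell-like cells, 24.4% for cluster 1, 70.3% for tenocyte-like cells and 92.5% for chondrocyte-like cells, with quartiles of 57.3% and 95.9% for the last. The stem cell-like clusters 6, 4 and 3 were at 5.45%, 29.99% and 52.5%. The median rank also followed the library, at 43.2% in uninjured tendon, 69.2% at 7 dpi and 26.5% at 21 dpi. In the connectivity of clusters (PAGA), the chondrocyte-like cluster was joined to clusters 12, 8 and 1 at 0.144, 0.107 and 0.102 and to the stem cell-like clusters 4, 3 and 6 at 0.00348, 0.000768 and 0. The largest connectivity of cluster 1 was with the stem cell-like cluster 6, at 0.219. The order depended on the settings. With 5 diffusion components the median rank of chondrocyte-like cells minus that of stem cell-like cells was -0.32 percentage points in place of 52.4. Tenocyte-like cells came 30.3 percentage points after stem cell-like cells, but -4.21 with 5 components and -32.0 when the order started in the tenocyte-like cluster 8.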

RNA velocity analysis demonstrated a hierarchical differentiation trajectory from tendon stem cells→tendon progenitors→tenocytes/osteochondral lineages (Fig. EV2C). *Gli1*^-^ cells also contribute to tenogenic and osteochondral cells during tendon repairing process (Appendix Fig. S3).

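The 31680 kept cells of the *Gli1*- libraries were clustered in the same way and formed 25 clusters, of which 15 matched a class and 11 were tendon clusters. Tendon clusters held 52.9%, 80.9% and 69.5% of the cells in uninjured tendon, at 7 dpi and at 21 dpi. The tenocyte-like cluster held *Scx* at 479 CPM and *Fmod* at 3849 CPM, and made up 1.79%, 2.45% and 1.80% of the cells. Together with cluster 1, whose leading genes included *Tnmd*, *Fmod* and *Thbs4*, its share was 2.21%, 3.70% and 43.8%. *Xist* was also among the leading genes of cluster 1, and 4564 of its 4733 cells came from the mostly female library of 21 dpi. The increase of 41.6 percentage points became 18.1 at a Leiden resolution of 1.0, 18.5 with 20 components and 18.2 with all 6 libraries clustered together. Chondrocyte-like cells numbered 19, 35 and 401, or 0.175% (95% interval 0.105 to 0.273), 0.352% (0.246 to 0.490) and 3.69% (3.34 to 4.06). The increase from uninjured tendon to 21 dpi was 3.52 percentage points. Among these cells, 0, 23 and 271 held more *Col2a1* than *Bglap* UMIs. *Col2a1* (ENSMUSG00000022483) was at 62.8, 16008 and 20126 CPM in them and *Acan* at 25.9, 2997 and 2172 CPM. Tendon stem cell-like cells made up 34.2%, 33.0% and 2.56% of the library. Cells without a class made up 28.2%, 47.3% and 24.7%, of which those in tendon clusters were 16.4%, 43.8% and 19.5% of the library. The paper states from Appendix Fig. S3 that *Gli1*- cells, too, become tenogenic and osteochondral cells during repair.

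**Figure D1:**
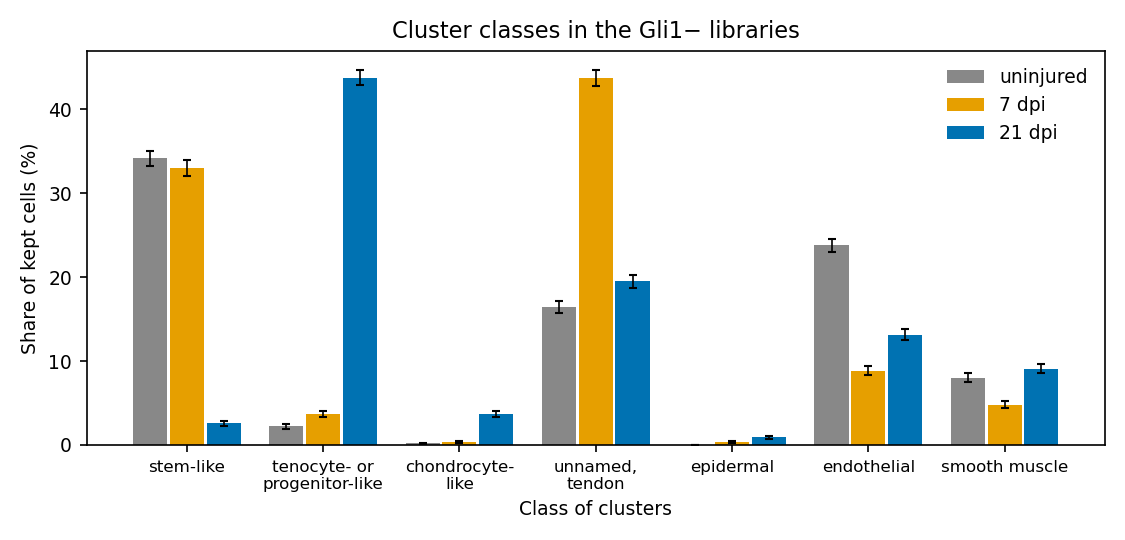
Share of the kept cells of each *Gli1*- library in each class of clusters, in percent, for uninjured tendon (gray), 7 dpi (orange) and 21 dpi (blue). Error bars are exact binomial 95% intervals (counting error only, 1 library per condition), and the chondrocyte-like bar is highest at 21 dpi, at 3.69%.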

**Figure EV2:**
*Gli1*^+^ tendon sheath progenitors exhibited a multipotent capacity into tenogenic and osteochondrogenic lineages. (**A**) UMAP visualization of *Gli1*^+^ cells at uninjured and different time points post injury (i.e., 7 and 21 dpi). (**B**) Feature plot images showed the expression of recognized markers for tendon stem cells, progenitors and terminating tenocytes and chondrocytes. (**C**) RNA velocity showed the tenogenic and osteochondrogenic differentiation trajectory of *Gli1*^+^ tendon sheath progenitors.

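Among the kept cells of the *Gli1*+ libraries, tendon clusters held 35.0% in uninjured tendon, 75.9% at 7 dpi and 82.6% at 21 dpi. Immune clusters held 50.0% of the uninjured library, or 3528 cells, and 0 cells at either later time point. Epidermal clusters held 2.55%, 19.6% and 7.68%. Chondrocyte-like cells numbered 30, 21 and 284, or 0.425% (95% interval 0.287 to 0.606), 0.227% (0.141 to 0.347) and 2.90% (2.58 to 3.26). Of these cells, 2, 17 and 205 held more *Col2a1* than *Bglap* UMIs, and *Bglap* was at 37607, 28.2 and 785 CPM in them. *Acan* (ENSMUSG00000030607) was at 22.7, 2676 and 2085 CPM, and *Ibsp* at 5769, 672 and 17225 CPM. The increase in the chondrocyte-like share from uninjured tendon to 21 dpi was 2.48 percentage points, and 6.27 when cells with UMIs of 2 or more chondrocyte markers were counted without clusters, the alternative that moved it most. In that count, on thinned cells, 0%, 1.68% and 0.794% of endothelial-like cells reached 2 markers, against 0.941%, 4.21% and 7.22% of all cells. The endothelial-like cells numbered 357, 119 and 252. Of all *Col2a1* UMIs of a library, chondrocyte-like cells held 77.0%, 79.4% and 96.5%. Tenocyte-like cells made up 9.92%, 10.6% and 5.45% of the cells. With cluster 1, of which 4230 cells came from 21 dpi, the share was 10.5%, 10.7% and 48.7%. This increase of 38.2 percentage points became -4.54 at a Leiden resolution of 0.3 and -5.87 without cell filters. The share of tendon stem cell-like cells was 20.2%, 22.8% and 17.1%. Its change of -3.03 percentage points to 21 dpi became -14.9 at a resolution of 0.3, -14.2 without cell filters and -36.8 among the cells of tendon clusters, the last chosen after seeing the data. It became positive under 5 alternatives, such as 18.96 with all 6 libraries clustered together and 20.7 when cells with UMIs of 2 or more stem cell markers were counted. That count is not specific, since 32.2%, 51.3% and 36.9% of endothelial-like cells reached it. Cells without a class made up 7.48%, 42.1% and 13.9%, and all of them lay in tendon clusters except in uninjured tendon, where 274 of 528 did, or 3.88% of the library. From the markers of the clusters and the RNA velocity, the paper orders *Gli1*+ cells from tendon stem cells to tenocytes and osteochondral lineages. Its conclusion that they can become chondrocytes and bone cells also draws on immunostaining of lineage-labeled tendons.

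**Figure D2:**
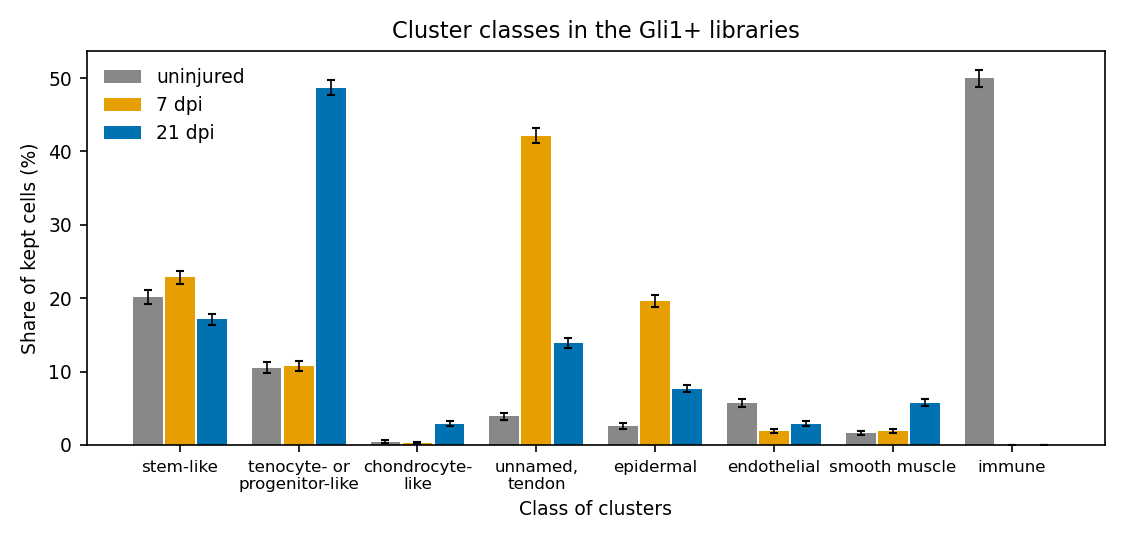
Share of the kept cells of each *Gli1*+ library in each class of clusters, in percent, for uninjured tendon (gray), 7 dpi (orange) and 21 dpi (blue). Error bars are exact binomial 95% intervals (counting error only, 1 library per condition), and immune clusters hold 50.0% of the uninjured library and 0% of the others.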

In addition, immunofluorescent staining revealed that *Gli1*^+^ cells expressed the tenocyte marker, FMOD, chondrogenic marker, SOX9 and osteogenic marker, RUNX2, in *Gli1-CreER*^*T2*^; Ai9 mice at 7 dpi following tenotomy. (Fig. 2I–N). At 21 dpi, *Gli1*^*+*^ cells clearly exhibited COL2 expression, suggesting they had differentiated into chondrocytes (Appendix Fig. S4A,B). We noted that *Gli1*^*+*^ cells expressed OCN at 63 dpi (Appendix Fig. S4C,D). Taken together, these results indicated that *Gli1*^+^ tendon sheath progenitors could differentiate into tenocytes, chondrocytes, osteocytes, and participate in HO development in vivo.

### Osteochondrogenic *Gli1*^+^ tendon sheath progenitors originate from *Scx*^+^ tendon stem/progenitor cells

Tendon sheath comprised of tendon stem/progenitor cells, FAPs, and other fibroblasts (Ashley L and Michael T, 2019). Scleraxis (*Scx*) is expressed in tendon stem/progenitor cells and their progeny cells (Guak-Kim et al, 2020), and we noted that terminating tenocytes (cluster 2) and osteochondral cells (clusters 16 and 9) expressed higher level of *Scx* (Fig. 2D), suggesting that *Gli1*^+^ tendon sheath progenitors could be a subpopulation of tendon stem/progenitor cells. To investigate this, we traced the developmental distribution of *Gli1*^+^ cells in the Achilles tendon at embryonic day 14.5 and postnatal days 0, 3, and 14 – key stages of tendon development. Lineage tracing analysis (*Gli1*-*CreER*^*T2*^; ZsGreen) demonstrates that *Gli1*^+^ cells were initially localized to the tendon sheath at E14.5, subsequently expanding throughout the tendon tissue to encompass both the sheath and mid-substance regions by P0, P3, and P14 (Appendix Fig. S5). These findings provide definitive evidence that *Gli1*^+^ cells function as bona fide tendon stem/progenitor cells under homeostatic conditions.

To further confirm that tenogenic *Gli1*^*+*^ tendon sheath progenitors, rather than other *Gli1*^*+*^ lineages, contributed to HO formation, we generated *Gli1-CreER*^*T2*^; Ai9; *Scx*-GFP triple-mutant transgenic mice to examine GLI1 co-localization with SCX. Fluorescence imaging showed that the majority of *Gli1*^*+*^ cells expressed SCX in uninjured tendon sheath region (Fig. 3A,B). At 3 dpi, *Gli1*^*+*^ cells in the injured region were also observed to express SCX in tenotomized mice (Fig. 3C,D), with *Gli1*^+^/*Scx*^+^ cells representing the dominant population among total *Gli1*^*+*^ cells at 7 dpi (Fig. 3E,F). At 21 dpi, we found that GLI1 indeed colocalized with SCX in the chondrocyte region, supporting that *Gli1*^*+*^ tenocyte-lineage cells give rise to chondrocytes (Fig. 3G,H). Consistent with this finding, *Gli1*^*+*^ cells also expressed SCX in the heterotopic osteoid region at 63 dpi (Fig. 3I,J).

**Figure 3:**
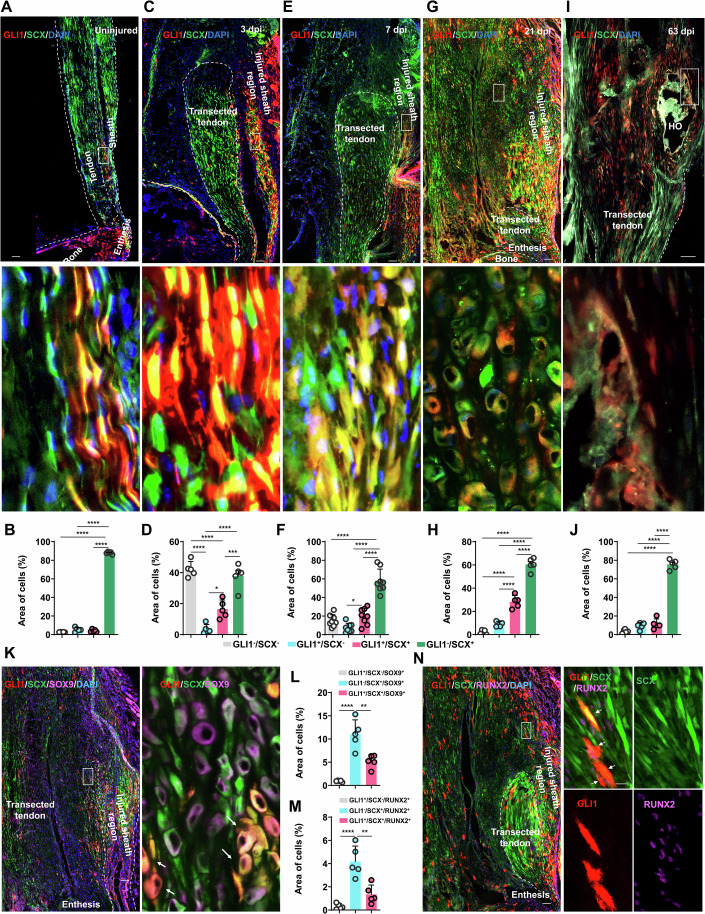
*Gli1*^*+*^*/Scx*^+^ tendon sheath progenitors undergo osteochondrogenic differentiation. (**A, B**) Representative immunofluorescence images (**A**) and statistical analysis (**B**) of *Gli1*^+^ and *Scx*^+^ cells in uninjured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice (*n* = 5 per group). *P* values from left to right: ****P = 3.37e-15, ****P = 1.47e-12, ****P = 1.15e-13. Scale bar, 200 μm. (**C**, **D**) Representative immunofluorescence images (**C**) and statistical analysis (**D**) of *Gli1*^+^ and *Scx*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 3 dpi (*n* = 5 per group). *P* values from left to right: ****P = 5.07e-8, ****P = 1.17e-5, *P = 1.09e-2, ****P = 2.71e-7, ***P = 1.06e-4, Scale bar, 200 μm. (**E**, **F**) Representative immunofluorescence images (**E**) and statistical analysis (**F**) of *Gli1*^+^ and *Scx*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 7 dpi (*n* = 8 per group). *P* values from left to right: ****P = 7.09e-10, *P = 4.90e-2, ****P = 1.65e-11, ****P = 8.12e-9, Scale bar, 200 μm. (**G**, **H**) Representative immunofluorescence images (**G**) and statistical analysis (**H**) of *Gli1*^+^ and *Scx*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 21 dpi (*n* = 5 per group). *P* values from left to right: ****P = 1.28e-7, ****P = 7.97e-13, ****P = 8.13e-6, ****P = 5.73e-12, ***P = 6.49e-9, Scale bar, 200 μm. (**I**, **J**) Representative immunofluorescence images (**I**) and statistical analysis (**J**) of *Gli1*^+^ and *Scx*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 63 dpi (*n* = 5 per group). *P* values from left to right: ****P = 6.0e-14, ****P = 2.20e-13, ****P = 3.65e-13, Scale bar, 200 μm. (**K**, **L**) Representative immunofluorescence images (**K**) and statistical analysis (**L**) of *Gli1*^+^, *Scx*^+^ and *Sox9*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 21 dpi (*n* = 5 per group). ****P = 9.35e-6, **P = 1.54e-3, Scale bar, 200 μm. (**M**, **N**) Representative immunofluorescence images (**M**) and statistical analysis (**N**) of *Gli1*^+^, *Scx*^+^ and *Runx2*^+^ cells in the injured Achilles tendon of *Gli1*-*CreER*^*T2*^; Ai9; *Scx*-GFP mice at 21 dpi (*n* = 5 per group). ****P = 6.04e-5, **P = 1.03e-3, Scale bar, 200 μm. Data are presented as mean ± SD. All *P* values were determined by one-way ANOVA with Bonferroni post hoc test.

To further confirm that *Gli1*^+^/*Scx*^+^ tendon stem/progenitor cells occupied the capacity for osteochondral differentiation, we examined the expression of chondrogenic differentiation marker, SOX9, osteogenic marker, RUNX2, in *Gli1-CreER*^*T2*^; Ai9; *Scx*-GFP mice at 21 dpi following tenotomy. Indeed, among *Gli1*^+^ populations, *Gli1*^+^/*Scx*^+^ cells expressed SOX9, with rarely detectable *Gli1*^+^/*Scx*^-^/SOX9^+^ cells in injured tendon region (Fig. 3K,L). Consistently, Only *Gli1*^+^/*Scx*^+^ cells expressed RUNX2, but not *Gli1*^+^/*Scx*^-^ cells (Fig. 3M,N). Taken together, these results demonstrated that *Gli1*^*+*^ tendon sheath progenitors, as a population of tendon stem/progenitor cells, could differentiate into chondrocytes or osteocytes following tendon injury in mice in vivo.

### FOP-associated *Acvr1*^*R206H/+*^ mutation accelerates osteochondral differentiation of *Gli1*^*+*^ tendon sheath progenitors

To examine whether aberrant osteochondral differentiation of *Gli1*^*+*^ tendon sheath progenitors lead to HO after tendon injury in FOP model mice, we established a conditional knock-in FOP model mouse harboring the *Acvr1*^*R206H/+*^ mutation. For this purpose, we used the *CRISPR-Cas9* system with donor RNAs targeting floxed endogenous *Acvr1* exons 7–13 to introduce the mutant exons 7–13 fused to a luciferase-based *ZsGreen* reporter in germ cells of *Acvr1*^*R206H/+*^ mice (Fig. 4A). This modification preserved the integrity of the *Acvr1* exon locus in the absence of *Cre*, thereby avoiding deleterious effects of *Acvr1* deficiency on mouse development. The wild-type (WT) *Acvr1* exons 7–13 were then excised and mutant *Acvr1* exons were expressed upon induction of *Cre* expression and traced by ZsGreen signal (Fig. 4A). To confirm the pathological phenotype of this FOP model mice, we crossed mice harboring limb-specific *Prrx1-cre* with *Acvr1*^*R206H/+*^ mice. MicroCT examination showed that *Prrx1-Cre*; *Acvr1*^*R206H/+*^ mice, rather than *Prrx1*-*Cre* mice, exhibited spontaneous HO around the joints at the juvenile stage (Fig. 4B). In addition, we also introduced the *Acvr1*^*R206H/+*^ genotype in fibro-adipogenic progenitors (FAPs) using *Tek-Cre* transgenic mice and found that cardiotoxin (CTX) injury in muscle similarly resulted in HO development in these *Tek-Cre*; *Acvr1*^*R206H/+*^ mice (Fig. 4C,D).

**Figure 4:**
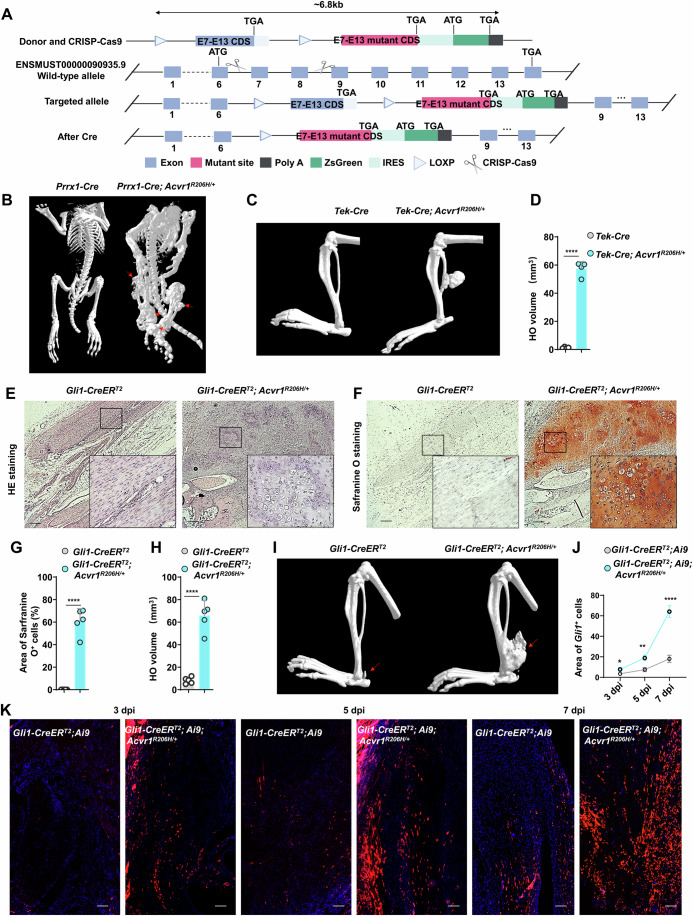
*Gli1*^+^ tendon sheath progenitors initiate tendon HO formation in FOP model mice. (**A**) Schematic diagram depicting the generation of *Acvr1*^*R206H/+*^*flox* mice using *CRISPR-Cas9* technology. (**B**) microCT showing spontaneous HO formation around the joints of *Prrx1-Cre*; *Acvr1*^*R206H/+*^ mice, but not *Prrx1-Cre* mice. (**C**, **D**) Representative microCT image (**C**) and statistical analysis (**D**) of HO formation in the tibial muscle of *Tek-Cre*; *Acvr1*^*R206H/+*^ mice, but not *Tek-Cre* mice after CTX injury (*n* = 4 per group). ****P = 6.05e-7. (**E**, **F**) Representative HE staining (**E)** and safranine O staining (**F**) images of the injured tendon of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 7 dpi. Scale bar, 200 μm. (**G**) Statistical analysis of Safranine O^+^ region in injured tendon of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 7 dpi (*n* = 5 per group). ****P = 2.28e-6. (**H**) Statistical analysis of HO volume in the injured tendon of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 56 dpi (*n* = 5 per group). ****P = 1.29e-5. (**I**) Representative microCT images of HO in the injured tendon of *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 56 dpi. (**J**, **K**) Statistical analysis (**J**) and representative immunofluorescence images (**K**) of *Gli1*^+^ cells in the injured tendon of *Gli1-CreER*^*T2*^; Ai9 and *Gli1-CreER*^*T2*^; Ai9; *Acvr1*^*R206H/+*^ mice at 3, 5, and 7 dpi (*n* = 5 per group). *P = 3.86e-2, **P = 3.82e-3, ****P = 2.73e-4. Scale bar, 100 μm. Data are represented as the mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

Next, we generated *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice by crossing *Gli1-CreER*^*T2*^ mice with *Acvr1*^*R206H /+*^ mice. We performed tenotomy after inducing *Gli1* promoter-dependent *Cre* expression by tamoxifen treatment in *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice for 1 week. To confirm the conditional *Acvr1*^*R206H/+*^ mutation occurred after *Gli1-Cre* expression following tenotomy injury, we first performed immunofluorescence comparing ACVR1 expression patterns in injured tendons of *Gli1-CreER*^*T2*^; Ai9 versus *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9 mice at 5 dpi, with particular focus on spatial co-localization of ACVR1 within *Gli1*^+^ lineage cells. Critically, no significant difference in ACVR1 expression was observed between groups, excluding the hypothesis that elevated ACVR1 expression (rather than the *Acvr1*^*R206H/+*^ mutation) drives HO in tendons (Fig. EV3A,B). The *Acvr1*^*R206H/+*^ mutation classically triggers p-SMAD1/5 pathway activation. To functionally validate pathway activation, we performed phospho-SMAD1/5 (p-SMAD1/5) immunofluorescence comparing signaling intensity in injury-induced HO niches versus physiological repair zones. Strikingly, the majority of *Gli1*^+^ cells in *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9 tendons exhibited robust p-SMAD1/5 activation, whereas *Gli1*^+^ cells in control (*Gli1-CreER*^*T2*^; Ai9) tendons showed negligible signaling (Fig. EV3C,D). Complementing this, fluorescence-activated cell sorting (FACS) of *Gli1*^+^ (tdTomato^+^) cells from injured tendons (5 dpi) of both *Gli1-CreER*^*T2*^; Ai9 and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9 mice. Sanger sequencing of sorted cells confirmed successful disruption of the STOP cassette and expression of the mutant allele in *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice (Fig. EV3E; Appendix Fig. S6), enabling quantification of mutant allele burden. These results collectively confirmed successful *Acvr1*^*R206H/+*^ mutant receptor expression and BMP pathway hyperactivation, further validating our FOP mouse model establishment.

**Figure EV3:**
Validation of *Acvr1* expression and *Acvr1*^*R206H/+*^ mutation following *Gli1*-*CreER*^*T2*^ induction. (**A**, **B**) Representative immunofluorescence and statistical analysis of GLI1 and ACVR1 in injured site of *Gli1-CreER*^*T2*^; Ai9 and *Gli1-CreER*^*T2*^; Ai9; *Acvr1*^*R206H/+*^ mice at 5 dpi (*n* = 5 per group). *P* = 5.18e-1. N.S. indicated no significance. Scale bar, 100:μm. (**C**, **D**) Representative immunofluorescence and statistical analysis of GLI1 and p-SMAD1/5 in injured site of *Gli1-CreER*^*T2*^; Ai9 and *Gli1-CreER*^*T2*^; Ai9; *Acvr1*^*R206H/+*^ mice at 5 dpi (*n* = 5 per group). ****P = 6.89e-6. Scale bar, 100 μm. (**E**) Sanger sequencing showed that the STOP cassette preceding the *Acvr1*^R206H/+^ mutation was disrupted. Data is presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

Hematoxylin and Eosin staining and Safranine O staining showed that *Gli1*-*CreER*^T2^; *Acvr1*^*R206H/+*^ mice displayed rapid chondrocytes emerging at 7 dpi (Fig. 4E–G). These findings sharply contrasted from the relatively slow formation of endochondral bone at the tenotomy site of *Gli1-CreER*^*T2*^ mice over 9 weeks post injury, i.e., we used microCT imaging to confirm the role of *Gli1*^+^ cells in aberrant osteogenesis of FOP model mice following tendon injury and found that, at 8 weeks after tenotomy, *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice exhibited significantly greater osteogenic differentiation of *Gli1*^+^ tendon sheath progenitors compared to that in *Gli1-CreER*^*T2*^ mice (Fig. 4H,I), thus highlighting the pathological role of heterozygous *Acvr1*^*R206H*^ mutation in accelerating *Gli1*^+^ tendon sheath progenitor differentiation in HO.

In addition, we traced the distribution of *Gli1*^*+*^ cells during HO formation in injured Achilles tendon of FOP model mice (*Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9). This fluorescence microscopy imaging showed that the number of *Gli1*^+^ tendon sheath progenitors at inflammatory, fibroproliferative and chondrogenic stages occurred at 3, 5 and 7 dpi, respectively, in *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9 mice, was significantly higher than those in *Gli1-CreER*^*T2*^; Ai9 mice (Fig. 4J,K). This rapid expansion of *Gli1*^+^ sheath cells with *Acvr1*^*R206H/+*^ mutation could be the underlying mechanism of acceleration of HO formation in FOP. Overall, these findings demonstrated that *Gli1*^*+*^ tendon sheath progenitors undergo osteochondral differentiation faster and formed tendon HO to a greater extent in the *Acvr1*^*R206H/+*^ background of FOP model mice.

### *Gli1*^+^ tendon sheath progenitors differentiate into tenocyte and osteochondral lineage progenitors during endochondral ossification in FOP mice

Since *Gli1*^+^ tendon sheath progenitors initially transitioned into tenocyte and osteochondral lineages in traumatic tendon HO, we next examined whether *Gli1*^+^ tendon sheath progenitors expressed FMOD at the injury site in vivo in tenotomized FOP model mice (*Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9). At 3 days post-tenotomy, immunofluorescence staining showed that GLI1^+^/FMOD^+^ cells were significantly more abundant than GLI1^+^/FMOD^-^ cells at the injury site (Fig. 5A,B), suggesting that the majority of *Gli1*^+^ cells give rise to tenocyte-lineage cells. Since GLI1^+^/FMOD^+^ cells represented tendon progenitor cells with the capacity for osteochondral differentiation in traumatic HO, we therefore subsequently examined SOX9 and RUNX2 expression in *Gli1*^+^ cells at 5 dpi and found that ~30.8% of *Gli1*^*+*^ cells (stained by the ZsGreen Ab) expressed SOX9 (Fig. 5C,D), while 35.7% cells (Ai9^+^) expressed RUNX2, suggesting their potential to contribute to HO via endochondral ossification (Fig. 5E,F).

**Figure 5:**
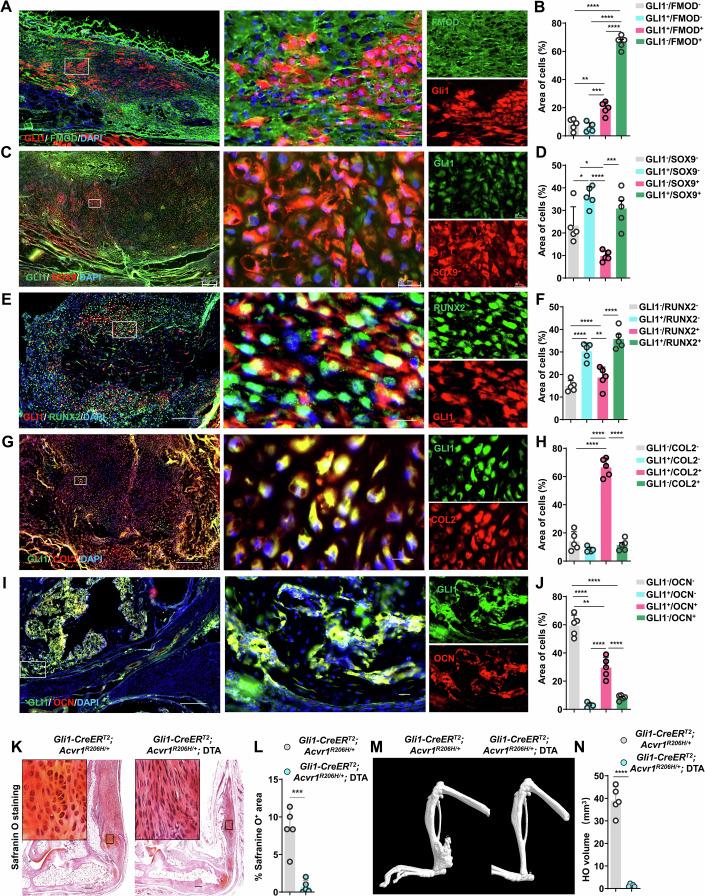
*Acvr1*^*R206H/+*^ mutation accelerates osteochondral differentiation of *Gli1*^+^ tendon sheath progenitors. (**A**, **B**) Representative immunofluorescence images (**A**) and statistical analysis of frequency (**B**) of GLI1^-^/ FMOD^-^, GLI1^+^/ FMOD^-^, GLI1^+^/ FMOD^+^, GLI1^-^/ FMOD^+^ cells in the injured site of FOP model mice at 3 dpi (*n* = 5 per group). *P* values from left to right: **P = 2.27e-3, ****P = 1.17e-12, ***P = 4.59e-4, ****P = 6.94e-13, ****P = 2.49e-11. Scale bar, 200 or 20 μm. (**C, D**) Representative immunofluorescence images (**C**) and statistical analysis of frequency (**D**) of GLI1^-^/ SOX9^-^, GLI1^+^/SOX9^−^, GLI1^−^/SOX9^+^, GLI1^+^/ SOX9^+^ cells in the injured site of FOP model mice at 5 dpi (*n* = 5 per group). *P* values from left to right: *P = 2.52e-2, *P = 1.85e-2, ****P = 3.43e-5, ***P = 4.18e-4. Scale bar, 200 or 20 μm. (**E**, **F**) Representative immunofluorescence images (**E**) and statistical analysis of frequency (**F**) of GLI1^−^/RUNX2^-^, GLI1^+^/RUNX2^−^, GLI1^−^/RUNX2^+^, GLI1^+^/RUNX2^+^ cells in the injured site of FOP model mice at 5 dpi (*n* = 5 per group). *P* values from left to right: ****P = 5.56e-5, ****P = 1.32e-6, **P = 1.12e-3, ****P = 1.73e-5. Scale bar, 200 or 20 μm. (**G**, **H**) Representative immunofluorescence images (**G**) and statistical analysis of frequency (**H**) of GLI1^-^/COL2^-^, GLI1^+^/ COL2^−^, GLI1^+^/ COL2^+^, GLI1^-^/ COL2^+^ cells in the injured site of FOP model mice at 7 dpi (*n* = 5 per group). *P* values from left to right: ****P = 1.52e-10, ****P = 2.90e-11, ****P = 6.99e-11. Scale bar, 200 or 20 μm. (**I**) Representative immunofluorescence images showing *Gli1*^+^ tendon sheath progenitors differentiate into osteocytes at 14 dpi in FOP model mice. Scale bar, 200 or 20 μm. (**J**) Statistical analysis of the frequency of GLI1^-^/OCN^-^, GLI1^+^/OCN ^+^, GLI1^-^/OCN^+^, GLI1^+^/OCN^-^ cells in the injured site of FOP model mice at 14 dpi (*n* = 5 per group). *P* values from left to right: ****P = 8.87e-11, ****P = 9.49e-7, ****P = 4.35e-10, ****P = 3.85e-6, ****P = 6.35e-5. (**K**, **L**) Representative Safranine O staining images (**K**) and statistical analysis (**L**) of chondrocyte region in the injured tendon of *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ and *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^; DTA mice (*n* = 5 per group). ***P = 3.27e-4. Scale bar, 200 μm. (**M**, **N**) Representative microCT images (**M**) and statistical analysis (**N**) of HO in the injured tendon of *Gli1*-*Cre*^*ERT2*^; *Acvr1*^*R206H/+*^ and *Gli1*-*Cre*^*ERT2*^; *Acvr1*^*R206H/+*^; DTA mice at 63 dpi (*n* = 5 per group). ****P = 7.86e-7. Data are presented as mean ± SD. All *P* values were determined by One-way ANOVA with Bonferroni post hoc test (**B**, **D**, **F**, **H**, **J**) and unpaired Student’s *t* test (**L**, **N**).

To further trace the differentiation of *Gli1*^+^ lineage cells into chondrocytes, we examined expression of the chondrocyte maturation marker, COL2, at the injury site of tenotomized FOP mice at 7 dpi, corresponding to the chondrogenic stage. Immunofluorescence staining of injured tendon sections indicated that ~66.5% *Gli1*^*+*^ cells (stained by the ZsGreen Ab) also expressed COL2, thus demonstrating that *Gli1*^+^ cells could differentiate into chondrocytes after differentiating into the tenocyte lineage (Fig. 5G,H).

We then examined osteogenic differentiation of *Gli1*^+^ cells into osteocytes by immunofluorescence staining for the osteocyte differentiation marker, OCN, in injured tendon of FOP at 14 dpi, which corresponds to the osteogenesis stage. This analysis revealed that ~29.6% *Gli1*^*+*^ cells expressed OCN, which indicated that *Gli1*^+^ cells could differentiate into osteocytes following aberrant chondrogenic differentiation (Fig. 5I,J). In addition, depletion of *Gli1*^+^ cells by tamoxifen treatment in *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; DTA mice, as above, resulted in significantly suppressing formation of both heterotopic cartilage and bone tissue in the injured tendon (Fig. 5K–N). Overall, these results revealed that *Gli1*^+^ tendon sheath progenitors differentiate into chondrocytes and osteocytes in FOP mice.

### GNAS/PKA signaling is activated in the osteochondral lineage of *Gli1*^+^ tendon sheath progenitors

Since cluster 8 tendon progenitors showed greater capacity for osteochondral differentiation than cluster 5 and represented the cellular source for tenotomy-related HO, we performed Gene Ontology (GO) analysis of differentially expressed genes (DEGs) between clusters 8 and 5 from our above scRNA-seq. Notably, DEGs annotated with “osteoblast differentiation” were enriched in cluster 8, further supporting their osteochondral progenitor identity during HO formation (Fig. 6A). We noted that five ossification-associated genes in the Top 20 DEGs, including *Ptn*, *Dlk1*, *Mdk*, *Igf2* and *Gnas*, were expressed at remarkably higher levels in cluster 8 compared to cluster 5 (Fig. 6B). In particular, *Gnas* had the highest enrichment score, although the relationship between elevated *Gnas* expression and aberrant osteochondral differentiation in tendon progenitors has not been documented. We therefore examined the role of *Gnas* in tendon HO formation by examining its expression across cell types in our scRNA-seq data and found that *Gnas* was highly expressed in cluster 8 tendon progenitors, but not in tendon stem cells (clusters 10–14) or tendon lineage cells (clusters 1, 2, 7, 9, 16, and 18) (Fig. 6C). These results suggested that *Gnas* may be essential for differentiation of osteochondral progenitors, but not terminal differentiation or maintenance of quiescent stem cells.

**Figure 6:**
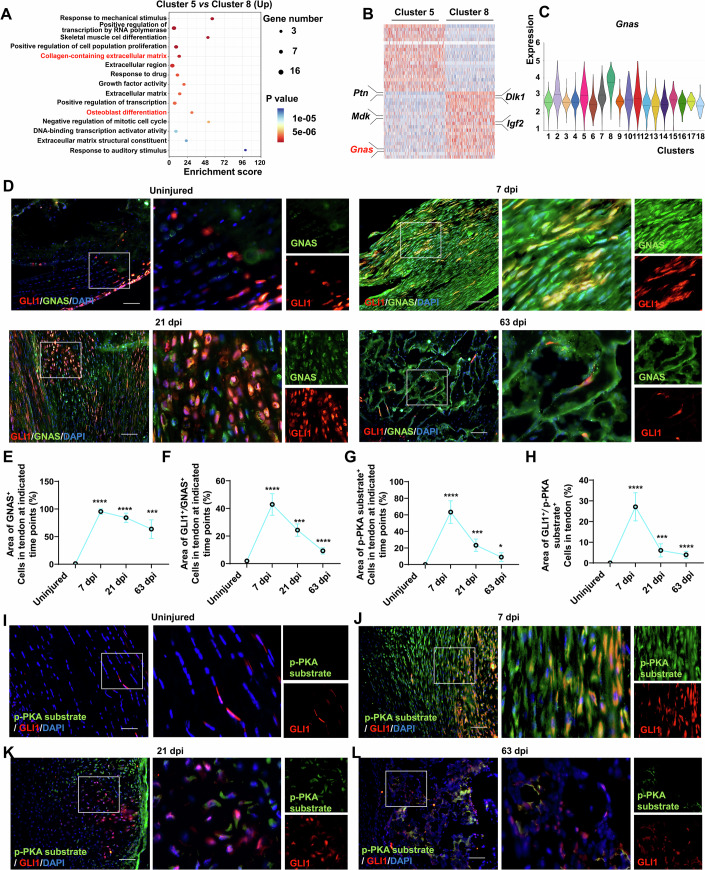
GNAS/PKA signaling pathway was activated in osteochondral progenitors during HO formation. (**A**) GO analysis of DEG between clusters 5 and 8. (**B**) Heatmap of DEG in clusters 5 and 8. (**C**) Feature plot showing the expression of *Gnas* in mesenchymal and tendon lineage cells. (**D**) Representative immunofluorescence images of GNAS expression in uninjured tendon and injured site of *Gli1*-*Cre*^*ERT2*^; Ai9 mice at 7, 21, and 63 dpi. Scale bar, 50 μm. (**E**, **F**) Statistical analysis of GNAS^+^ region (**E**) and GNAS^+^/GLI1^+^ region (**F**) in uninjured tendon and injured site of *Gli1*-*Cre*^*ERT2*^; Ai9 mice at 7, 21, and 63 dpi (*n* = 5 per group). *P* values in (**E**): 7 dpi vs uninjured ****P = 9.47e-11. 21 dpi vs uninjured ****P = 2.03e-8, 63 dpi vs uninjured ****P = 3.21e-5. *P* values in (**F**): 7 dpi vs uninjured ****P = 2.64e-6, 21 dpi vs uninjured ****P = 3.64e-6, 63 dpi vs uninjured ****P = 9.58e-5. (**G, H**) Statistical analysis of p-PKA substrate^+^ region (**G**) and p-PKA substrate^+^/GLI1^+^ region (**H**) in uninjured tendon and injured site of *Gli1*-*Cre*^*ERT2*^; Ai9 mice at 7, 21, and 63 dpi (*n* = 5 per group). *P* values in (**G**): 7 dpi vs uninjured ****P = 6.33e-6, 21 dpi vs uninjured ***P = 1.15e-4, 63 dpi vs uninjured *P = 1.17e-2. *P* values in (**H**): 7 dpi vs uninjured ****P = 1.96e-5, 21 dpi vs uninjured ***P = 2.63e-3, 63 dpi vs uninjured ****P = 6.44e-4. (**I**–**L**) Representative immunofluorescence images of p-PKA substrate expression in uninjured tendon (**I**) and injured site of *Gli1*-*Cre*^*ERT2*^; Ai9 mice at 7 (**J**), 21 (**K**), and 63 dpi (**L**). Scale bar, 50 μm. Data are presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

We next examined the co-expression of GNAS and GLI1 in our traumatic HO model by immunofluorescence staining of injured and uninjured tendon at different time points in *Gli1-CreER*^*T2*^; Ai9 reporter mice. Image analysis showed that GNAS expression was lowest in uninjured tendon and highest in injured tendon at 7 dpi (Fig. 6D,E), i.e., very few *Gli1*^+^ cells also expressed GNAS in uninjured tendon of *Gli1-CreER*^*T2*^; Ai9 mice. By contrast, GLI1^+^/GNAS^+^ cells could be detected at significantly increased frequency at 7 dpi compared to the uninjured group. However, the abundance of GLI1^+^/GNAS^+^ cells was significantly decreased in 21 dpi and 63 dpi tendon sections, but still significantly higher than that in uninjured tendon (Fig. 6D,F), further supporting GNAS as a key regulator of osteochondral differentiation in tendon progenitors. Previous studies have shown that GNAS overexpression leads to increased cAMP production and PKA activation, the latter of which is known to regulate cell proliferation, differentiation, and other biological processes (Krushna C et al, 2018). Therefore, we next examined PKA activation in *Gli1*^+^ progenitors during HO formation by immunofluorescence staining for the activation marker, phospho (p)-PKA substrate. We observed a significantly elevated p-PKA substrate signal in injured tendons at 7 dpi compared with uninjured controls (Fig. 6G,I,J), but like GNAS, it was significantly decreased at 21 and 63 dpi without returning to pre-injury baseline levels (Fig. 6G,I,K). Moreover, we also observed GLI1^+^/p-PKA substrate^+^ cells were significantly increased at 7 dpi compared to the corresponding population in uninjured tendon (Fig. 6H,I,J). Subsequently, these dual-positive cells underwent a significant reduction in samples collected at 21 dpi and later time points (Fig. 6H,I,K,L). Moreover, both GNAS^+^/GLI1^+^ and GNAS^+^/GLI1^−^ subpopulations comprised osteochondrogenic progenitors, mature chondrocytes, and osteoblasts. Similarly, p-PKA substrate^+^/GLI1^+^ and p-PKA substrate^+^/GLI1^−^ cells exhibited identical differentiation potential, representing the same osteochondral lineages (Appendix Figs. S7 and S8), suggesting that GNAS/PKA pathway is critically involved in driving aberrant osteochondrogenic differentiation during HO pathogenesis.

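*Gnas*, listed in the files as ENSMUSG00000027523, was at 928, 1325 and 1407 CPM in the *Gli1*+ libraries of uninjured tendon, 7 dpi and 21 dpi and at 809, 1571 and 1377 CPM in the *Gli1*- libraries. The log2 ratio over uninjured tendon was 0.51 (95% interval 0.50 to 0.53) at 7 dpi and 0.60 (0.59 to 0.61) at 21 dpi in *Gli1*+ cells, and 0.96 (0.94 to 0.97) and 0.77 (0.75 to 0.78) in *Gli1*- cells. Relative to the shift of most genes, by TMM scaling, these ratios were 0.80, 1.00, 1.17 and 1.01. Leaving out the cells of non-tendon clusters moved the *Gli1*+ ratios most, to 0.10 and 0.12, whereas TMM scaling moved the *Gli1*- ratios most. Without non-tendon clusters these were 1.11 and 0.99. The 7 dpi and uninjured *Gli1*- libraries share a background of UMIs assigned to *Cntn5*, and the 21 dpi and uninjured *Gli1*+ libraries both lack it. The other ratios over uninjured tendon compare a library with this background and one without it.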

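By class, *Gnas* was at 2594 CPM in stem cell-like cells of the *Gli1*+ library at 7 dpi, against 1471 CPM in uninjured tendon and 1313 CPM at 21 dpi. In *Gli1*- stem cell-like cells it was at 723, 1792 and 1267 CPM in the order of time. The stem cell-like cells of uninjured tendon and of 7 dpi lay mostly in different clusters, so these series do not follow the same cells. In the *Gli1*+ libraries cluster 3 held 0 uninjured and 2101 cells of 7 dpi. In the *Gli1*- libraries cluster 2 held 3629 and 194 cells, and cluster 5 held 88 and 3087. In the tenocyte-like cells of the *Gli1*+ libraries *Gnas* was at 1476, 1183 and 1272 CPM. At 21 dpi cluster 1 had the highest level of the tendon clusters, 2040 CPM (2027 to 2054) in *Gli1*+ and 1877 CPM (1864 to 1889) in *Gli1*- cells. Chondrocyte-like cells at 21 dpi held 1048 CPM (1017 to 1080) in the *Gli1*+ library and 993 CPM (966 to 1021) in the *Gli1*- library. Over the other cells of tendon clusters this was a log2 ratio of -0.63 in either sort. Over stem cell-like cells it was -0.32 (-0.37 to -0.28) in *Gli1*+ and -0.35 (-0.42 to -0.28) in *Gli1*- cells, and the second ratio became 0.17 without cell filters. Without cluster 1, tendon-cluster cells at 21 dpi, chondrocyte-like cells included, held 1098 CPM in the *Gli1*+ and 979 CPM in the *Gli1*- library. The ratio of -0.63 thus rests largely on cluster 1. Endothelial-like cells held 1135 and 996 CPM at 21 dpi. From Appendix Fig. S7 and Appendix Fig. S8, the paper proposes that the GNAS/PKA pathway takes part in osteochondrogenic differentiation in HO. Its evidence also includes staining of GNAS and p-PKA substrate, NF449 treatment, *Prkaca* deletion and CREB inhibition, which transcript levels do not measure.

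**Figure D3:**
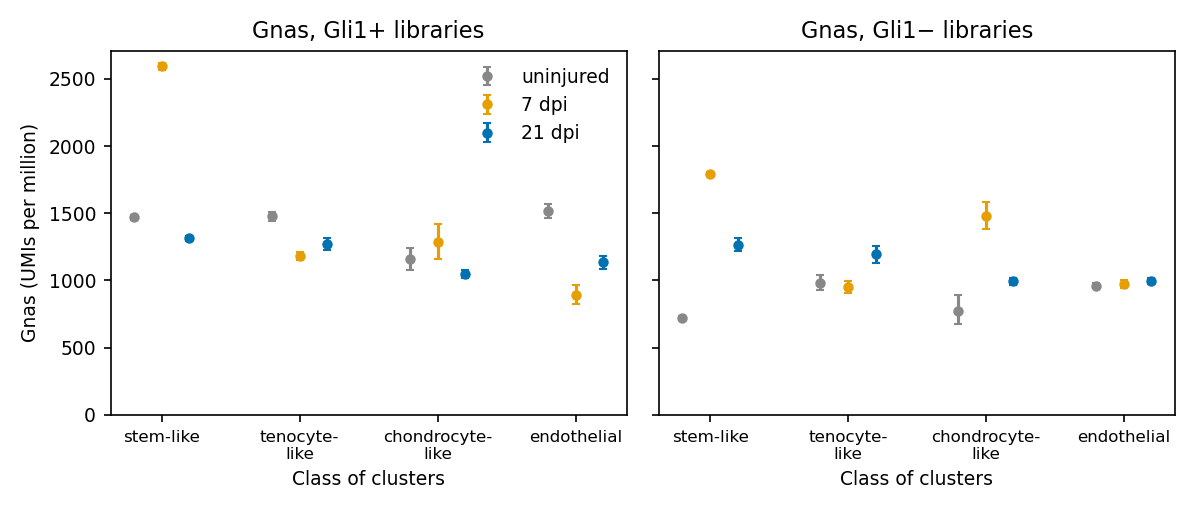
Level of *Gnas* in UMIs per 1000000 for 4 classes of clusters in the *Gli1*+ (left) and *Gli1*- (right) libraries, for uninjured tendon (gray), 7 dpi (orange) and 21 dpi (blue). Points are sums over the cells of a class with exact Poisson 95% intervals (counting error only), and of the classes shown stem cell-like cells at 7 dpi are highest in either panel. Cluster 1 is not shown. Stem cell-like cells of uninjured tendon and of 7 dpi lay mostly in different clusters.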

We next investigated whether GNAS/PKA signaling was also activated during aberrant osteochondral differentiation by *Gli1*^+^ tendon sheath progenitors in FOP model mice (*Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^). At 5 dpi, immunofluorescence staining showed that both GNAS and p-PKA substrate expression at the tendon injury site was significantly increased in FOP model mice tendon compared to that in uninjured tendon, then subsequently decreased at 7 and 14 dpi (Fig. EV4A–F), which was consistent with observations in traumatic HO mice. Furthermore, levels of GLI1^+^/GNAS^+^ cells and GLI1^+^/p-PKA substrate^+^ cells were significantly higher at 5, 7 and 14 dpi than in uninjured tendons of FOP model mice (Fig. EV4G–L). These collective results revealed that GNAS/PKA signaling was activated during aberrant osteochondral differentiation of *Gli1*^+^ tendon progenitors in both traumatic and genetic HO model mice.

**Figure EV4:**
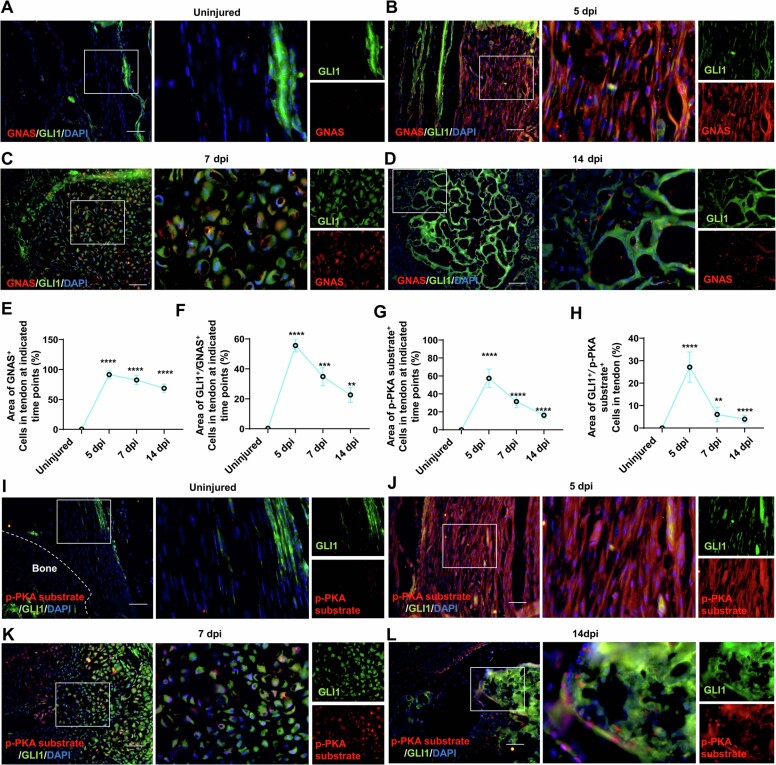
GNAS/PKA signaling pathway was activated in osteochondral tendon progenitors of FOP mice. (**A**–**D**) Representative immunofluorescence images of GNAS expression in uninjured tendons (**A**) and injured sites of *Gli1*-*CreER*^*T2*^; Ai9 mice at 5 (**B**), 7 (**C**) and 14 (**D**) dpi. Scale bar, 50 μm. (**E**, **F**) Statistical analysis of GNAS^+^ region (**E**) and GNAS^+^/GLI1^+^ region (**F**) in uninjured tendons and injured sites of *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 5, 7 and 14 dpi (*n* = 5 per group). *P* values from left to right: ****P = 8.29e-10, ****P = 1.16e-8, ****P = 1.57e-8. ****P = 2.36e-9, ****P = 1.71e-6, ****P = 9.06e-6. (**G**, **H**) Statistical analysis of p-PKA substrate^+^ region (**G**) and p-PKA substrate^+^/GLI1^+^ region (**H**) in uninjured tendons and injured sites of *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 5, 7 and 14 dpi (*n* = 5 per group). *P* values from left to right: ****P = 1.42e-6, ****P = 7.23e-6, ****P = 1.53e-5. ****P = 1.96e-5, **P = 2.63e-3, ****P = 6.44e-4. (**I**–**L**) Representative immunofluorescence images of p-PKA substrate expression in uninjured tendons (**I**) and injured sites of *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice at 5 (**J**), 7 (**K**) and 14 (**L**) dpi. Scale bar, 50 μm. Data is presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

### Inhibiting GNAS/PKA signaling prevents tendon HO

To investigate the function of GNAS/PKA signaling in tendon HO formation, we performed tenotomy in WT mice, then treated the injured mice with a selective Gs_α_ antagonist, NF449. Since *Gnas* was highly expressed in *Gli1*^+^ osteochondral progenitors (cluster 8) at 7 dpi, we intraperitoneally injected NF449 for 7 days following tenotomy, and sacrificed mice at 7, 21, and 63 dpi. At 7 dpi, SOX9 and RUNX2 expression at the tenotomy site was significantly lower in NF449-treated mice compared to the vehicle controls (Fig. 7A–D). Moreover, the populations of GLI1^+^/SOX9^+^ and GLI1^+^/RUNX2^+^ cells in injured tendons of *Gli1-CreER*^*T2*^; Ai9 mice were both significantly decreased after NF449 treatment (Appendix Fig. S9A–D). Safranine O staining at 21 dpi in NF449- and vehicle-treated tenotomized mice revealed that mice in the NF449 group had a significantly smaller chondrocyte region than vehicle control mice (Fig. 7E,F). Consistent with this effect, NF449 also significantly inhibited HO volume at 63 dpi (Fig. 7G,H).

**Figure 7:**
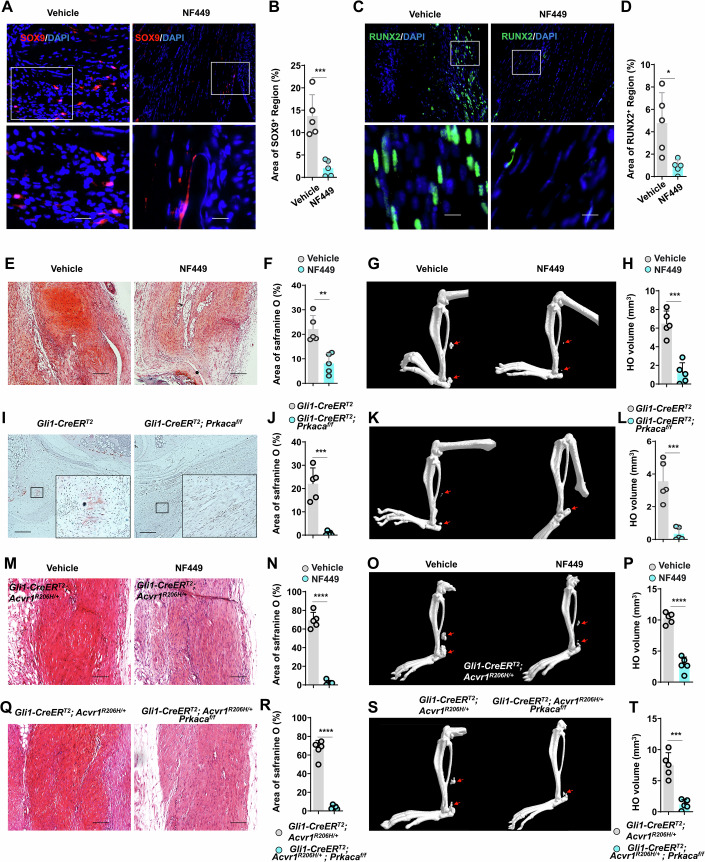
Inhibition of GNAS/PKA signaling prevents HO formation. (**A**, **B**) Representative immunofluorescence images (**A**) and statistical analysis (**B**) of SOX9^+^ region in injured site from tenotomized mice following vehicle and NF449 treatment (*n* = 5 per group). ***P = 8.94e-4. Scale bar, 10 μm. (**C**, **D**) Representative immunofluorescence images (**C**) and statistical analysis (**D**) of RUNX2^+^ region in injured site from tenotomized mice following vehicle and NF449 treatment (*n* = 5 per group). *P = 1.37e-2. Scale bar, 10 μm. (**E**, **F**) Representative Safranine O staining images (**E**) and statistical analysis (**F**) of Safranine O^+^ region in injured site from tenotomized mice following vehicle and NF449 treatment (*n* = 5 per group). **P = 1.85e-3. Scale bar, 100 μm. (**G**, **H**) Representative microCT images (**G**) and statistical analysis (**H**) of HO volume in injured site from tenotomized mice following vehicle and NF449 treatment (*n* = 5 per group). ***P = 1.39e-4. (**I**, **J**) Representative Safranine O staining images (**I**) and statistical analysis (**J**) of Safranine O^+^ region in injured site from tenotomized *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Prkaca*^*f/f*^ mice (*n* = 5 per group). ***P = 1.18e-4. Scale bar, 100 μm. (**K**, **L**) Representative microCT images (**K**) and statistical analysis (**L**) of HO volume in injured site from tenotomized *Gli1-CreER*^*T2*^ and *Gli1-CreER*^*T2*^; *Prkaca*^*f/f*^ mice (*n* = 5 per group). ***P = 5.11e-4. (**M**, **N**) Representative Safranine O staining images (**M**) and statistical analysis (**N**) of Safranine O^+^ region in injured site from tenotomized *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice following vehicle and NF449 treatment (*n* = 5 per group). **** *P* = 1.5e-7. Scale bar, 100 μm. (**O**, **P**) Representative microCT images (**O**) and statistical analysis (**P**) of HO volume in injured site from tenotomized *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice following vehicle and NF449 treatment (*n* = 5 per group). ****P = 3.87e-6. (**Q**, **R**) Representative Safranine O staining images (**Q**) and statistical analysis (**R**) of Safranine O^+^ region in injured site from tenotomized *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; *Prkaca*^*f/f*^ mice at 7 dpi (*n* = 5 per group). ****P = 6.2e-7. Scale bar, 100 μm. (**S**, **T**) Representative microCT images (**S**) and statistical analysis (**T**) of HO volume in injured site from tenotomized *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^and *Gli1-CreER*^*T2*^; *Acvr1*^*R206H/+*^; *Prkaca*^*f/f*^ mice at 14 dpi (*n* = 5 per group). ***P = 1.79e-4. Data are presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

To further explore PKA regulation of osteochondral differentiation in *Gli1*^+^ tendon sheath progenitors, we generated *Prkaca*^*flox/flox*^ mice, which we then crossed with *Gli1*-*CreER*^*T2*^ mice to abrogate expression of *Prkaca*, a catalytic subunit of PKA. We found that *Gli1*-*CreER*^*T2*^; *Prkaca*^*flox/flox*^ mice had significantly reduced safranine O^+^ area and HO volume compared to that in *Gli1*-*CreER*^*T2*^ mice (Fig. 7I–L). In addition, populations of GLI1^+^/SOX9^+^ and GLI1^+^/RUNX2^+^ cells in injured tendons of *Gli1-CreER*^*T2*^; *Prkaca*^*flox/flox*^; Ai9 mice showed significant reductions relative to *Gli1-CreER*^*T2*^; Ai9 mice, suggesting that *Prkaca* inhibition impaired osteochondral differentiation in *Gli1*^+^ tendon sheath progenitors (Appendix Fig. S9E–H).

We also examined the effect of Gsα inhibitor, NF449, on tendon HO formation in FOP mice. For this experiment, we immediately treated *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^ mice with NF449 for 7 days following tenotomy, then sacrificed the mice at 7 and 14 dpi. We observed that NF449 could significantly suppress heterotopic endochondral bone formation in these FOP mice (Fig. 7M–P). Consistent with these results, *Prkaca* ablation in *Gli1*^+^ cells also resulted in significantly reduced HO (Fig. 7Q–T). CREB, a downstream target of PKA, also regulates the osteochondral differentiation of *Gli1*^+^ cells, and inhibition of CREB significantly reduces HO formation (Fig. EV5). 

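The regulon analysis of Fig. EV5A needs motif databases that are not used here, so only the transcript levels of CREB family genes in the sorted libraries are given. *Creb3* (ENSMUSG00000028466), the regulon marked in that figure, was at 18.2, 46.0 and 45.4 CPM in the *Gli1*+ libraries of uninjured tendon, 7 dpi and 21 dpi and at 27.3, 53.7 and 45.1 CPM in the *Gli1*- libraries. Its log2 ratio over uninjured tendon was 1.34 (95% interval 1.25 to 1.44) at 7 dpi and 1.32 (1.23 to 1.42) at 21 dpi in *Gli1*+ cells and 0.97 (0.89 to 1.06) and 0.72 (0.64 to 0.81) in *Gli1*- cells. With TMM scaling the ratios were 1.63, 1.72, 1.19 and 0.96. *Creb1* (ENSMUSG00000025958) was lower after injury, at 104.7, 36.7 and 32.3 CPM in *Gli1*+ and 59.2, 37.5 and 37.3 CPM in *Gli1*- cells. The log2 ratios of *Creb1* were -1.51 and -1.70 in *Gli1*+ and -0.66 and -0.67 in *Gli1*- cells, and -1.22, -1.30, -0.44 and -0.42 with TMM scaling. Leaving out the cells of non-tendon clusters, an alternative chosen after seeing the data, moved the *Gli1*+ ratios of *Creb1* most, to -0.57 and -0.81. *Crem* was at 91.9, 19.4 and 22.3 CPM in *Gli1*+ and 49.8, 21.7 and 26.3 CPM in *Gli1*- cells, and *Atf1* at 61.5, 38.9 and 36.6 CPM and 46.7, 36.1 and 33.8 CPM. The PKA subunit genes *Prkaca* and *Prkacb* lay between 17.9 and 23.5 CPM and between 46.2 and 70.1 CPM over the 6 libraries. The level of a transcript is not the activity of its protein, which the libraries do not measure.

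**Figure D4:**
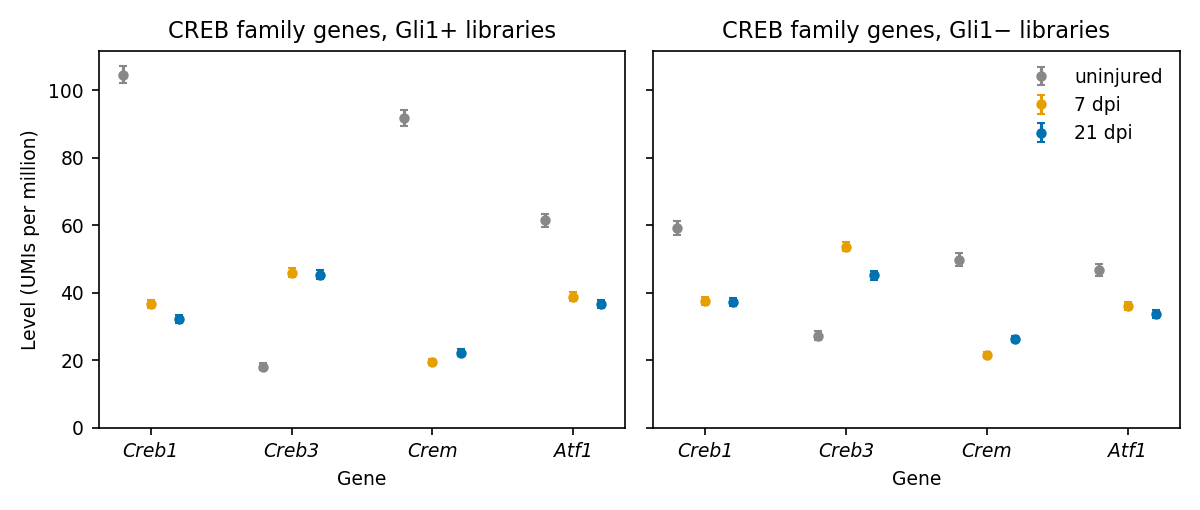
Levels of *Creb1*, *Creb3*, *Crem* and *Atf1* in UMIs per 1000000 in the *Gli1*+ (left) and *Gli1*- (right) libraries, for uninjured tendon (gray), 7 dpi (orange) and 21 dpi (blue). Points are sums over the kept cells of 1 library with exact Poisson 95% intervals (counting error only), and *Creb3* is the only gene of the 4 above its uninjured level at 7 and 21 dpi.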

Cumulatively, these results confirmed that the GNAS/PKA signaling pathway indeed positively regulated aberrant osteochondral differentiation of *Gli1*^+^ cells during HO formation.

**Figure EV5:**
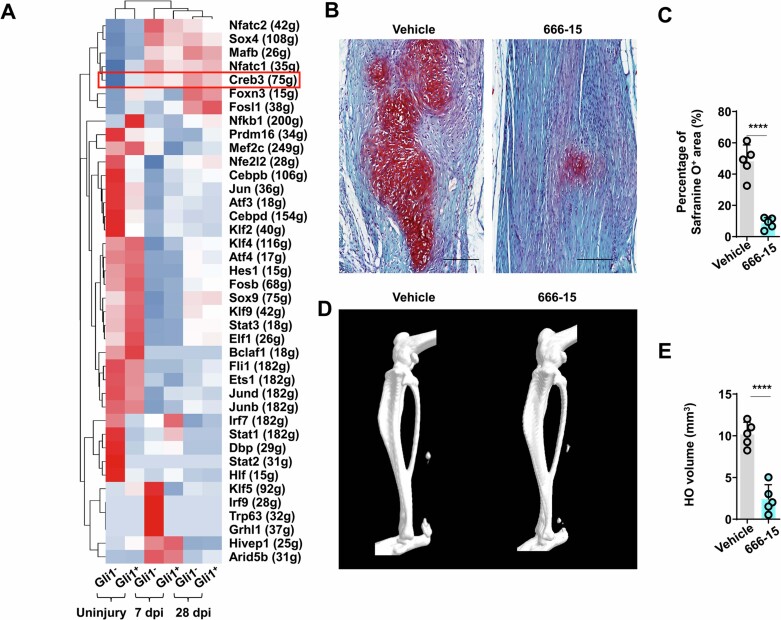
666-15, a CREB inhibitor, prevents tendon HO formation. (**A**) Regulon analysis of transcription factors involved in the osteochondrogenic differentiation of *Gli1*^+^ and *Gli1*^-^ cells. (**B**, **C**) Representative safranine O staining (**B**) and statistical analysis (**C**) of chondrocytes in injured site of tenotomized mice treated with vehicle or 666-15 treatment at 21 dpi (*n* = 5 per group). **P = 4.50e-5. Scale bar, 100 μm. (**D**, **E**) Representative microCT (**D**) and statistical analysis (**E**) of HO volume in injured site of tenotomized mice treated with vehicle or 666-15 treatment at 63 dpi (*n* = 5 per group). **P = 5.93e-5. Data is presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test.

### The spatial density of GNAS and p-PKA substrate is associated with HO in humans

To further evaluate the contribution of GLI1 and associated GNAS/PKA signaling to HO in human tendon, we recruited 6 patients with either destructive fracture (*n* = 3) or ossification of the posterior longitudinal ligament (*n* = 3) and respectively collected uninjured tendon and HO samples from these patients. Immunofluorescent staining showed that GLI1^+^ cells were distributed in the tendon sheath and expanded significantly in human HO lesions (Fig. 8A–E). Consistently, both GNAS^+^ cells and p-PKA substrate^+^ cells exhibited significantly elevated densities in HO lesions compared to uninjured tendon controls (Appendix Fig. S10A–D).

**Figure 8:**
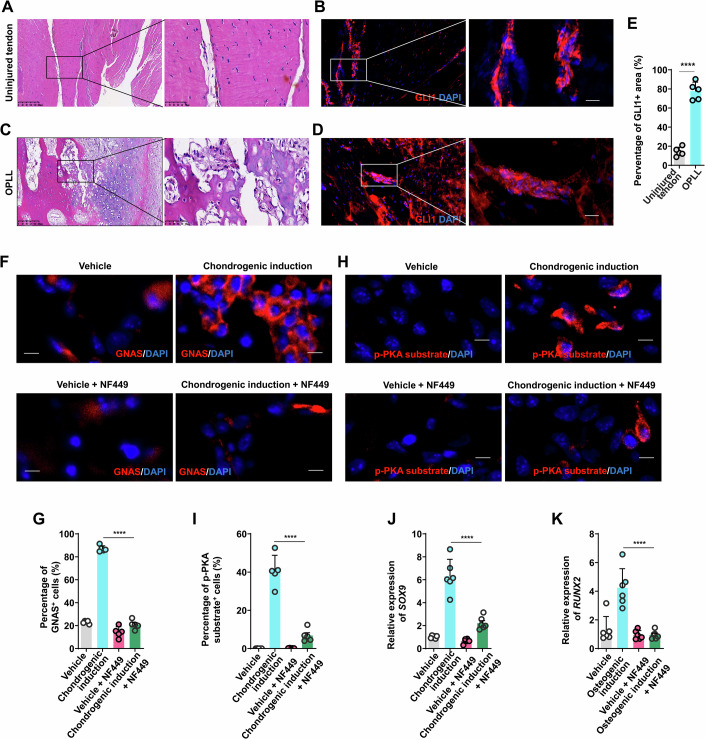
GLI1, GNAS, and p-PKA substrate expression was higher in human tendon HO. (**A**) Representative HE staining showing the morphology of human tendon. Scale bar, 200 or 50 μm. (**B**) Representative immunofluorescence staining of GLI1 in human tendon. Scale bar, 10 μm. (**C**) Representative HE staining showing the morphology of HO from Ossification of the Posterior Longitudinal Ligament patients. Scale bar, 200 or 50 μm. (**D**) Representative immunofluorescence staining of GLI1 in HO from Ossification of the Posterior Longitudinal Ligament patients. Scale bar, 10 μm. (**E**) Statistical analysis of the GLI1^+^ cells in human normal tendon and HO lesion (*n* = 3 per group). ****P = 7.88e-7. (**F**, **G**) Representative immunofluorescence staining (**F**) and statistical analysis (**G**) of GNAS in naive or chondrogenic tendon stem cells with or without NF449 treatment. (*n* = 5 per group). ****P = 2.8e-14. Scale bar, 10 μm. (**H**, **I**) Representative immunofluorescence staining (**H**) and statistical analysis (**I**) of p-PKA substrate in naive or chondrogenic tendon stem cells with or without NF449 treatment. (*n* = 5 per group). Data are represented as the mean ± SD. ****P = 9.77e-9. Scale bar, 10 μm. (**J**, **K**) Statistical analysis of *SOX9* (**J**, ****P = 8.91e-8) and *RUNX2* (**K**, ****P = 6.62e-6) in chondrogenic or osteogenic tendon stem cells with or without NF449 treatment. (*n* = 6 per group). Data is presented as mean ± SD. All *P* values were determined by unpaired Student’s *t* test (**E**) and one-way ANOVA with Bonferroni post hoc test (**G**, **I**, **J**, **K**).

Moreover, after inducing osteochondral differentiation for 5 days in CD140a^+^ human tendon multipotent cells (Adrian R et al, 2020), further immunofluorescent imaging showed that GNAS and p-PKA substrate signal were significantly higher than that in vehicle-treated cells in vitro (Fig. 8F–I; Appendix Fig. S10E–G). Moreover, we found that GNAS and p-PKA substrate expression was significantly lower in NF449-treated human tendon stem cells compared to vehicle controls (Fig. 8F–I). In addition, qPCR assay revealed that NF449 significantly inhibited the expression of *SOX9* and *RUNX2* during chondrogenic and osteogenic differentiation of CD140a^+^ human tendon multipotent cells, respectively (Fig. 8J,K), indicating that suppressing Gsα might block human tendon HO. Taken together, these results revealed that GNAS/PKA signaling activation was closely associated with HO formation in human tendon.

## Discussion

In this study, we discovered a subpopulation of *Gli1*^+^ tendon sheath progenitors that function as tendon stem/progenitors and characterized their developmental trajectory in HO formation following tenotomy in mice. These *Gli1*^+^ sheath progenitors can initially differentiate into normal or osteochondral tendon lineage cells, with the latter subsequently giving rise to chondrocytes and osteocytes in the development of tendon HO. Moreover, we found that the GNAS/PKA signaling pathway is activated during osteochondral differentiation and subsequently confirmed that targeted suppression of GNAS/PKA signaling could effectively reduce the formation of tendon HO.

Tendon sheath, distinct from mid-substance of tendon, consist of vasculature and neuron, could be the niche of tendon stem cells (Harvey et al, 2019). *Tppp3*^+^/*Pdgfra*^+^ sheath cells were proved to be a subpopulation of tendon stem cells, which could serve to treat tendon injury. *Gli1* marks several populations of stem cells across tissues in mice, highlighting the central role of hedgehog signaling in tissue homeostasis and pathogenesis after injury (Kramann et al, 2015; Yao et al, 2021). *Gli1* labels tendon enthesis progenitor (Fang et al, 2022), whereas its contribution to tendon HO remains unclear. We used genetic tracing analysis to reveal that, in addition to tendon enthesis, *Gli1*^+^ cells distributed in uninjured tendon sheath. These *Gli1*^+^ tendon sheath cell, rather than enthesis cells, rapidly expanded after injury and distributed at each stage following HO development, hinting the potential contribution of *Gli1*^+^ tendon sheath progenitors to HO. To further confirm the contribution of *Gli1*^+^ tendon sheath progenitors to HO, we generated an FOP model mouse harboring the *Acvr1*^*R206H/+*^ mutation in *Gli1*^+^ cells (*Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^). After induction of *Cre* with tamoxifen, these mice rapidly developed HO after tenotomy injury, robustly evidencing the decisive role of *Gli1*^+^ tendon sheath progenitors in tendon HO formation. We also observed that *Acvr1* gain-of-function mutation could greatly accelerate tendon HO formation, suggesting that BMP signaling was also essential to tendon HO formation.

An integrated analysis combining scRNA-seq and genetic lineage tracing analysis subsequently uncovered the developmental trajectory of *Gli1*^+^ tendon sheath progenitors after tenotomy injury, including tenogenic and osteochondral progenitors; these progenitor populations retained characteristics of tenocytes, supporting the existence of tissue-specific stem cells. In addition, we observed the potential contribution of *Gli1*^−^ progenitor subpopulations to osteochondral lineage differentiation, which aligns with emerging evidence of functional heterogeneity within tendon stem/progenitor cell compartments. GLI1^−^//SOX9^+^ cells numerically dominate their GLI1^+^ counterparts, our experimental evidence demonstrating that *Gli1*^+^ cell ablation reduces HO suggests a dual-pathway regulatory mechanism: (1) Direct depletion of osteochondrogenic GLI1^+^ progenitors, and (2) Secondary disruption of niche-dependent maintenance in *Gli1*^−^ subpopulations through intercellular crosstalk. *Tppp3*^+^ tendon sheath progenitors also contribute to HO formation (Yea et al, 2023). We showed that *Gli1*^+^ cell depletion resulted in a significant reduction of the total TPPP3^+^ tendon progenitor population. This was accompanied by corresponding decreases in SOX9^+^ chondrogenic progenitors, RUNX2^+^ osteochondrogenic progenitors, COL2^+^ mature chondrocytes and OPN^+^ osteoblasts. These findings collectively establish *Gli1*^+^ cells as crucial regulators of both cell-autonomous differentiation and non-autonomous progenitor maintenance. However, at the molecular level, these two tendon sheath progenitor subpopulations exhibit both similarities and heterogeneities that warrant future exploration.

We subsequently identified that *Gnas* was highly expressed during osteochondral differentiation of *Gli1*^+^ tendon sheath progenitors. Loss of *Gnas* promotes osteogenic differentiation of MSC and promotes POH development via activating YAP/Hedgehog signaling pathway (Cong et al, 2021). This bidirectional dysregulation highlights a dual role for *Gnas* in skeletal biology: while its loss accelerates pathological ossification, intact yet dysregulated GNAS signaling exacerbates aberrant osteochondrogenesis. We hypothesized that this discrepancy could be associated with the distinct transcriptome of tissue-specific stem cells. However, to avoid complete suppression of *Gnas* expression, we selected NF449 to antagonize Gsα. Indeed, the osteochondral differentiation was inhibited, and no subcutaneous HO was found. To avoid the unexpected osteogenic effect of NF449, we intended to find the downstream targets of *Gnas*. *Gnas*-encoding protein Gsα binds and activates the membrane-bound adenylyl cyclase enzyme, which in turn stimulates the conversion of adenosine triphosphate (ATP) to cyclic adenosine monophosphate (cAMP). cAMP is an important intracellular second messenger that activates different signaling proteins, including protein kinase A, leading to a chain of cellular events that eventually result in various physiological responses. We observed that NF449, as an antagonist of Gsα could inhibit the phosphorylation of PKA and expression of GNAS; this could be caused by positive feedback of GNAS/PKA loop, a mechanism supported by the reduction in HO observed following CREB inhibition. Moreover, we examined the activation of PKA and found that PKA substrate was highly expressed by osteochondral progenitors at 7 dpi. Therefore, targeting PKA through inhibiting PKA activity and expression effectively inhibits tendon HO formation.

In summary, we revealed that *Gli1*^+^ tendon sheath progenitors are a subpopulation of tendon stem cells that harbors osteochondral differentiation capacity to form HO. Further fate determination tracing analysis of *Gli1*^+^ tendon sheath progenitors revealed a bifurcate trajectory into tenogenic and osteochondrogenic preference, providing new insights into the fate determination of tendon stem cells during tendon injury. In addition, we unraveled that GNAS/PKA pathway promoted the production of osteochondral progenitors from stem cells, which could be used to treat or prevent HO.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Gli1*-*CreER*^*T2*^	The Jackson Laboratory	*Gli1tm3(cre/ERT2)Alj*/J
SCX-GFP	Brian A et al, 2007	N/A
*Prrx1-Cre*	The Jackson Laboratory	B6.Cg-Tg(Prrx1-cre)1Cjt/J
*Tek-Cre*	The Jackson Laboratory	B6.Cg-Tg(Tek-cre)12Flv/J
Ai9	The Jackson Laboratory	B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J
DTA	The Jackson Laboratory	B6.129P2-Gt(ROSA)26Sortm1(DTA)Lky/J
ZsGreen	The Jackson Laboratory	B6.Cg-Gt(ROSA)26Sortm6(CAG-ZsGreen1)Hze/J
*Prkaca-*flox	GemPharmatech	T013119
*Acvr1* ^*R206H/+*^ *flox*	This study	N/A
**Recombinant DNA**		
N/A		
**Antibodies**		
Anti-human CD140a-APC	Biolegend	Cat#323511
Anti-human CD45-FITC	Biolegend	Cat#982316
Anti-mouse SOX9	Invitrogen	Cat#702016
Anti-human RUNX2	R&D	Cat#AF2006
Anti-mouse Collagen II	Thermo	Cat#PA5-99159
Anti-mouse FMOD	Proteintech	Cat#60108-1-Ig
Anti-mouse OCN	Proteintech	Cat#23418-1-AP
Anti-mouse GNAS	Proteintech	Cat#10150-2-AP
Anti-Phospho-PKA substrate	CST	Cat#9624
Anti-mouse ACAN	Proteintech	Cat#13880-1-AP
Anti-mouse TPPP3	Proteintech	Cat#15057-1-AP
Anti-mouse ACVR1	Proteintech	Cat#67417-1-Ig
Anti-mouse p-SMAD1/5	CST	Cat#9516S
Anti-mouse OPN	Proteintech	Cat#22952-1-AP
Anti-mouse ZsGreen	FRONTIER INSTITUTE	Cat#MSFR106440
Anti-mouse GLI1	Abcam	Cat#ab151796
**Oligonucleotides and other sequence-based reagents**		
PCR primers	This study	Table EV1
**Chemicals, enzymes, and other reagents**		
Tamoxifen	Sigma	Cat#T5648
NF449	MedChemExpress	Cat#HY-112461
666-15	MedChemExpress	Cat#HY-101120
TGF-β3	Sigma	Cat#939250
BMP6	MedChemExpress	Cat#HY-P700029AF
Ascorbate-2-phosphate	Sigma	Cat#49752
Dexamethasone	Sigma	Cat#D4902
β-glycerol phosphate	Sigma	Cat#50020
**Software**		
Loupe Brower 8	10X Genomics	10xgenomics.com
TissueFAXS Viewer	TissueGnostics	tissueGnostics.com
Prism 9.0	GraphPad	graphpad.com
**Other**		

### Animals

*Gli1*-*CreER*^*T2*^ (*Gli1*^*tm3(cre/ERT2)Alj*^/J) mice were provided by Dr. Qingfeng Wu at the Chinese Academy of Sciences (Beijing, China). SCX-GFP mice (Brian A et al, 2007) were provided by Dr. Ronen Schweitzer at Oregon Health & Science University (Portland, USA). *Prrx1-Cre* (B6.Cg-Tg(Prrx1-cre)1Cjt/J), *Tek-Cre* (B6.Cg-Tg(Tek-cre)12Flv/J), Ai9 (B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J), DTA (B6.129P2-Gt(ROSA)26Sortm1(DTA)Lky/J) and ZsGreen (B6.Cg-Gt(ROSA)26Sortm6(CAG-ZsGreen1)Hze/J) mice were purchased from The Jackson Laboratory. *Prkaca-*flox mice were purchased from GemPharmatech Co., Ltd (Nanjing, China). All mice were housed in the same animal facility on a 12-hour reverse light/dark cycle and provided with food and water ad libitum. All procedures and husbandry were performed according to protocols approved by the Institutional Animal Care and Use Committee at Anhui Medical University.

### Generation of *Acvr1*^*R206H/+*^*flox* mice

Since the *Acvr1*-202(ENSMUST00000090935.9) transcript contains 13 exons, with a translation start site A T G at exon 5 and a translation termination site T G A at exon 13, encoding 509 amino acids, R206H mutation was produced in Exon 8 of *Acvr1*-202. The corresponding 206-position codon is mutated from C G C to C A C, and the amino acid is mutated from arginine (R) to histidine (H). We insert *Loxp*-E7 to E13 coding sequence-*Stop*-*Loxp*-E7 to E13 Mutant coding sequence-*IRES*-*ZsGreen polyA* between exon 6 and exon 9 using CRISPR (clustered regularly interspaced short palindromic repeats)/Cas technology. The fragment, with an insert length of about 6.8 kb, was expressed under the regulation of the endogenous *Acvr1* gene. Donor vector repairs the DSB through homologous recombination and obtained positive F0 generation mice. The F0 positive mice were mated with C57BL/6JGpt mice, the pups will be genotyped by PCR, followed by sequence analysis. Owing to the larger insert transcripts, the ZsGreen expression was rarely detected. Subsequent staining by anti-ZsGreen antibody (MSFR106440, FRONTIER INSTITUTE co., Ltd) is used to identify the *Acvr1*^*R206H/+*^ mutant cells in tissue section of FOP model mice. Genotyping PCR primers are shown in the Reagents and Tools Table. Sanger sequencing was performed to confirm the deletion of STOP codons in tendon cells derived from *Gli1*-*CreER*^*T2*^; *Acvr1*^*R206H/+*^; Ai9 and *Acvr1*^*R206H/+*^ mice.

### Human tendon and ossification of the posterior longitudinal ligament (OPLL) sample collection

Three destructive fracture patients and three OPLL patients (both genders were included) were recruited in this study. Human tendons (1 cm-diameter) were derived from the abandoned tissues form destructive fracture patients with amputation surgery (The First Affiliated Hospital of University of Science and Technology of China). Additionally, derelict HO samples from OPLL patients (The First Affiliated Hospital of Anhui Medical University) were collected for GLI1 staining. This study was approved by the ethics committee of The First Affiliated Hospital of University of Science and Technology of China and Anhui Medical University. The informed consent was obtained from all subjects and that the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### HO induction

Tendon HO model was induced as reported previously (Kan et al, 2024a). In brief, mice were anesthetized with 1% pentobarbital sodium. The skin was incised to expose the Achilles tendon. The Achilles tendon received 20 times of repeated clamping by the hemostatic forceps and then was cut by the scissors. Finally, the skin was closed with sutures.

### Genetic lineage tracing and depletion analysis

*Gli1-CreER*^*T2*^; Ai9 mice were generated by crossing *Gli1-CreER*^*T2*^ mice and Ai9 reporter mouse to label *Gli1*^+^ cells (including stem cells and their progeny). To induce Cre expression, *Gli1-CreER*^*T2*^; Ai9 mice received three intraperitoneal (i.p.) injections of tamoxifen (3 mg per mouse) administered every other day over a 5-day period. After an additional week, *Gli1-CreER*^*T2*^; Ai9 mice were tenotomized and sacrificed at 3, 5, 7, 14, 21, and 63 dpi in indicated experiments.

DTA is a mouse line useful for conditional depletion of specific subpopulations of cells. Once bred to mice that express *Gli1-CreER*^T2^ recombinase after tamoxifen induction, the loxP and stop sequence are removed, and diphtheria toxin subunit A (DTA) expression is activated, resulting in the ablation of *Gli1-CreER*^+^ cells.

### Single-cell RNA sequencing analysis

We applied the Single-cell RNA sequencing data (GSE126060) from Dr Bejamin Levi laboratory for developmental trajectory analysis of tendon stem cells. Also, *Gli1-CreER*^+^ and *Gli1-CreER*^-^ cells from uninjured and injured tendons of *Gli1-CreER*^*T2*^; Ai9 mice were isolated for scRNA-seq. The UMI count matrix was then analyzed using Seurat (version 4.0.0) R package. To remove low-quality cells and likely multiplet captures, a set of criteria were conducted: Cells were filtered by (1) gene numbers (gene numbers <200), (2) UMI (UMI < 1000), (3) log10GenesPerUMI (log10GenesPerUMI < 0.7), (4) percentage of mitochondrial RNA UMIs (proportion of UMIs mapped to mitochondrial genes > 5%) and (5) percentage of hemoglobin RNA UMIs (proportion of UMIs mapped to hemoglobin genes >5%). Subsequently, the DoubletFinder package (version 2.0.3) was used to identify potential doublets. To obtain the normalized gene expression data, library size normalization was processed using the NormalizeData function. Specifically, the global-scaling normalization method “LogNormalize” normalized the gene expression measurements for each cell by the total expression, multiplied by a scaling factor (10,000 by default), and log-transformed the results.

Top 2000 highly variable genes (HVGs) were calculated using the Seurat function FindVariableGenes (mean.function = FastExpMean, dispersion.function = FastLogVMR). Principal-component analysis (PCA) was performed to reduce the dimensionality with RunPCA function. Graph-based clustering was performed to cluster cells according to their gene expression profile with the FindClusters function. Cells were visualized using a 2-dimensional Uniform Manifold Approximation and Projection (UMAP) algorithm with the RunUMAP function. The FindAllMarkers function (test.use = presto) was used to identify marker genes of each cluster. Differentially expressed genes (DEGs) were selected using the function FindMarkers (test.use = presto). *P* value < 0.05 and |log2foldchange | > 0.58 was set as the threshold for significantly differential expression. GO enrichment and KEGG pathway enrichment analysis of DEGs were, respectively, performed using R (version 4.0.3) based on the hypergeometric distribution.

### Pseudotime analysis

The developmental pseudotime of tendon cells from GSE126060, including *Gli1-CreER*^+^, and *Gli1-CreER*^-^ cells, was reconstructed using Monocle2 (version 2.9.0), Slingshot, and RNA velocity analysis. For Monocle 2 analysis, the raw count was first converted from Seurat object into CellDataSet object with the importCDS function in Monocle. The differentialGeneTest function of the Monocle2 package was used to select ordering genes (qval <0.01) which were likely to be informative in the ordering of cells along the pseudotime trajectory. The dimensional reduction clustering analysis was performed with the reduceDimension function, followed by trajectory inference with the orderCells function using default parameters. Gene expression was plotted with the plot_genes_in_pseudotime function to track changes over pseudotime. Spliced/unspliced counts were quantified with velocyto. High-dimensional RNA velocity vectors were inferred using the dynamical model in scVelo, accounting for cluster-specific kinetics and adjusting for latent time. Additionally, Post-clustering (Seurat), lineage trajectories were modeled using Slingshot. The minimum spanning tree defined branch points from user-specified start clusters (e.g., progenitor states), and pseudotime was computed along principal curves.

### Immunofluorescence and immunohistochemistry

Immunostaining for different markers was performed as previously described (Kan et al, 2024a). Briefly, sections were prefixed with 4% paraformaldehyde in PBS. Nonspecific binding was blocked by incubation for 1 h at room temperature with 10% goat serum (C2065, Beyotime, China) and 0.25% Triton X‒100 (9036-19-5, Sigma, USA). The sections were then incubated with primary antibodies diluted with 1% BSA + 0.25% Triton X‒100 at 4 °C overnight. After washing, the sections were incubated with the appropriate secondary antibodies (Alexa Fluor 488‒ and Alexa Fluor 594‒conjugated antibodies that were diluted with 1% BSA + 0.25% Triton X‒100) in the dark at room temperature for 2 h; counterstaining was performed with 4,6‒diamidino‒2‒phenylindole (1:4000). All fluorescently stained images were captured using a ZEISS Axio Observer (Carl Zeiss, Germany). Signals from all channels were collected individually and overlaid in Adobe Photoshop. Detailed data for all antibodies in this study are shown in the Reagents and Tools Table.

### MicroCT

Mouse hindlimbs were harvested and imaged after injury at different time points. To quantitatively measure the HO volume and bone parameters, microCT (Skyscan 1176, Bruker) was used with the setting parameters of 180° rotation, constant 90 kV voltage, and a voxel size of 72 µm. 3D images were reconstructed with SkyScan software. The HO region was first outlined by the ROI module and then quantified by individual 3D object analysis.

### Histology analysis

Hindlimbs from uninjured and tenotomized WT and FOP mice were harvested at designated time points and processed for specified staining. Briefly, hindlimbs were fixed at 4 °C in 4% paraformaldehyde. Samples were then decalcified in 20% (m/v) EDTA solution for 4–6 weeks at 4 °C until deformable manually. Bones were paraffin-embedded, and 10 µm sections were cut and stored at −20 °C. Paraffin sections were selected for dewaxing and then HE staining (HE staining Kit, G1120, Solarbio), and Safranine O staining (G1371, Solarbio, China) assays were performed according to the manufacturer’s instructions.

### Treatment with antagonist of Gsα and CREB inhibitors

WT and FOP mice (C57BL/6 background) that underwent tenotomy surgery were immediately treated with vehicle (saline), NF449 (MCE, 50 mg/kg), or 666-15 (MCE, 20 mg/kg) through *i.p*. injection every other day for 1, 2, or 4 weeks in the indicated experiments.

### Human tendon stem/progenitor cell isolation

Fresh human tendons were cut into pieces. MACS separation columns (Miltenyi Biotec Inc.) were used to harvest CD140a^+^/CD45^-^ cells into the cell incubator. These cells were observed after 3 days of incubation without any disturbance. After 7 days of culture, these tendon stem cells showed confluent growth and then were considered for osteochondral differentiation assay.

### RNA extraction and quantitative PCR analysis

An RNAiso Plus kit (Takara) was used according to the manufacturer’s instructions for the extraction of total RNA from MSCs. In addition, a PrimeScript RT reagent kit (Takara) was used to synthesize first-strand cDNA. The expression of various genes was quantified by real-time PCR mixture assays (Takara). Human *GAPDH* was used as internal control. All primer sequences and product sizes are listed in the Reagents and Tools Table.

### Osteochondral differentiation assay of tendon stem cells

Osteochondral differentiation of stem cells was reported previously (Kan et al, 2024b). For osteochondral differentiation, tendon stem cells were counted and seeded in a 24-well plate with osteogenic medium (α-MEM supplemented with 10% (vol/vol) FBS, 10^‒7^ M (0.1 µM) dexamethasone, 10 mM β-glycerol phosphate and 50 μM ascorbate-2-phosphate) or chondrogenic medium (α-MEM supplemented with 10% (vol/vol) FBS, TGF-β3 (10 ng/ml), and BMP6 (500 ng/ml)). The medium was changed every three days, and the cells were maintained in culture for 2–4 weeks. Immunofluorescence staining with indicated antibodies and qPCR assay were used to examine the capacity of differentiation.

### Study approval

All the mice in the experiments of this study were approved by the Animal Care and Use Committees at Anhui Medical University (Protocol: LLSC20210972 and LLSC20240938). Additionally, the experiments about HO samples were approved by the Biomedical Ethics Committee of Anhui Medical University (Protocol: 83240167) and experiments associated with human tendon were approved by the ethics committee of Anhui Provincial Hospital, The First Affiliated Hospital of University of Science and Technology of China (Protocol: 2024-BE(H)-128).

### Statistics

All experiments were repeated at least three times. Data are reported as the mean ± SD. Statistical analyses between two groups were performed using unpaired two‒tailed Student’s *t* tests. One-way ANOVA is applied into multiple comparisons with a single factor. All statistical analyses were performed using Prism 8 (GraphPad) software. *P < 0.05, **P < 0.01, ***P < 0.001 or ****P < 0.0001 was considered statistically significant in this study.

### Graphics

Graphics were created with BioRender.com (some of the Fig. 1A or synopsis).

## Supplementary information

Appendix

Peer Review File

Table EV1

Expanded View Figures

## Data Availability

The data that support the findings of this study are openly available in GEO database, reference number 126060 and 298748. Source data have been deposited in BioStudies under accession number S-BSST2091. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00553-7.

# Supplementary material for: GNAS/PKA signaling promotes aberrant osteochondral differentiation of Gli1+ tendon sheath progenitors
**Source:** EMBO J. 2025 Sep 1;44(20):5890–917. doi: 10.1038/s44318-025-00553-7
**Supplement:** Supplementary file 1 — Appendix

**Appendix for GNAS/PKA signaling promotes aberrant osteochondral differentiation of Gli1+ tendon sheath progenitors**

|                            |           |
|----------------------------|-----------|
| <b>Table of contents</b>   |           |
| <b>Appendix Figure S1</b>  | <b>2</b>  |
| <b>Appendix Figure S2</b>  | <b>3</b>  |
| <b>Appendix Figure S3</b>  | <b>4</b>  |
| <b>Appendix Figure S4</b>  | <b>6</b>  |
| <b>Appendix Figure S5</b>  | <b>7</b>  |
| <b>Appendix Figure S6</b>  | <b>8</b>  |
| <b>Appendix Figure S7</b>  | <b>9</b>  |
| <b>Appendix Figure S8</b>  | <b>10</b> |
| <b>Appendix Figure S9</b>  | <b>12</b> |
| <b>Appendix Figure S10</b> | <b>14</b> |

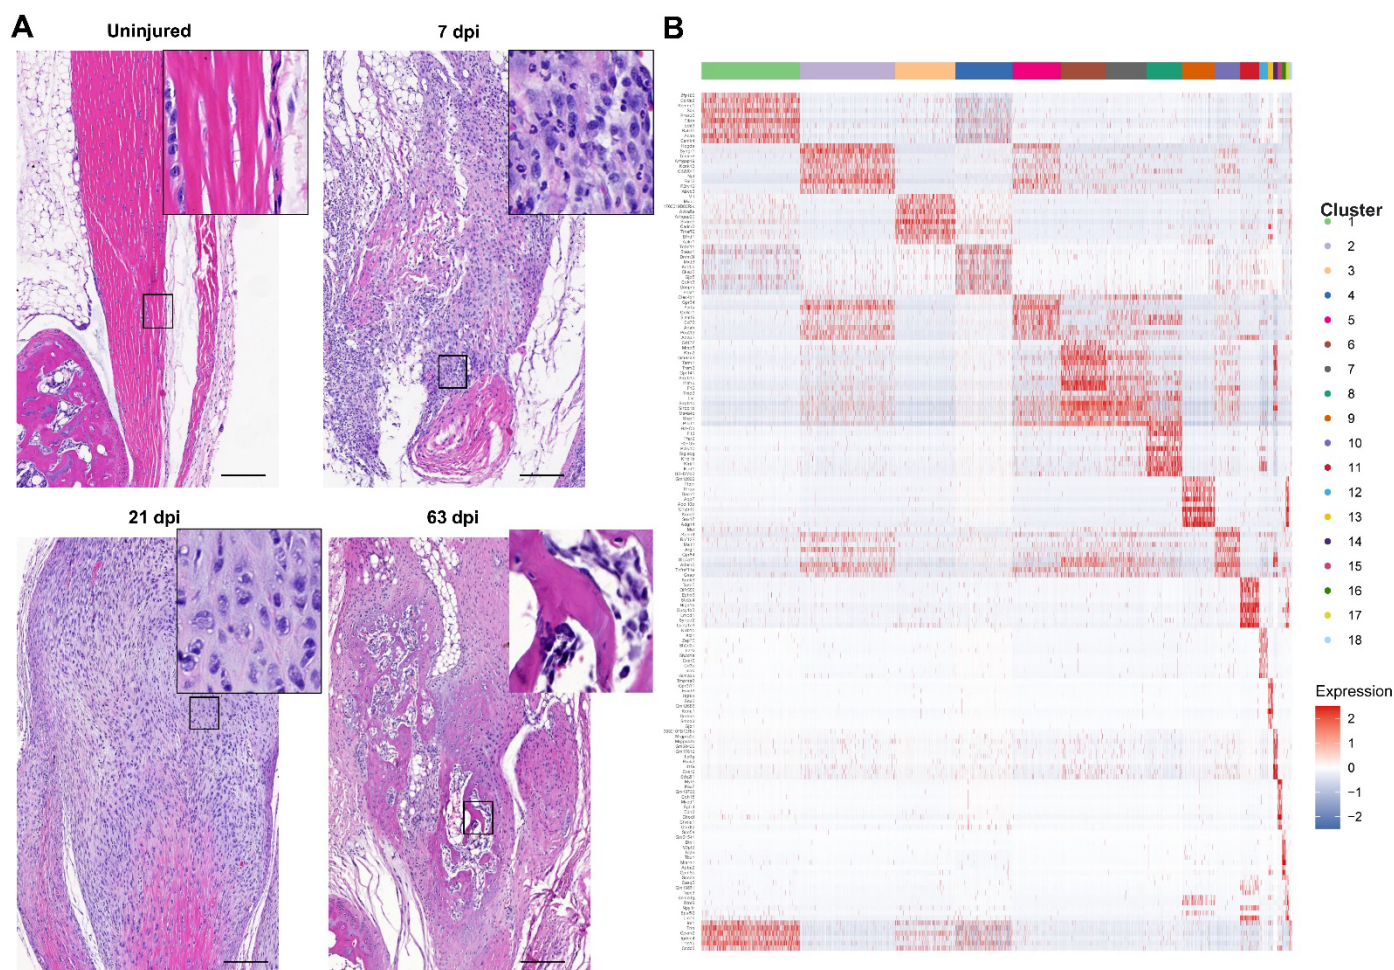

**Appendix Figure S1. Validation of HO formation in injured mouse tendons.** (A) Histology of uninjured tendons and injured tendons at 7, 21, and 63 dpi by HE staining. Scale bar, 200  $\mu$ m. (B) Heatmap showing the top 10 differentially expressed genes (DEGs) for each cell cluster identified in traumatic HO lesions.

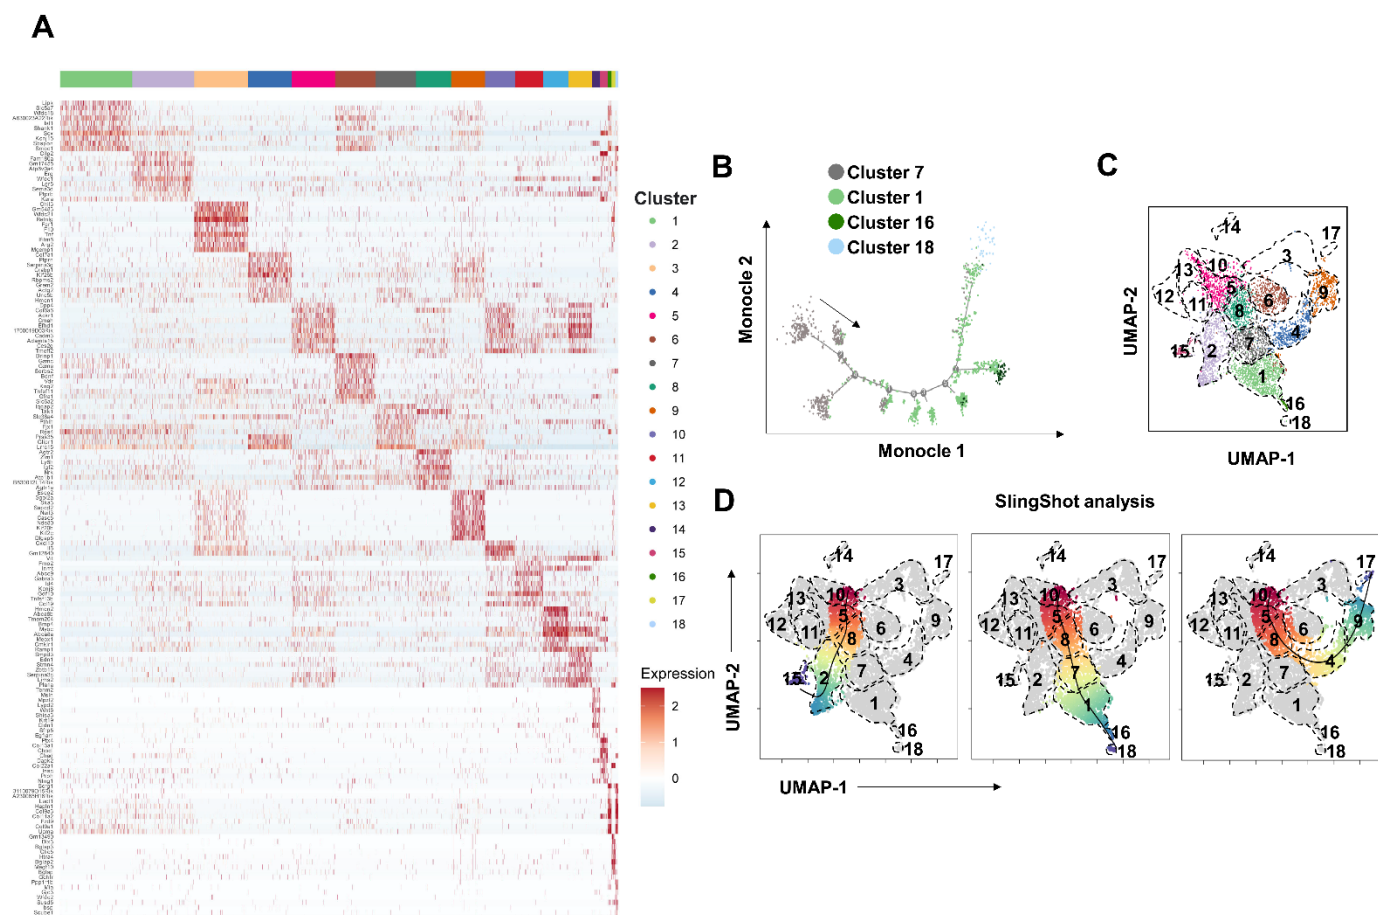

**Appendix Figure S2. Trajectory analysis of tenogenic and osteochondrogenic differentiation by tendon stem/progenitor cells in heterotopic ossification (HO).** (A) Heatmap displaying the top 10 DEGs for each cell cluster identified within mesenchymal and tendon-lineage cells isolated from traumatic HO lesions. (B) Monocle 2 analysis indicates differentiation of chondrogenic progenitors (clusters 1 and 7) into mature chondrocytes (clusters 16 and 18). (C) UMAP visualization depicting tendon stem/progenitor cells and their derivative cell populations. (D) Slingshot trajectory inference demonstrates differentiation of tendon stem/progenitor cells into mature chondrocytes, tenocytes, and osteogenic progenitors.

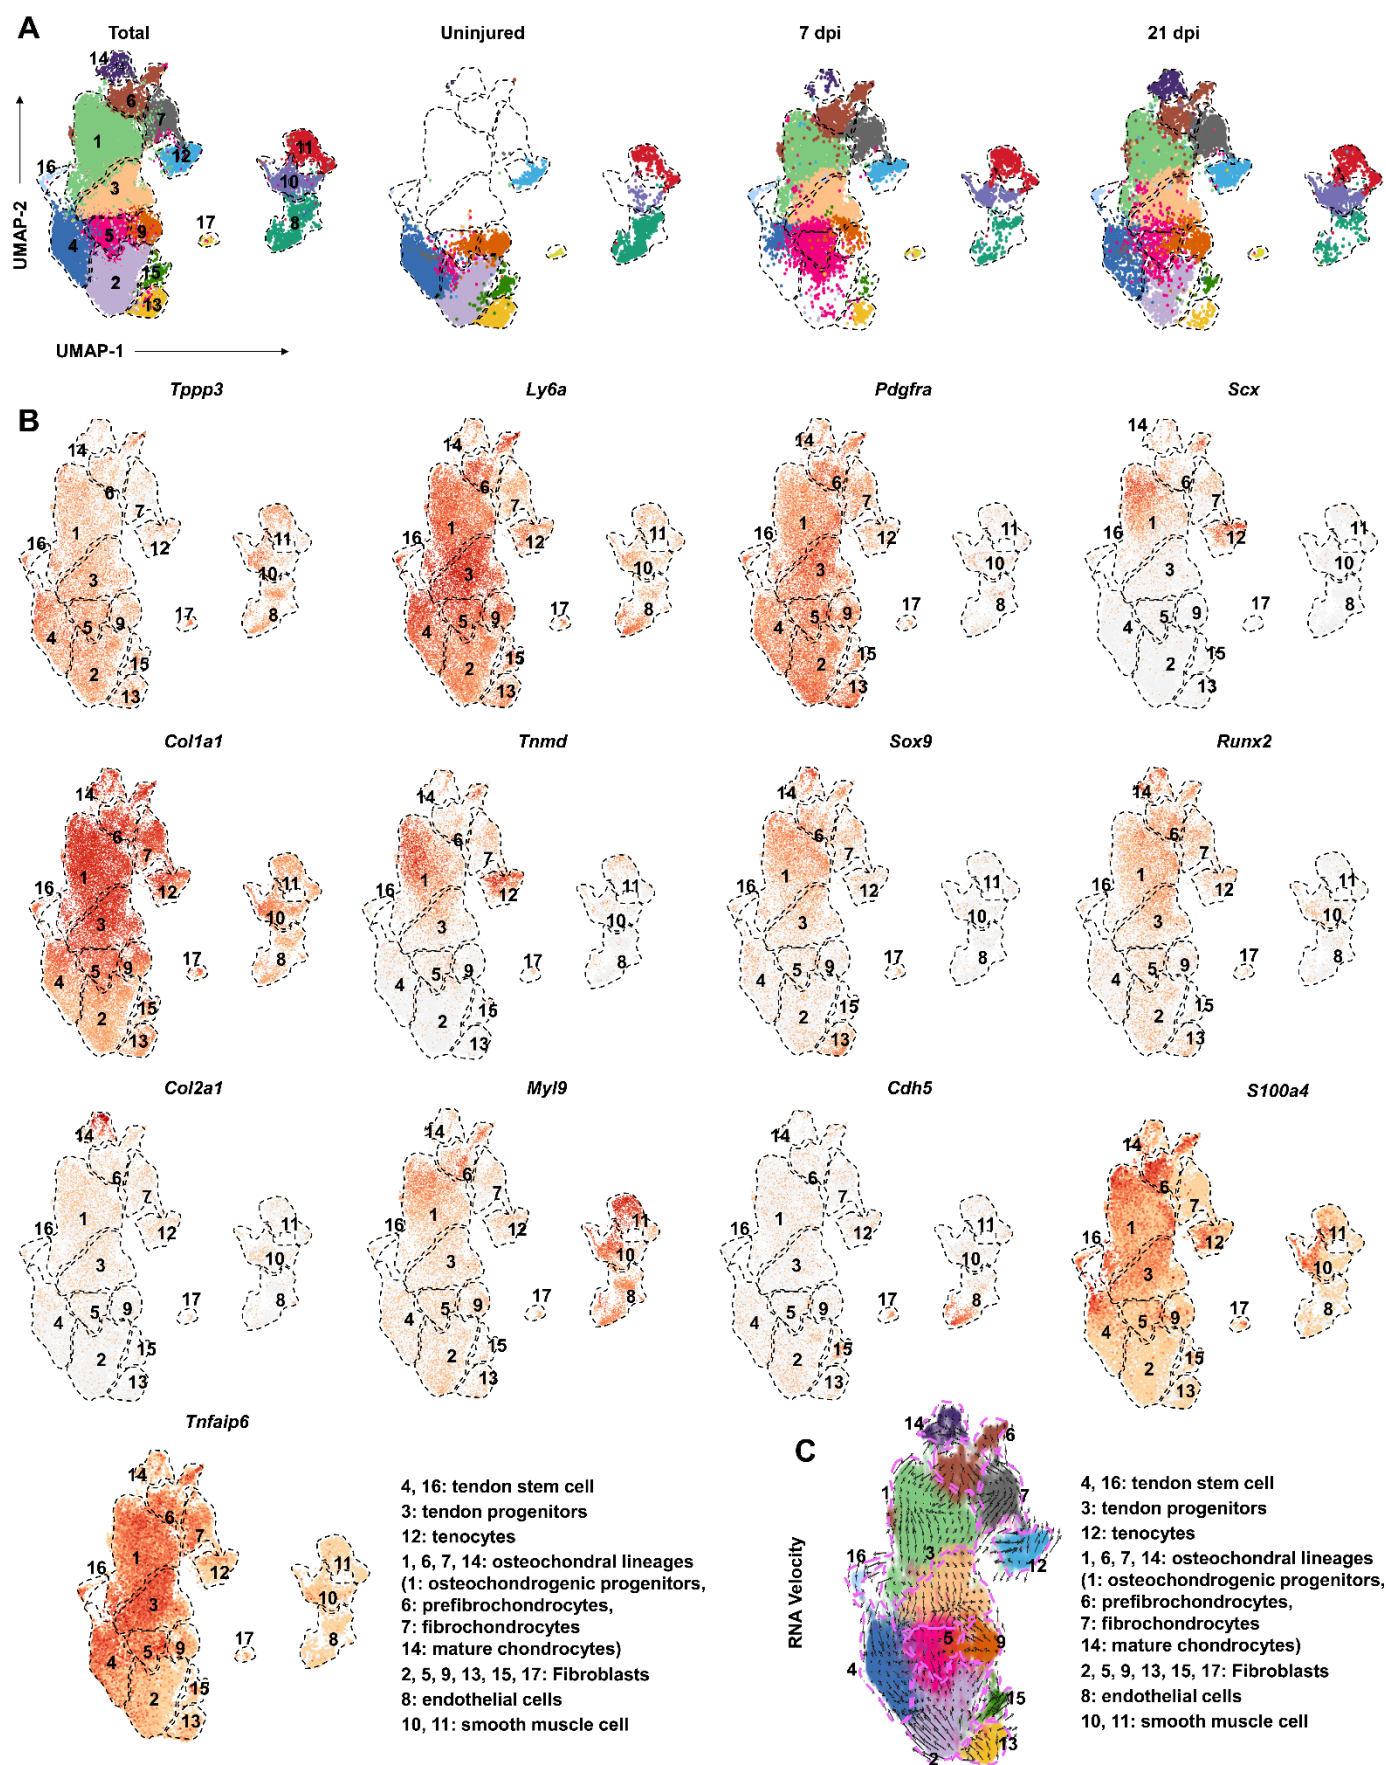

**Appendix Figure S3. scRNA-seq analysis of tenogenic and osteochondrogenic differentiation in *Gli1*<sup>-</sup> cells. (A) UMAP visualization of *Gli1*<sup>-</sup> cells in uninjured tendons and injured tendons at post-injury time**

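Appendix Fig. S3 shows the *Gli1*- cells on their own map, colored by the level of marker genes. In the clusters built here from the same libraries, *Cdh5*, a marker of vascular cells, was at 1071 CPM in the endothelial-like cluster 4 and at 780 and 446 CPM in the endothelial-like clusters 9 and 15. It was also at 679 CPM in cluster 7, without a class and with 9.51% of the uninjured library, and at 428 CPM in the smooth muscle-like cluster 10, so the endothelial-like share leaves out cells with this marker. *Myl9*, a marker of smooth muscle cells, was at 1735 and 1001 CPM in the smooth muscle-like clusters 8 and 10. Endothelial-like cells made up 23.8%, 8.85% and 13.2% of the uninjured, 7 dpi and 21 dpi libraries, and smooth muscle-like cells 8.02%, 4.81% and 9.09%. *Tppp3* was at 403 and 255 CPM in the tendon stem cell-like clusters 2 and 5, and *Scx* at 0.704 and 6.76 CPM. Cluster 1, with 4733 cells, held *Ly6a* at 1199 CPM and *Scx* (ENSMUSG00000034161) at 68.6 CPM.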

23 points (specifically 7 and 21 dpi). **(B)** Feature plots showing expression of established markers for tendon  
24 stem/progenitor cells, vascular cells, smooth muscle cells, tenocytes, and chondrocytes. **(C)** RNA velocity  
25 analysis revealing tenogenic and osteochondrogenic differentiation trajectories of *Gli1*<sup>-</sup> tendon progenitor  
26 cells.

27

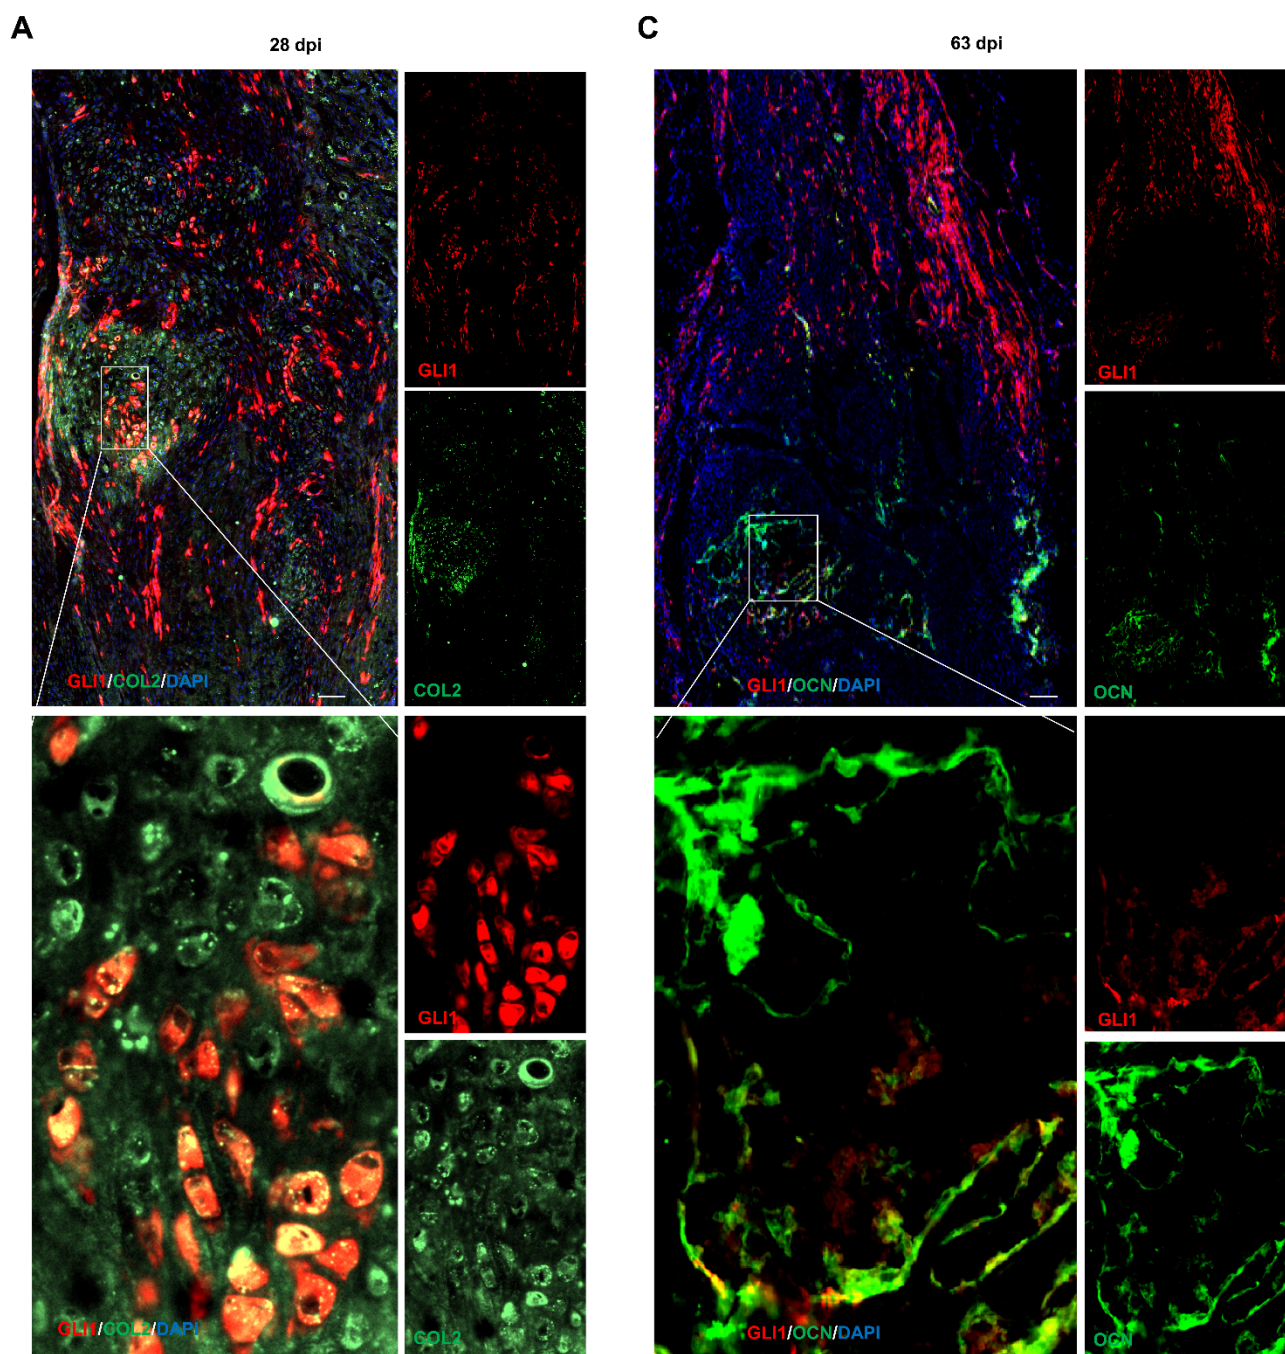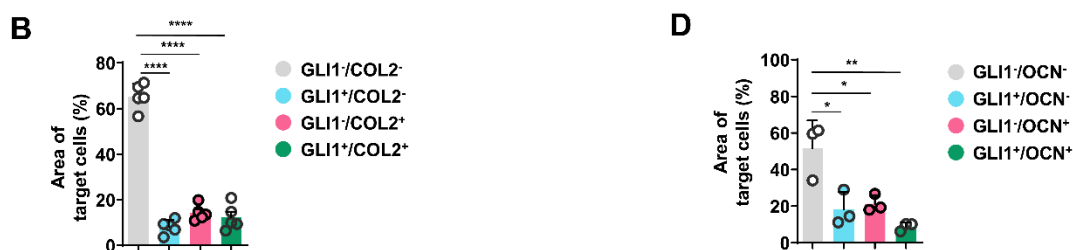

## Appendix Figure S4. Chondrogenic and osteogenic differentiation potential of *Gli1*<sup>+</sup> tendon sheath

**progenitors.** (A) Representative immunofluorescence images showing GLI1 and COL2 expression in tendon lesions at 21 dpi. Scale bar, 100μm. (B) Statistical analysis of frequency of GLI1<sup>+</sup>/COL2<sup>-</sup>, GLI1<sup>+</sup>/COL2<sup>+</sup>, GLI1<sup>-</sup>/COL2<sup>+</sup> and GLI1<sup>-</sup>/COL2<sup>-</sup> cells in injured site at 21 dpi (n=5 per group). Data is represented as the

33 mean  $\pm$  SD. \*\*\*\*  $p < 0.0001$ . (C) Representative immunofluorescence images showing GLI1 and OCN  
 34 expression in tendon lesions at 63 dpi. Scale bar, 100 $\mu$ m. (D) Statistical analysis of frequency of GLI1<sup>-</sup>/OCN<sup>-</sup>,  
 35 GLI1<sup>+</sup>/OCN<sup>+</sup>, GLI1<sup>-</sup>/OCN<sup>+</sup> and GLI1<sup>+</sup>/OCN<sup>-</sup> cells in injured site at 63 dpi (n=3 per group). Data is  
 36 represented as the mean  $\pm$  SD. \*  $p < 0.05$ , \*\*  $p < 0.01$ .

37

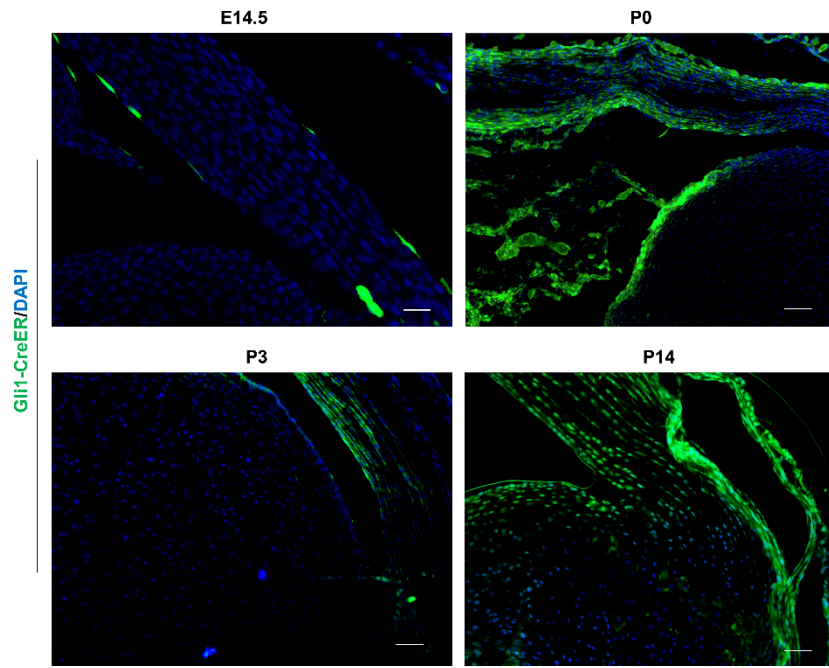

38

39 **Appendix Figure S5.** Lineage tracing of *Gli1*<sup>+</sup> tendon cells during developmental and postnatal stages. Scale  
 40 bar, 50  $\mu$ m.

41

42

*Gli1-CreER<sup>T2</sup>*

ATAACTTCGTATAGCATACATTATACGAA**GTAT**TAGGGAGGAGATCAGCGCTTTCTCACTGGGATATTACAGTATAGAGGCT  
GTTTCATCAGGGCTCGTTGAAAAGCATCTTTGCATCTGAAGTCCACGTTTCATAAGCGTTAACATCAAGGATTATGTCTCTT  
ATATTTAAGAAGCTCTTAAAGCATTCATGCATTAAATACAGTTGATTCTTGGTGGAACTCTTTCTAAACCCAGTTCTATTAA  
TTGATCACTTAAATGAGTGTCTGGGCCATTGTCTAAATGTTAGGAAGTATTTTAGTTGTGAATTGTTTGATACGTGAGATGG  
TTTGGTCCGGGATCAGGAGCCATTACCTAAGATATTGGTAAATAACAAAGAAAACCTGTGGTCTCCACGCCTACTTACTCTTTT  
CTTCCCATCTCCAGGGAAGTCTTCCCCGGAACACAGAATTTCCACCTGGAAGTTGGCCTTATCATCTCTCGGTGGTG  
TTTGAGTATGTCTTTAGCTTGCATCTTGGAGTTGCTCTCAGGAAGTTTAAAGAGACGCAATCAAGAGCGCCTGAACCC  
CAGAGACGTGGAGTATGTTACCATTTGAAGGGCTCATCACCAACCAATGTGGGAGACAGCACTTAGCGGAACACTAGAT  
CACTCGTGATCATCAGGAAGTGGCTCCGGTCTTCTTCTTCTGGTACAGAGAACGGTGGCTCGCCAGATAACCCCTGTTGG  
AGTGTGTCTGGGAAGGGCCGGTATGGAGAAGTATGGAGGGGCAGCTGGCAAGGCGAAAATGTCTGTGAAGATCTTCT  
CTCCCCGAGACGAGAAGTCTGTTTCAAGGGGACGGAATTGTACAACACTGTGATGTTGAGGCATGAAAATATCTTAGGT  
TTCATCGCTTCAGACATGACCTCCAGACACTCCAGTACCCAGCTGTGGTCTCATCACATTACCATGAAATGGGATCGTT  
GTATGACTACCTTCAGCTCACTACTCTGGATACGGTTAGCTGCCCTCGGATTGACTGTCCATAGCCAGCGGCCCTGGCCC  
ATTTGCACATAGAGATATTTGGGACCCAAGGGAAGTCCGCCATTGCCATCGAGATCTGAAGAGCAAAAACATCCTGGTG  
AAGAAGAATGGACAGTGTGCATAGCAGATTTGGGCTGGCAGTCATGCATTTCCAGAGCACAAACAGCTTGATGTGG  
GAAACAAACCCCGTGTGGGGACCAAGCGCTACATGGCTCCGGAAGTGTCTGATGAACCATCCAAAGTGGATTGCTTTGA  
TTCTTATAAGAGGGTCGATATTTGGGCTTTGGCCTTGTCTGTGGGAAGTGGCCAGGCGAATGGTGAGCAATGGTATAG  
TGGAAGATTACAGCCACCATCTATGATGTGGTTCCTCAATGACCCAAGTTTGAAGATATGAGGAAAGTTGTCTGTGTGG  
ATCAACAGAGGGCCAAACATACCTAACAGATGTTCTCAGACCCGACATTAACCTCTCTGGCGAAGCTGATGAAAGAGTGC  
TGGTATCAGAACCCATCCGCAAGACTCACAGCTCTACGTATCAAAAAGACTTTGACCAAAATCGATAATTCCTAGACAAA  
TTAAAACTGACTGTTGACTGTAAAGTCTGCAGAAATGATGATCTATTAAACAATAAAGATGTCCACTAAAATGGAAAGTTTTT  
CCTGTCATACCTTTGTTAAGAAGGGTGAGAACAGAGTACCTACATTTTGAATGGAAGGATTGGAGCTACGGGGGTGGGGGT  
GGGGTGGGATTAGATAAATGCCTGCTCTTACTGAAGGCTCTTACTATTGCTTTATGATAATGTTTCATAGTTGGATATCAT  
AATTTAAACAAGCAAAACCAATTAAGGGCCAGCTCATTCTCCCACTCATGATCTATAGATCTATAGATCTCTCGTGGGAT  
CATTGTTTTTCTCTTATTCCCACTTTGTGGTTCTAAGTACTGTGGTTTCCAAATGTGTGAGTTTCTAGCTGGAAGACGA  
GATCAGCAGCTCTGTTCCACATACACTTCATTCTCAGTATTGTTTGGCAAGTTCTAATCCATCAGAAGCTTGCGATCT  
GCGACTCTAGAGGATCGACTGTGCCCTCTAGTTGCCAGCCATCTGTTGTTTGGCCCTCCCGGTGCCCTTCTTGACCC  
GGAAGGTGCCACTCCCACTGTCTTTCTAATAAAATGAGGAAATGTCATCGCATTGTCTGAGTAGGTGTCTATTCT  
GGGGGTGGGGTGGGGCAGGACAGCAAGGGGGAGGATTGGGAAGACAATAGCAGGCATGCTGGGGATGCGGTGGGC  
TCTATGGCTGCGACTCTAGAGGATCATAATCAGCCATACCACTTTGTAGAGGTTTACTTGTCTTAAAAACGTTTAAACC  
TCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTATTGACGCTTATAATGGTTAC  
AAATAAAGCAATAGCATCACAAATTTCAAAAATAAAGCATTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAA  
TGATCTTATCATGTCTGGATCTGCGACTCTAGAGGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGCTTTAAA  
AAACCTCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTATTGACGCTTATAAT  
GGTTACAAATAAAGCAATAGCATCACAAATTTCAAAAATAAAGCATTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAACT  
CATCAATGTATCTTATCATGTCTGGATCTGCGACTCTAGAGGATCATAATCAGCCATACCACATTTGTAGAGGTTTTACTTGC  
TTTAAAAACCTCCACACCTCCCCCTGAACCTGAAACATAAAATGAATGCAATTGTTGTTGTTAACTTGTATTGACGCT  
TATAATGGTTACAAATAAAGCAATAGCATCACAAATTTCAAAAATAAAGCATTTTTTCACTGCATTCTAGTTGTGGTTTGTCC  
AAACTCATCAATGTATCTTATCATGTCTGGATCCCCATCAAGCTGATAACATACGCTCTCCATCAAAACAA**AACGAACAAA**  
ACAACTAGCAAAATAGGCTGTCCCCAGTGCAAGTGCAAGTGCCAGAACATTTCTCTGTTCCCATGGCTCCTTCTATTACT  
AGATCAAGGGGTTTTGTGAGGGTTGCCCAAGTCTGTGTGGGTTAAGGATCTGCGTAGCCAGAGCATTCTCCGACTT  
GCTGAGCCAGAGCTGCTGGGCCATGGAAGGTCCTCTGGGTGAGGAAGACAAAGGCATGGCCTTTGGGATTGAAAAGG  
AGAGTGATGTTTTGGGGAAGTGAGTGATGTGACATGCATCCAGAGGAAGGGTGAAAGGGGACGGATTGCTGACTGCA  
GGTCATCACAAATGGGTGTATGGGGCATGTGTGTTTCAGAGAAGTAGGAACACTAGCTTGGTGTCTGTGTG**ATAACTTC**  
**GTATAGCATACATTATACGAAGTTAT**

*Gli1-CreER<sup>T2</sup> ;  
Acvr1<sup>R206H/+</sup>*

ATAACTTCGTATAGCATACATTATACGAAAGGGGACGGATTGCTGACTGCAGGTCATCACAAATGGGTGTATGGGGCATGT  
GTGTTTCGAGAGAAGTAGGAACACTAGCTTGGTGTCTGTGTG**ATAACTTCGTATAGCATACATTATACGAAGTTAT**

1bp~34bp and 3524bp~3590bp are loxP sites, 430bp~1628bp is WT CDS, 1629bp~3222bp is 5xStop

The yellow indicates the first loxP site; the green indicates the second loxP site; the red represents the deleted sequence.

**Appendix Figure S6.** Sanger sequencing verification of the loxP site and STOP cassette sequences in *Gli1-CreER<sup>T2</sup>* and *Gli1-CreER<sup>T2</sup>; Acvr1<sup>R206H/+</sup>* mice.

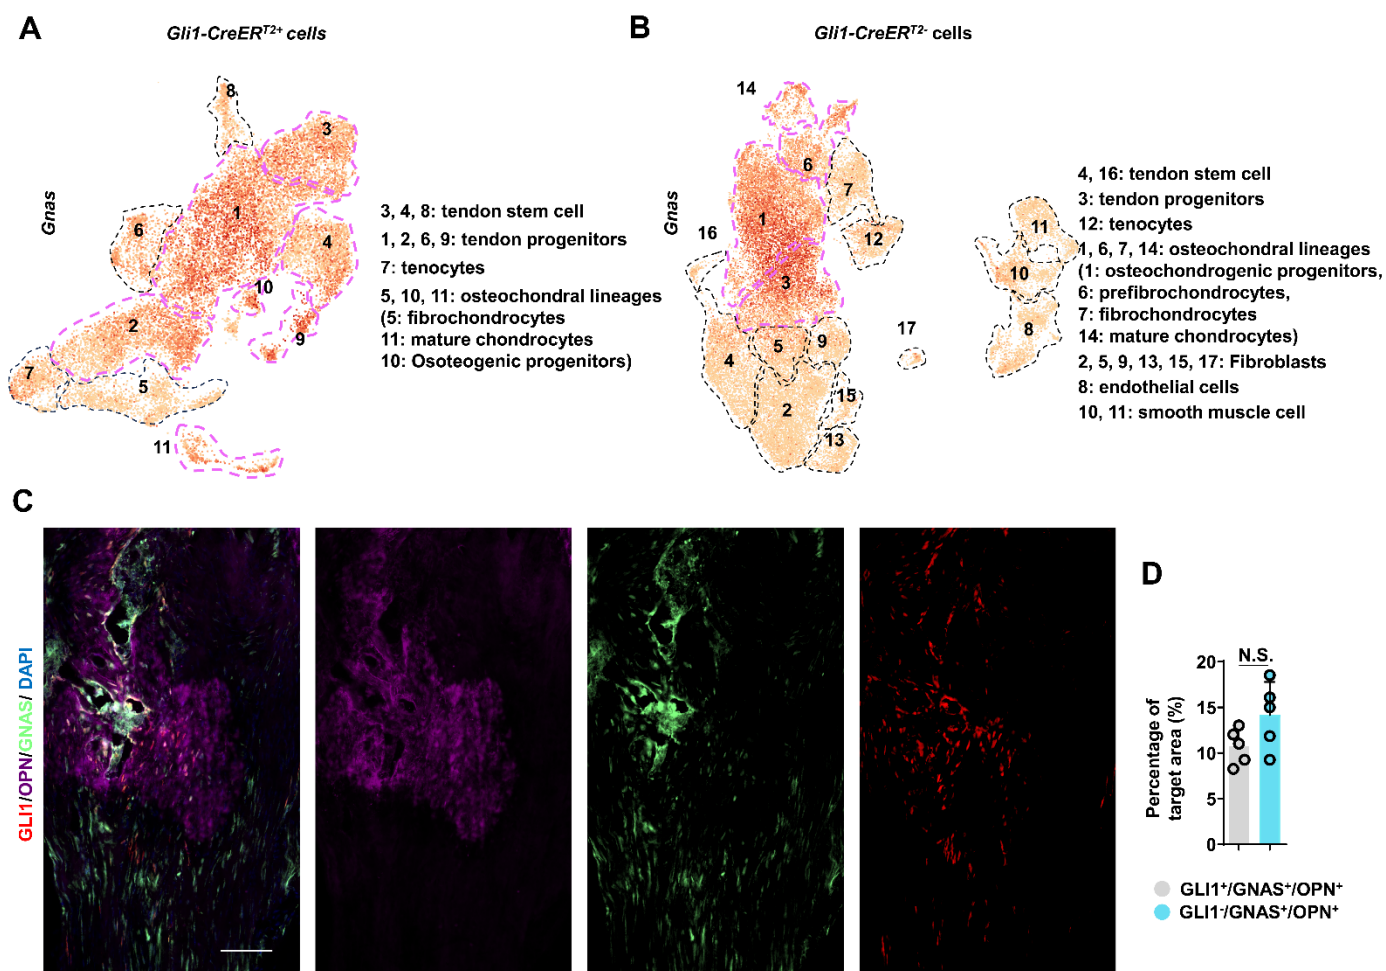

**Appendix Figure S7. *Gnas*<sup>high</sup> cells represent osteochondrogenic progenitors and mature chondrocytes and osteoblasts. (A, B) Feature plot images showing *Gnas* expression in *Gli1-CreER<sup>T2+</sup>* (A) and *Gli1-CreER<sup>T2-</sup>* (B) lineage cells. (C, D) Representative immunofluorescence (C) and statistical analysis (D) of GLI1, GNAS and OPN in injured site at 63 dpi (n=5 per group). Data is represented as the mean  $\pm$  SD. N.S. indicated no significance. Scale bar, 100  $\mu$ m.**

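Appendix Fig. S7 colors each cell by its *Gnas* level, on the maps of *Gli1*+ and *Gli1*- cells. A map of this kind shows a level per cell, and cells with more UMIs more often show the gene, so the levels given here are sums over clusters. Of the tendon clusters with at least 50 cells at 7 dpi, the highest *Gnas* level in the *Gli1*+ library was that of the stem cell-like cluster 3, at 2598 CPM, followed by cluster 2, without a class, at 1527 CPM. In the *Gli1*- library it was that of cluster 1, at 2184 CPM over 124 cells, followed by the stem cell-like cluster 5, at 1828 CPM. In uninjured tendon the highest were the stem cell-like cluster 4 of the *Gli1*+ library, at 1539 CPM, and the tenocyte-like cells of the *Gli1*- library, at 984 CPM. *Runx2* (ENSMUSG00000039153), a gene of osteochondrogenic progenitors, was at 352 and 399 CPM in the chondrocyte-like cells at 21 dpi in the *Gli1*+ and *Gli1*- libraries. It was at 75.8 and 90.5 CPM over all tendon clusters. *Sp7*, a gene of osteoblasts, was at 49.0 and 36.3 CPM in the chondrocyte-like cells and at 3.13 and 2.97 CPM over all tendon clusters. No cluster of osteoblasts separate from chondrocyte-like cells was found.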

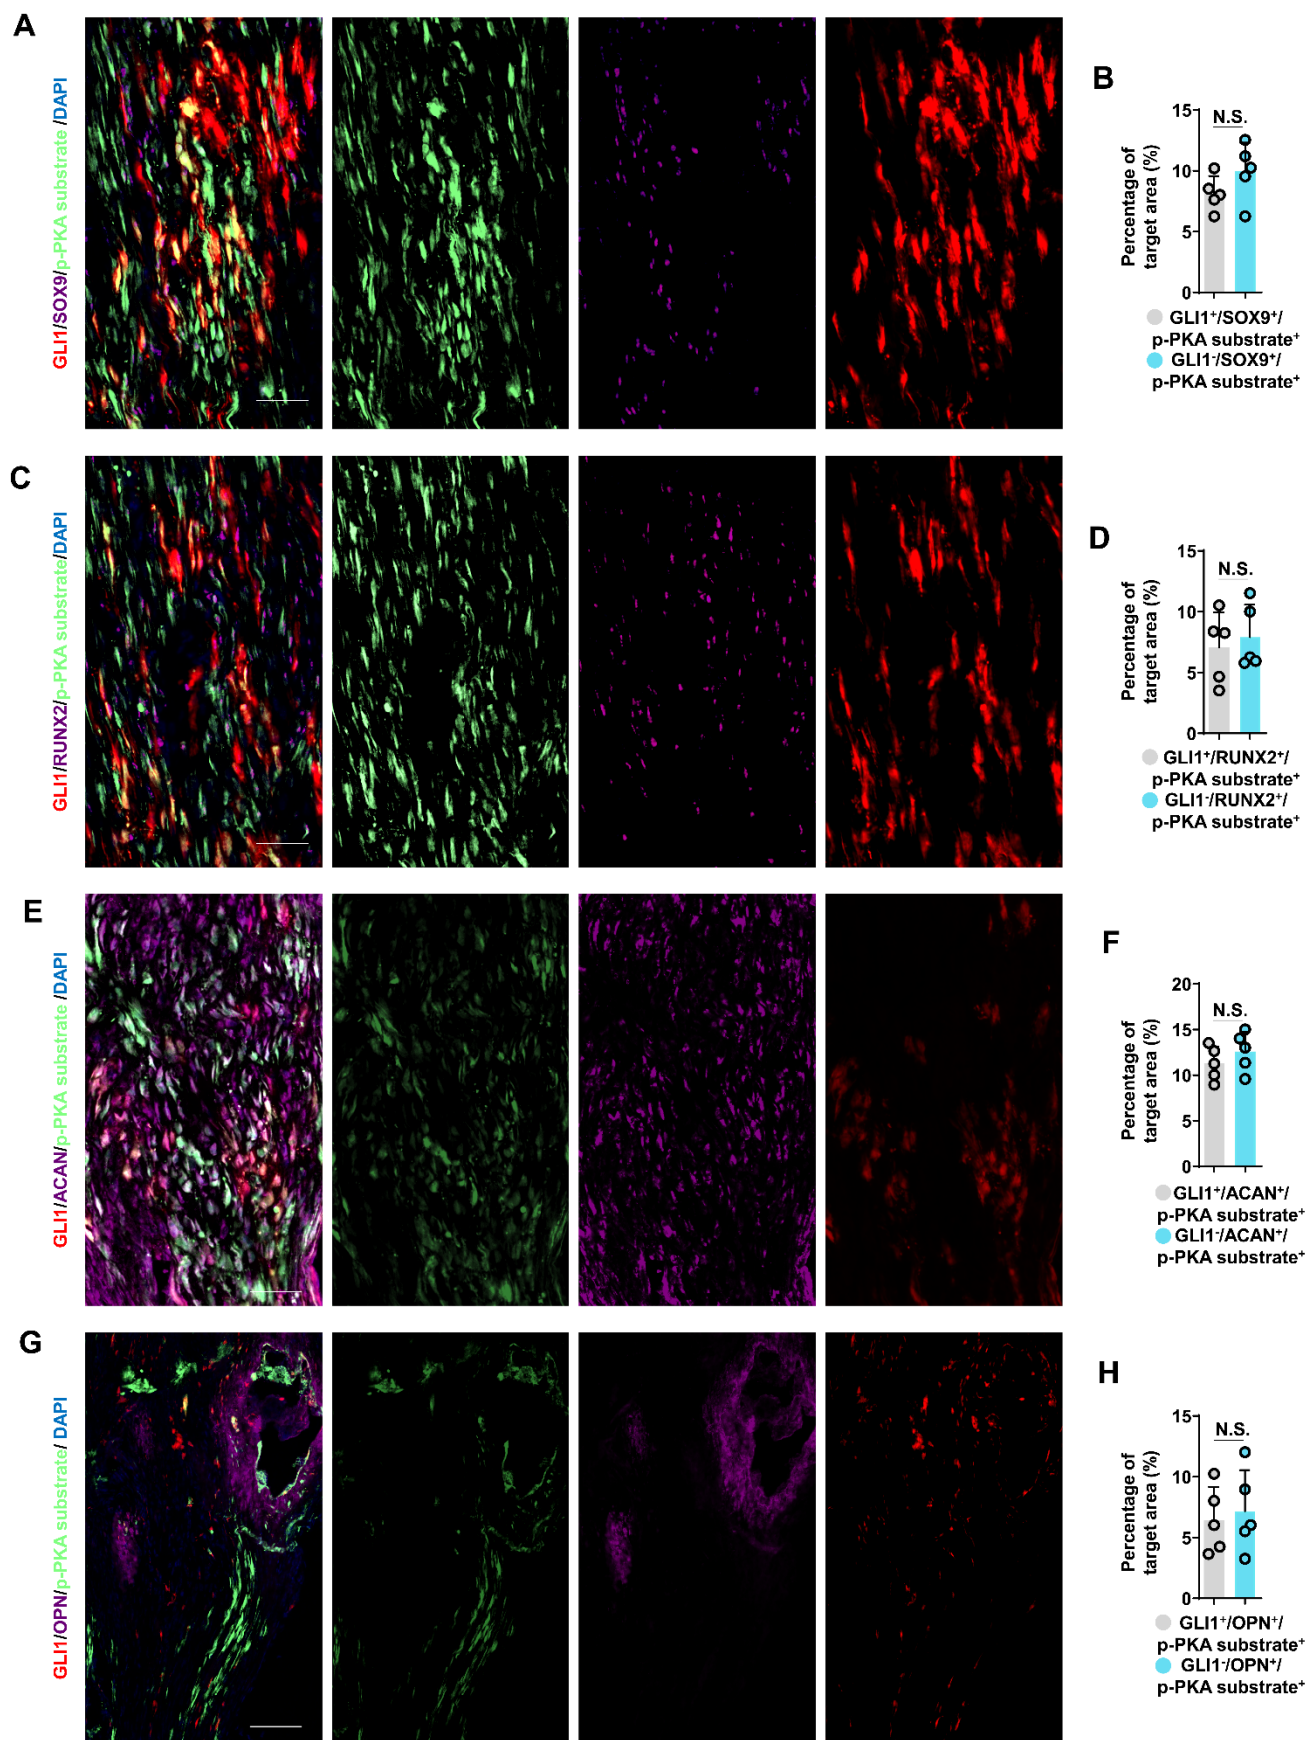

**Appendix Figure S8. *p*-PKA substrate<sup>high</sup> cells represent osteochondrogenic progenitors and mature chondrocytes and osteoblasts. (A, B) Representative immunofluorescence (A) and statistical analysis (B) of**

57 GLI1, *p*-PKA substrate and SOX9 in injured site at 7 dpi (n=5 per group). Data is represented as the mean  $\pm$   
58 SD. N.S. indicated no significance. Scale bar, 100  $\mu$ m. **(C, D)** Representative immunofluorescence **(C)** and  
59 statistical analysis **(D)** of GLI1, *p*-PKA substrate and RUNX2 in injured site at 7 dpi (n=5 per group). Data is  
60 represented as the mean  $\pm$  SD. N.S. indicated no significance. Scale bar, 100  $\mu$ m. **(E, F)** Representative  
61 immunofluorescence **(E)** and statistical analysis **(F)** of GLI1, *p*-PKA substrate and ACAN in injured site at  
62 21 dpi (n=5 per group). Data is represented as the mean  $\pm$  SD. N.S. indicated no significance. Scale bar, 100  
63  $\mu$ m. **(G, H)** Representative immunofluorescence **(G)** and statistical analysis **(H)** of GLI1, *p*-PKA substrate  
64 and OPN in injured site at 63 dpi (n=5 per group). Data is represented as the mean  $\pm$  SD. N.S. indicated no  
65 significance. Scale bar, 100  $\mu$ m.

66

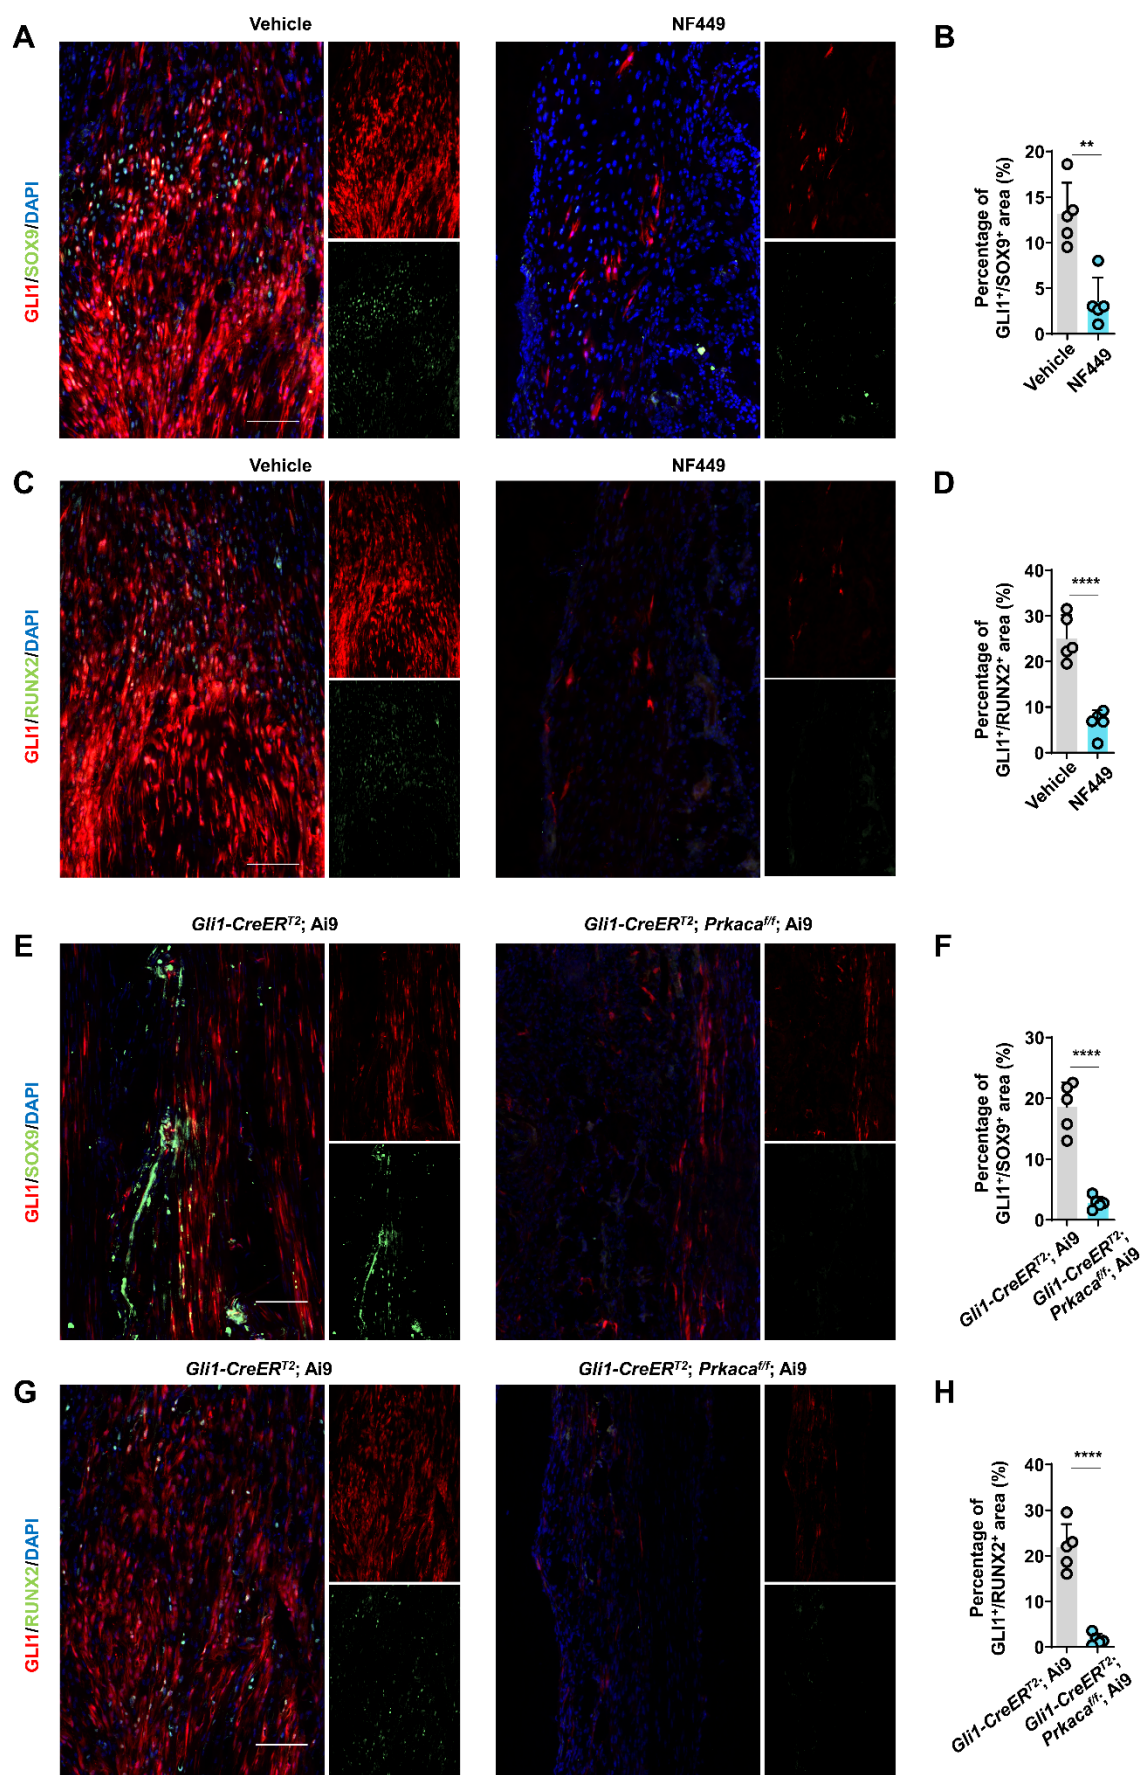

Appendix Figure S9. Pharmacological inhibition of  $G\alpha_s$  and genetic PKA impairment disrupt osteochondral differentiation in *Gli1*<sup>+</sup> tendon sheath progenitors. (A, B) Representative

immunofluorescence (**A**) and statistical analysis (**B**) of GLI1 and SOX9 in injured tendons of *Gli1-CreER<sup>T2</sup>*; Ai9 mice with vehicle or NF449 treatment at 7 dpi (n=5 per group). \*\*  $p < 0.01$ . Scale bar, 100  $\mu$ m. (**C, D**) Representative immunofluorescence (**C**) and statistical analysis (**D**) of GLI1 and RUNX2 in injured tendons of *Gli1-CreER<sup>T2</sup>*; Ai9 mice with vehicle or NF449 treatment at 7 dpi (n=5 per group). \*\*\*\*  $p < 0.0001$ . Scale bar, 100  $\mu$ m. (**E, F**) Representative immunofluorescence (**E**) and statistical analysis (**F**) of GLI1 and SOX9 in injured tendons of *Gli1-CreER<sup>T2</sup>*; Ai9 and *Gli1-CreER<sup>T2</sup>*; Ai9; *Prkac<sup>ff</sup>* mice at 7 dpi (n=5 per group). \*\*\*\*  $p < 0.0001$ . Scale bar, 100  $\mu$ m. (**G, H**) Representative immunofluorescence (**G**) and statistical analysis (**H**) of GLI1 and RUNX2 in injured tendons of *Gli1-CreER<sup>T2</sup>*; Ai9 and *Gli1-CreER<sup>T2</sup>*; Ai9; *Prkac<sup>ff</sup>* mice at 7 dpi (n=5 per group). \*\*\*\*  $p < 0.0001$ . Scale bar, 100  $\mu$ m. Data is represented as the mean  $\pm$  SD. All  $p$  values were determined by unpaired Student's  $t$  test.

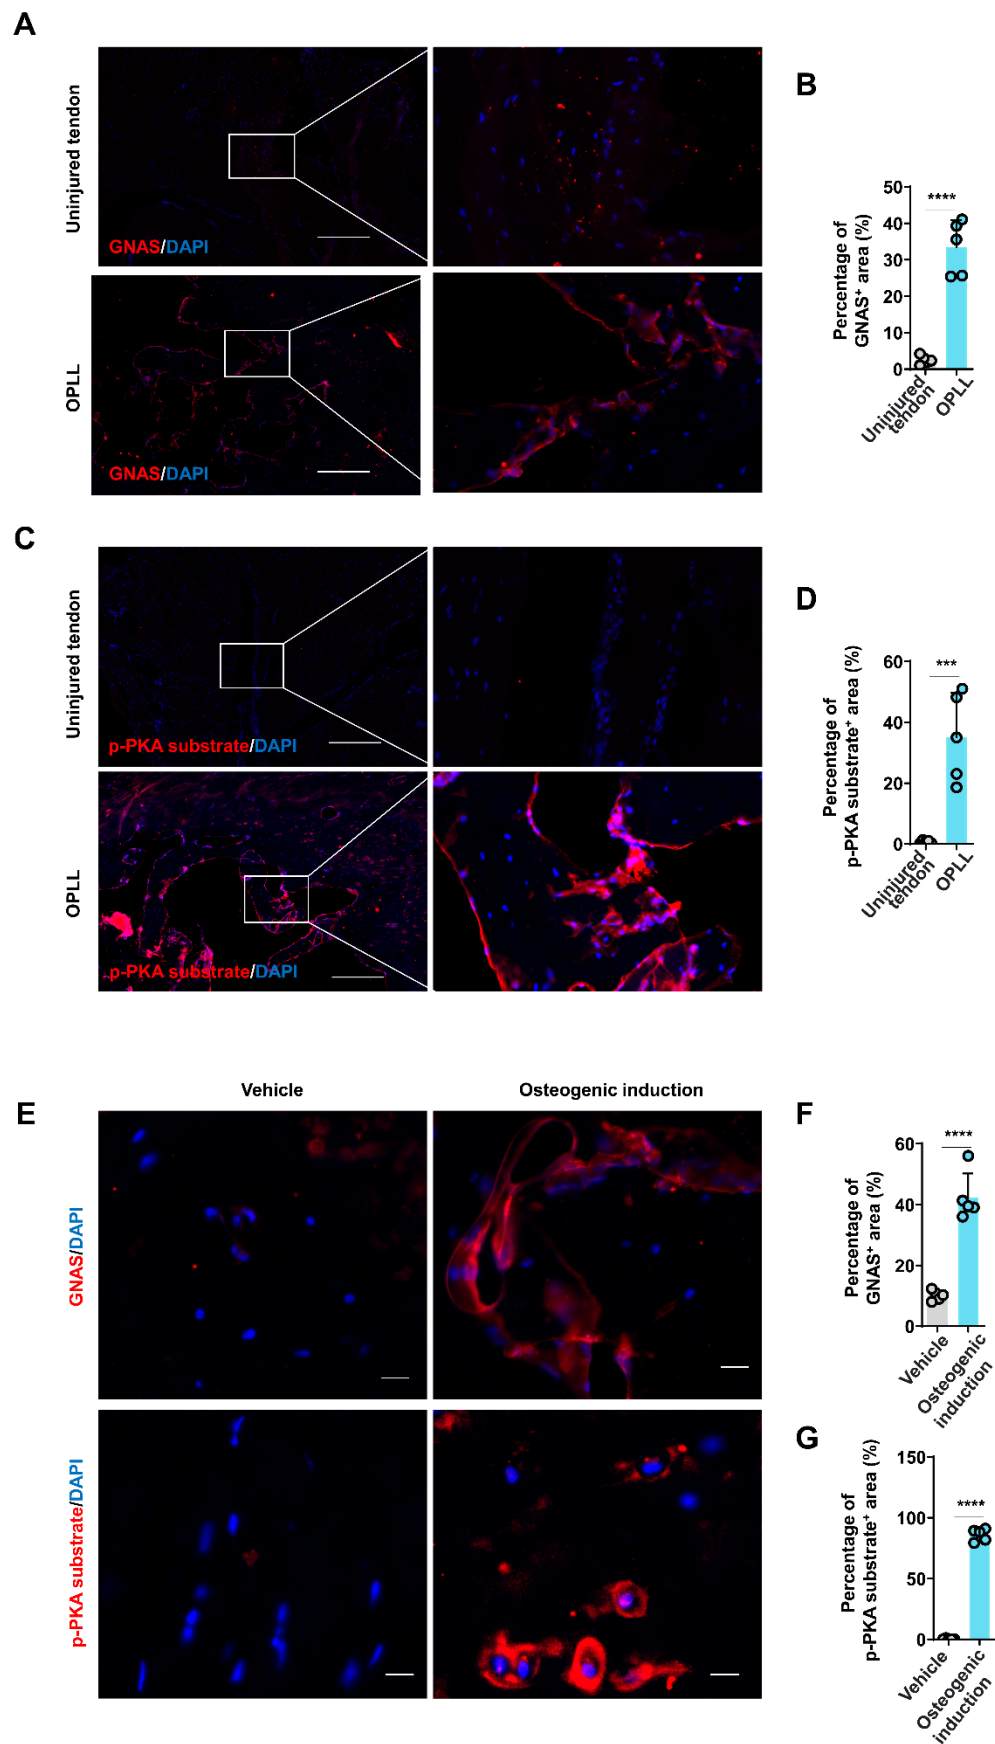

**Appendix Figure S10. The frequency of GNAS<sup>+</sup> and p-PKA substrate<sup>+</sup> cells is higher in human HO lesions. (A, B) Representative immunofluorescence (A) and statistical analysis (B) of GNAS in normal tendon and HO lesion (n=3 per group). \*\*\*\*  $p < 0.0001$ . Scale bar, 100  $\mu$ m. (C, D) Representative**

85 immunofluorescence (C) and statistical analysis (D) of p-PKA substrate in normal tendon and HO lesion (n=3  
86 per group). \*\*\*\*  $p < 0.0001$ . Scale bar, 100  $\mu\text{m}$ . (E) Representative immunofluorescence staining for GNAS  
87 and p-PKA substrate in naïve (non-osteogenic control) and osteogenic tendon stem/progenitor cells. Scale bar,  
88 10  $\mu\text{m}$ . (F, G) Statistical analysis of GNAS (F) and p-PKA substrate (G) in naïve or osteogenic tendon  
89 stem/progenitor cells (n=5 per group). \*\*\*\*  $p < 0.0001$ . Data is represented as the mean  $\pm$  SD. All  $p$  values  
90 were determined by unpaired Student's  $t$  test.

# Supplementary material for: GNAS/PKA signaling promotes aberrant osteochondral differentiation of Gli1+ tendon sheath progenitors
**Source:** EMBO J. 2025 Sep 1;44(20):5890–917. doi: 10.1038/s44318-025-00553-7
**Supplement:** Supplementary file 4 — Expanded View Figures

## Expanded View Figures

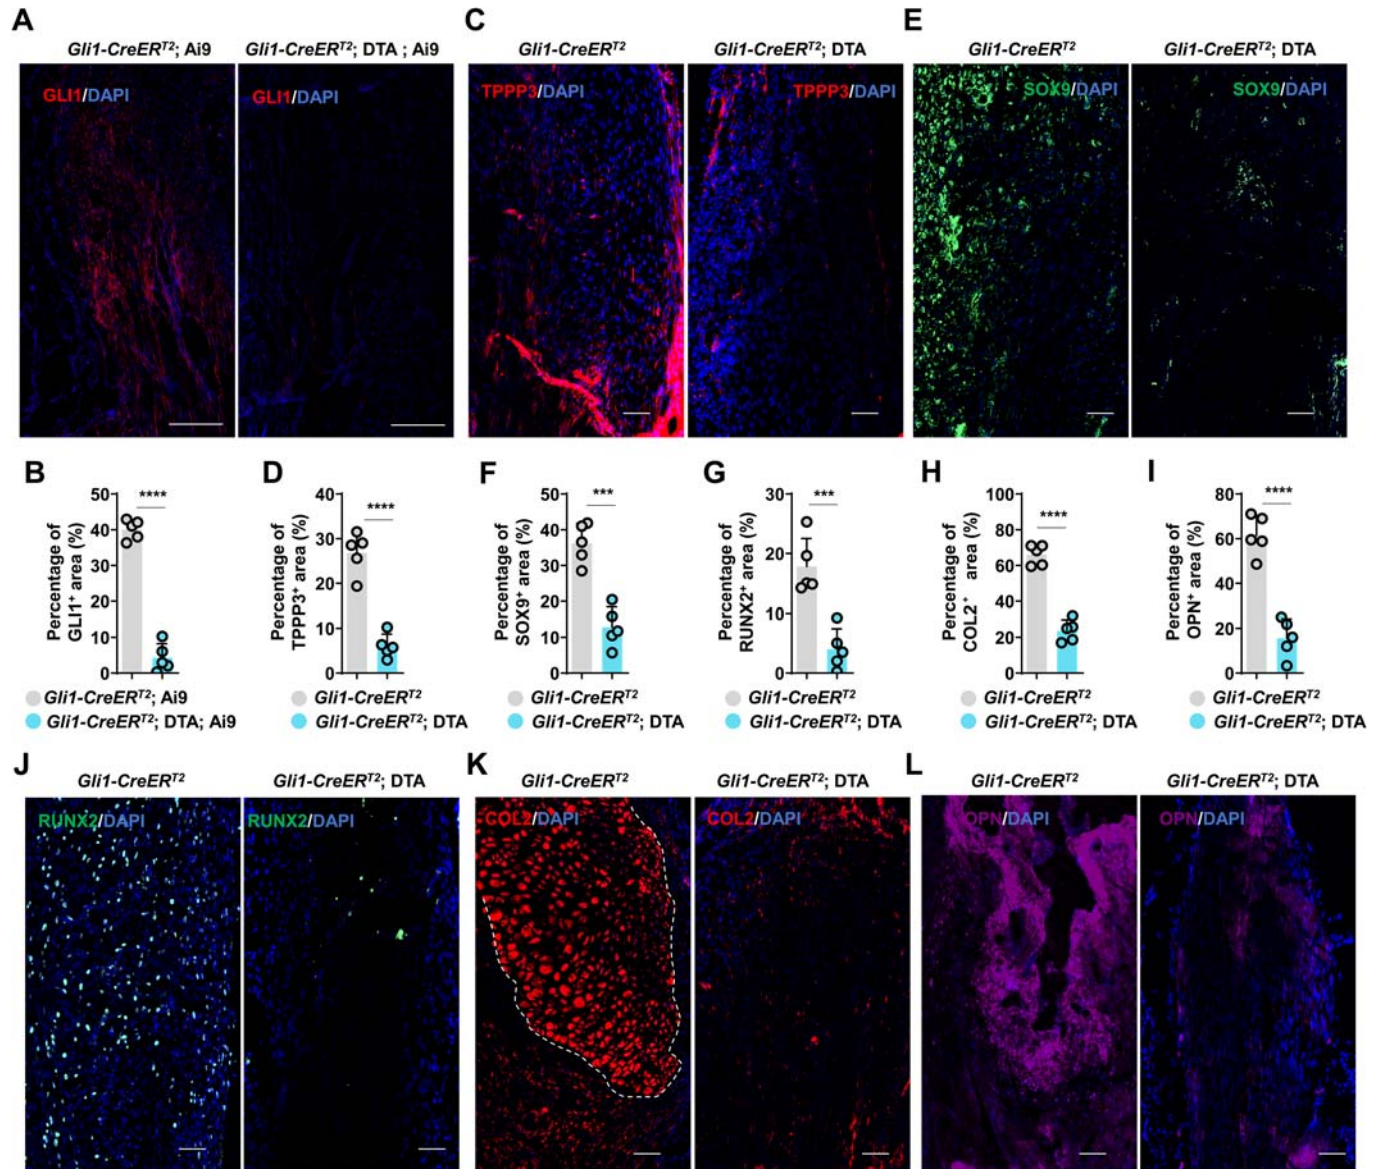

**Figure EV1. *Gli1*<sup>+</sup> cell depletion significantly inhibited tendon stem/progenitor population and associated osteochondral differentiation.**

(A, B) Immunofluorescence staining and statistical analysis of the GLI1<sup>+</sup> cells in injured tendons of *Gli1-CreERT<sup>2</sup>; Ai9* and *Gli1-CreERT<sup>2</sup>; Ai9; DTA* mice at 21 dpi ( $n = 5$  per group). \*\*\*\* $P = 1.74 \times 10^{-7}$ . Scale bar, 200  $\mu\text{m}$ . (C, D) Immunofluorescence staining and statistical analysis of the TPPP3<sup>+</sup> cells in injured tendons of *Gli1-CreERT<sup>2</sup>* and *Gli1-CreERT<sup>2</sup>; DTA* mice at 7 dpi ( $n = 5$  per group). \*\*\*\* $P = 2.52 \times 10^{-5}$ . Scale bar, 200  $\mu\text{m}$ . (E, F) Immunofluorescence staining and statistical analysis of the SOX9<sup>+</sup> cells in injured tendons of *Gli1-CreERT<sup>2</sup>* and *Gli1-CreERT<sup>2</sup>; DTA* mice at 7 dpi ( $n = 5$  per group). \*\*\* $P = 1.70 \times 10^{-4}$ . Scale bar, 200  $\mu\text{m}$ . (G-I) Statistical analysis of the RUNX2<sup>+</sup> (G), COL2<sup>+</sup> (H) and OPN<sup>+</sup> (I) cells in injured tendons of *Gli1-CreERT<sup>2</sup>* and *Gli1-CreERT<sup>2</sup>; DTA* mice at 7 dpi, 21 dpi and 63 dpi, respectively. ( $n = 5$  per group).  $P$  values from left to right: \*\*\* $P = 7.22 \times 10^{-4}$ , \*\*\*\* $P = 3.24 \times 10^{-6}$ , \*\*\*\* $P = 3.54 \times 10^{-5}$ . (J-L) Immunofluorescence staining of the RUNX2<sup>+</sup> (J), COL2<sup>+</sup> (K) and OPN<sup>+</sup> (L) cells in injured tendons of *Gli1-CreERT<sup>2</sup>* and *Gli1-CreERT<sup>2</sup>; DTA* mice at 7 dpi, 21 dpi and 63 dpi, respectively. Scale bar, 200  $\mu\text{m}$ . Data is presented as mean  $\pm$  SD. All  $P$  values were determined by unpaired Student's  $t$  test.

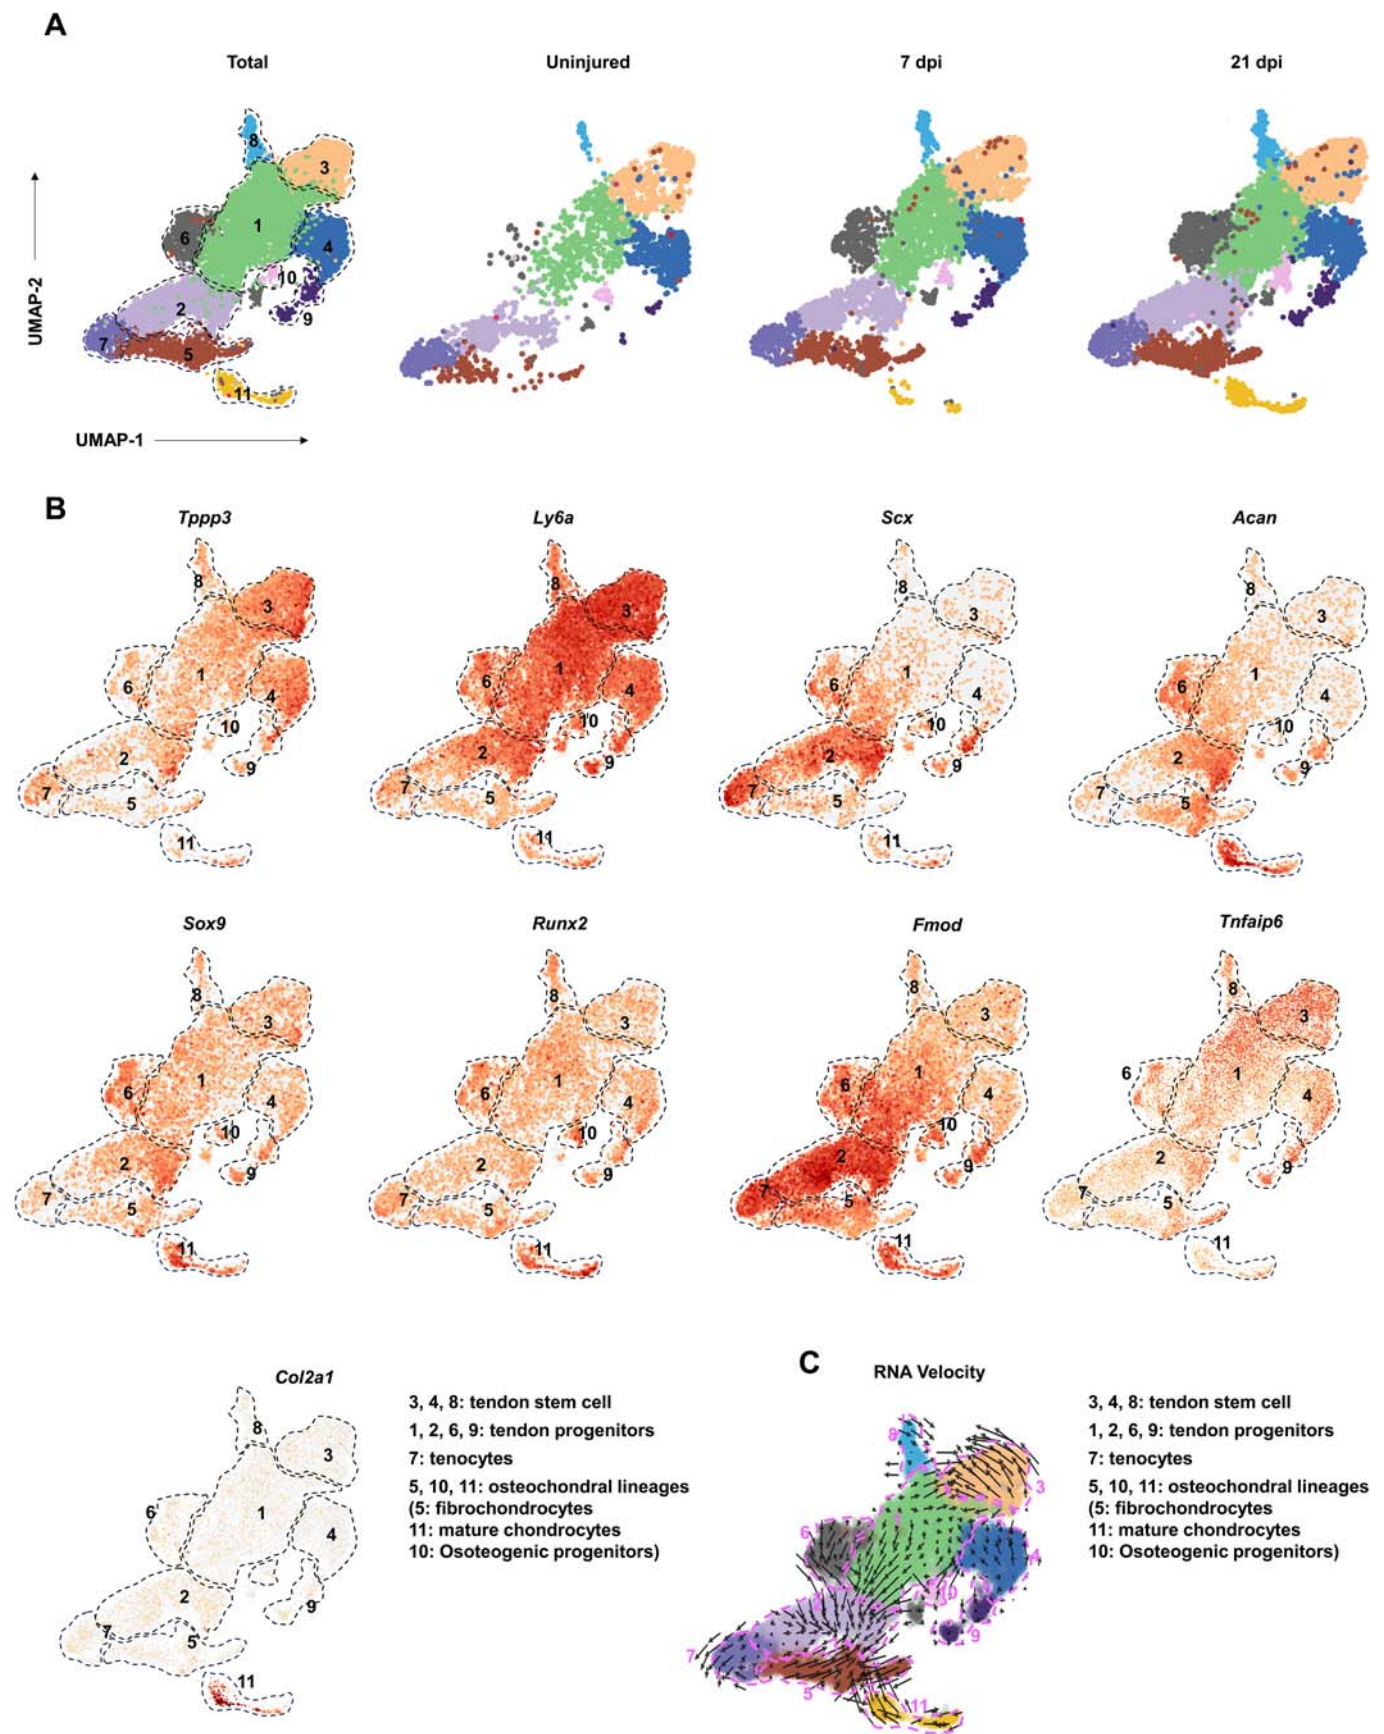

**Figure EV2. *Gli1*<sup>+</sup> tendon sheath progenitors exhibited a multipotent capacity into tenogenic and osteochondrogenic lineages.**

(A) UMAP visualization of *Gli1*<sup>+</sup> cells at uninjured and different time points post injury (i.e., 7 and 21 dpi). (B) Feature plot images showed the expression of recognized markers for tendon stem cells, progenitors and terminating tenocytes and chondrocytes. (C) RNA velocity showed the tenogenic and osteochondrogenic differentiation trajectory of *Gli1*<sup>+</sup> tendon sheath progenitors.

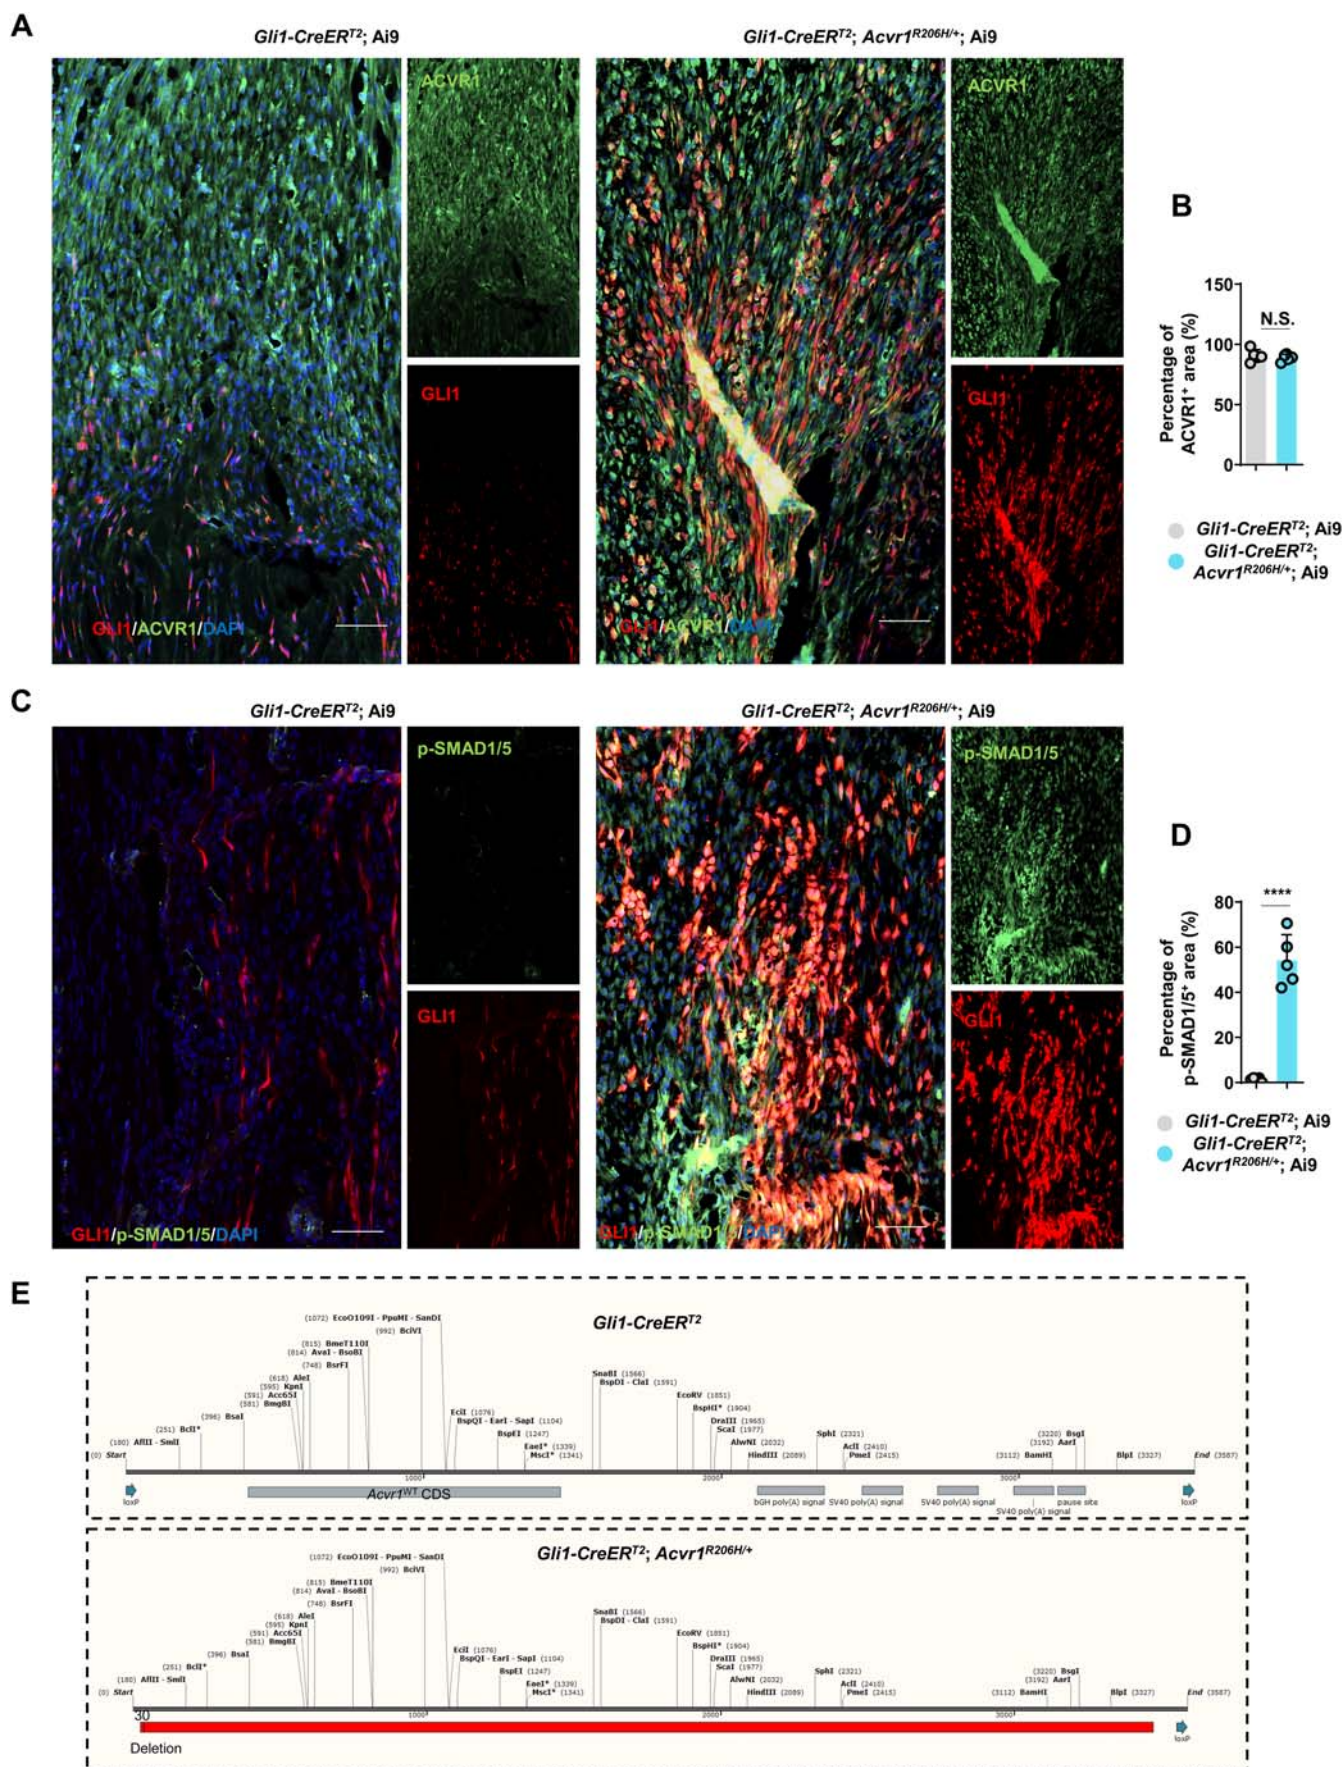

◀ **Figure EV3. Validation of *Acvr1* expression and *Acvr1*<sup>R206H/+</sup> mutation following *Gli1*-CreER<sup>T2</sup> induction.**

(A, B) Representative immunofluorescence and statistical analysis of GLI1 and ACVR1 in injured site of *Gli1*-CreER<sup>T2</sup>; Ai9 and *Gli1*-CreER<sup>T2</sup>; Ai9; *Acvr1*<sup>R206H/+</sup> mice at 5 dpi ( $n = 5$  per group).  $P = 5.18 \times 10^{-1}$ . N.S. indicated no significance. Scale bar, 100  $\mu\text{m}$ . (C, D) Representative immunofluorescence and statistical analysis of GLI1 and p-SMAD1/5 in injured site of *Gli1*-CreER<sup>T2</sup>; Ai9 and *Gli1*-CreER<sup>T2</sup>; Ai9; *Acvr1*<sup>R206H/+</sup> mice at 5 dpi ( $n = 5$  per group).  $****P = 6.89 \times 10^{-6}$ . Scale bar, 100  $\mu\text{m}$ . (E) Sanger sequencing showed that the STOP cassette preceding the *Acvr1*<sup>R206H/+</sup> mutation was disrupted. Data is presented as mean  $\pm$  SD. All  $P$  values were determined by unpaired Student's  $t$  test.

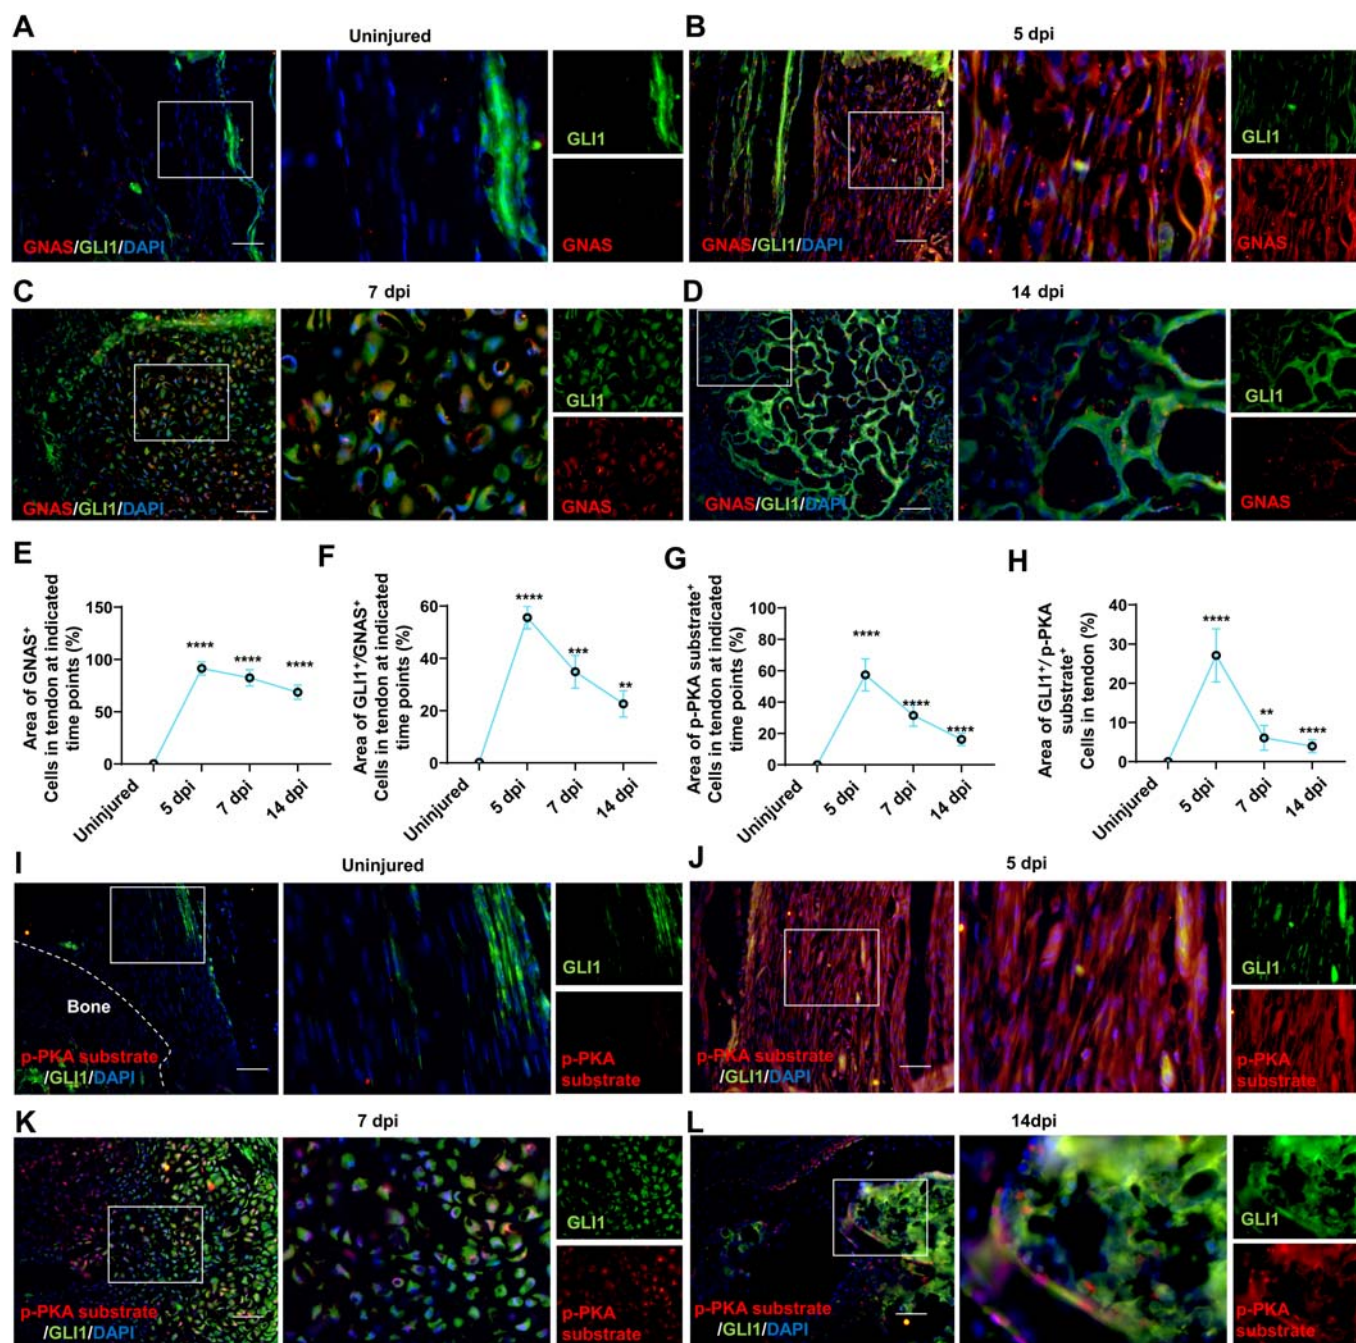

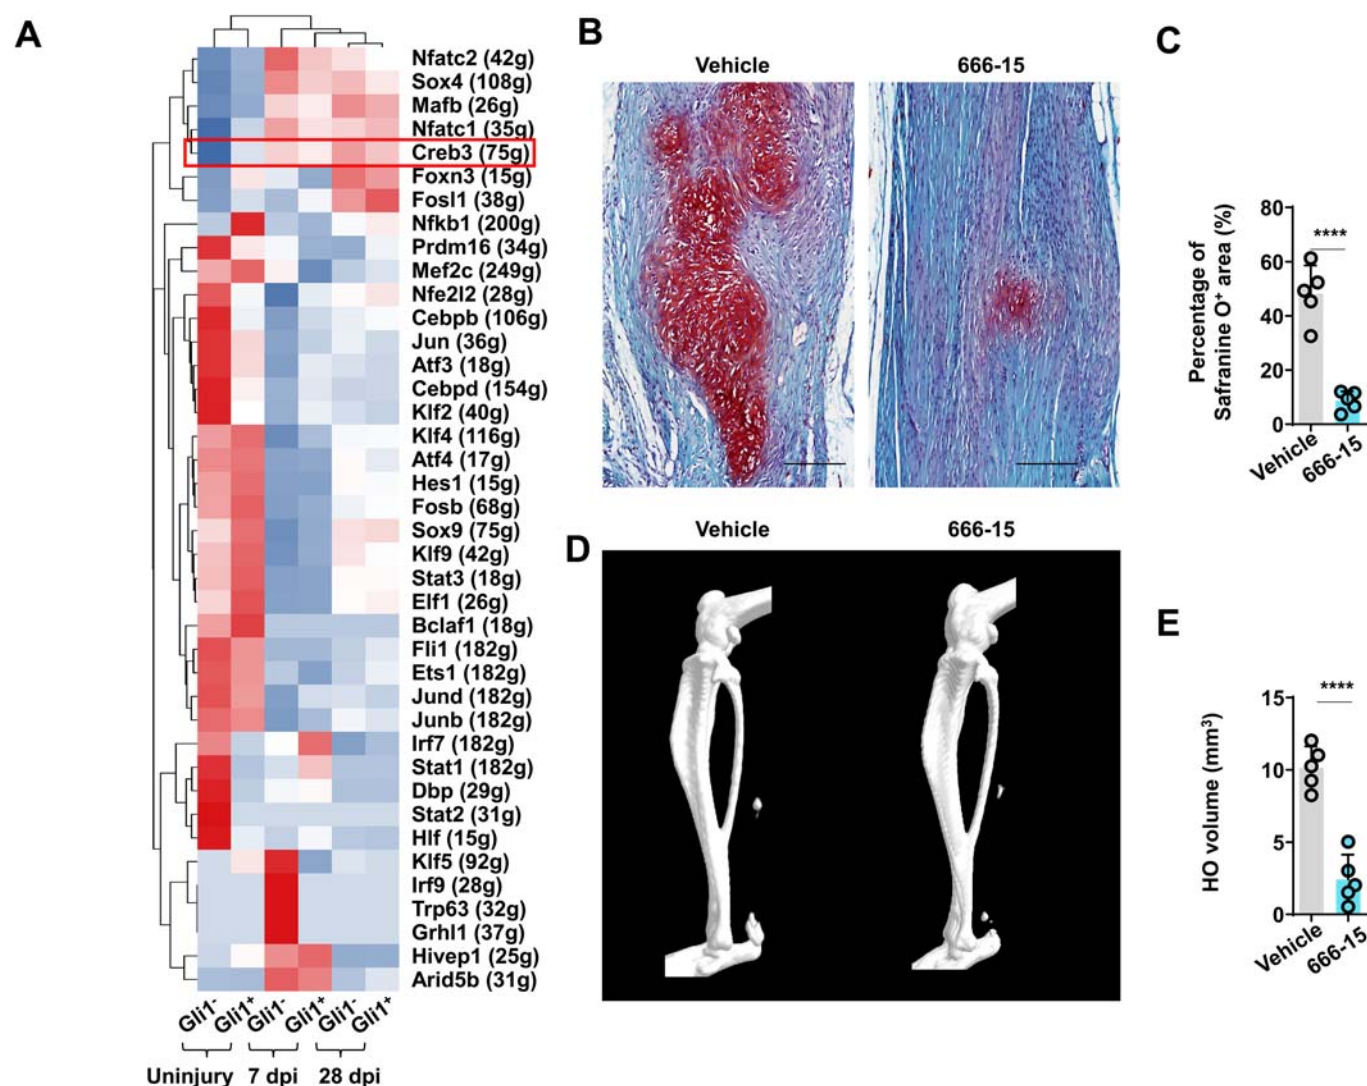

**Figure EV5. 666-15, a CREB inhibitor, prevents tendon HO formation.**

(A) Regulon analysis of transcription factors involved in the osteochondrogenic differentiation of *Gli1<sup>-/-</sup>* and *Gli1<sup>+/+</sup>* cells. (B, C) Representative safranin O staining (B) and statistical analysis (C) of chondrocytes in injured site of tenotomized mice treated with vehicle or 666-15 treatment at 21 dpi ( $n = 5$  per group). \*\* $P = 4.50 \times 10^{-5}$ . Scale bar, 100  $\mu$ m. (D, E) Representative microCT (D) and statistical analysis (E) of HO volume in injured site of tenotomized mice treated with vehicle or 666-15 treatment at 63 dpi ( $n = 5$  per group). \*\* $P = 5.93 \times 10^{-5}$ . Data is presented as mean  $\pm$  SD. All  $P$  values were determined by unpaired Student's  $t$  test.

How the deposited data were processed for this re-analysis (not part of the article)

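Gene expression of single cells was measured by scRNA-seq in *Gli1*+ and *Gli1*- cells sorted from uninjured tendons and from tendons at 7 and 21 dpi after tenotomy, in 6 libraries, 1 per condition. The authors sorted cells, prepared 3 prime libraries from single cells and aligned and counted the reads with Cell Ranger 9.0.0. The deposited values are counts, the UMIs of each of 33696 genes in each cell barcode that the authors' Cell Ranger run called a cell, without normalization and before the filters in the methods. No barcode held under 500 UMIs. Neither the files nor the methods name the genome build or the annotation release, so no coordinates are given. All columns of the count matrices were used.

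Cells were kept by the filters of the methods, with at least 200 genes, at least 1000 UMIs, a ratio of log10 genes to log10 UMIs of at least 0.7, at most 5% mitochondrial and at most 5% hemoglobin UMIs. This kept 7508, 10060 and 10695 *Gli1*+ barcodes and 12042, 10878 and 12023 *Gli1*- barcodes of uninjured tendon, 7 dpi and 21 dpi. DoubletFinder is not used here. In its place, the Scrublet method in scanpy 1.11.5 scored each library, and the highest-scoring cells were removed at 0.8% per 1000 cells, which took out 451, 810 and 915 *Gli1*+ and 1160, 947 and 1156 *Gli1*- cells. Tested on simulated data, with 300 simulated doublets added to each library, this removed 58.0%, 50.3% and 54.3% of them in the *Gli1*+ and 61.3%, 50.0% and 53.3% in the *Gli1*- libraries. Many doublets thus stay among the kept cells. The kept cells held 63867956, 90662635 and 98015411 UMIs in the *Gli1*+ and 53497281, 107748854 and 97972702 UMIs in the *Gli1*- libraries, with medians of 2631, 3014 and 2937 and of 1951, 3162 and 2800 genes per cell.

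The libraries of each sort were clustered together, without batch correction, since the methods state none. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, a shared nearest neighbor graph with 20 neighbors and Leiden clustering at resolution 0.5 followed. The marker genes were left out of the variable genes. Variable genes were ranked by the variance of raw counts, standardized for the mean, in place of the dispersion measure of the methods. A cluster took the name of the class whose fixed marker list had the highest mean log2 ratio over the other cells, if this mean was at least 1 and at least 3 markers were raised (2 for a list of 3 genes), and is called stem cell-like, tenocyte-like, chondrocyte-like and so on. Clusters that matched no list, or whose 10 leading genes held more markers of another class, are unnamed. A class was compared between time points only if none of its clusters held more markers of another class than of its own among its 10 leading genes. The tendon progenitor-like class failed this and was joined with the tenocyte-like class. Its name marks a cluster whose best class was tenocyte with *Ly6a*, *Scx* and *Fmod* all raised, so the markers of tenocytes were counted as its own when it was named. The 10 leading genes of the neutrophil cluster of *Gli1*- cells included as many genes of the skeletal muscle list as of the neutrophil list. They also included *Tnnc2*, *Mylpf*, *Tnni2* and *Myl1*, which lead the skeletal muscle cluster of *Gli1*+ cells. The name of this cluster is therefore uncertain, and its share is not compared in the text. Tendon clusters are those of the stem cell, progenitor, tenocyte and chondrocyte-like classes and the unnamed clusters with *Pdgfra* at 100 CPM or more. These thresholds for names and for tendon clusters were chosen after seeing the data. RNA velocity was not repeated, since the counts do not separate spliced from unspliced transcripts. The order of cells was described by PAGA and by diffusion pseudotime in scanpy.

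A level is the sum of a gene's UMIs over the cells of a library, class or cluster, per 1000000 UMIs (CPM), with an exact Poisson 95% interval. A share of cells has an exact binomial interval, and a log2 ratio an interval from the binomial distribution of the counts given their sum. Levels of single clusters are given where a library has at least 50 cells of the cluster, and those of classes with their number of cells. These intervals hold counting error alone. With 1 library per condition, no test between conditions was made and no spread between mice could be had. Neither cells nor time points were treated as replicates. TMM factors came from edgeR 4.0.16 in R 4.3.3, and edgeR was used for nothing else. Where a share of cells with a UMI is given, each cell was first thinned to 2000 UMIs, and cells below this depth were left out. For a test on simulated data, 2 libraries of Poisson counts were drawn from the pooled counts of the 7 dpi and uninjured libraries. In 200 genes the level was raised or lowered by a log2 ratio of 1. In the *Gli1*+ libraries the intervals held the true ratio for 95.5% of the changed and 95.2% of the unchanged genes. In the *Gli1*- libraries they did so for 96.5% and 95.0%, and in both sorts 100% of the changed genes had the right sign. Since the counts were Poisson, this checks the calculation and not the spread between cells or mice.

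The genes named are a set chosen beforehand, most of them from the paper, the members of 4 gene lists, and, in 7 comparisons, the 5 genes with the largest ratio in each direction among genes with at least 50 CPM in the higher library and at least 100 UMIs over both, with 0.5 UMI added to both. These comparisons were 7 dpi over uninjured and 21 dpi over 7 dpi in each sort, and *Gli1*+ over *Gli1*- at each time point. The lists were PKA/CREB-induced genes, dissociation-induced genes, the imprinted gene network and hedgehog targets. For a list, the median log2 ratio is given with its percentile among 10000 random lists of the same size matched on expression, as a description of these libraries. In simulated data, 5 of 100 unchanged lists in the *Gli1*+ and 8 of 100 in the *Gli1*- libraries fell outside the middle 95%. Those lists were drawn at random from genes simulated independently, so they do not cover lists whose genes vary together. The sex of cells was read from *Xist* and from *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*.

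Before the data were examined, the results, the marker lists, the gene lists and 38 alternatives were fixed. The alternatives covered the cell filters, the removal of doublets, the resolution, the number of components, the variable genes, the libraries clustered together, single cells in place of clusters, the weight of cells, the scaling, the depth of thinning, the cells used, the root and components of the ordering, and the minimum level of list members. A further 4 were added after seeing the data, and leave out the cells of non-tendon clusters. Not analysed here are the regulons of Fig. EV5A. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, leidenalg 0.10.2, python-igraph 0.11.9 and matplotlib 3.10.9.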

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

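The tests of the *Xist*, *Ptprc*, *Cntn5* and *Saa3* signals were chosen only after the results were seen, and that of *Krt14* was set before its result was seen.

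Genes of the sex chromosomes, which the paper does not discuss, gave a signal in the uninjured libraries. In the *Gli1*+ library 68.7% of the kept cells held *Xist* and no Y-linked UMIs and 15.0% the opposite, whereas 0 cells of the *Gli1*- library held *Xist* without Y-linked UMIs and 59.5% held Y-linked UMIs alone. Free RNA, or doublets of male and female cells, would give many cells with both kinds of UMIs. In the *Gli1*+ library 2.27% held both, against 12.3% if the 2 kinds were independent. Nor were the female cells only immune cells, since 60.4% of the cells of tendon clusters held *Xist* alone. A candidate explanation is that the uninjured pair of libraries was collected apart. The level of 6 clock genes differed between the male tendon-cluster cells of the uninjured *Gli1*+ library and those of the uninjured *Gli1*- library by a median absolute log2 ratio of 1.77, against 0.14 between the sorts at 7 dpi and 0.27 at 21 dpi over all cells of tendon clusters, where the uninjured pair gave 1.69. A sample from other mice or a wrong label was not tested. Since most cells of 7 dpi were male and most of 21 dpi female, although the labels give the cohort as balanced by sex, the sex of the cells changes with the time point. Within the tendon-cluster cells of the uninjured *Gli1*+ library, the log2 ratio of female over male cells was -0.04 for *Gnas*, 0.03 for *Creb3* and -0.59 for *Gli1*. No biological explanation was tested.

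*Ptprc*, a gene of immune cells that the paper does not discuss, was at 734 CPM in the uninjured *Gli1*+ library and at most 0.582 CPM in the other 5. A loss of immune cells from injured tendon would leave them in the uninjured *Gli1*- library. There, 0.0551% of the kept cells held a *Ptprc* UMI at a median depth of 4292.5 UMIs, against 55.9% in the uninjured *Gli1*+ library at 7858 UMIs. Endothelial-like cells of these libraries gave 0.0386% at 2937 UMIs and 6.25% at 4755.5 UMIs. Thinned to 2000 UMIs, the shares were 0.0328% and 45.9% of the cells and 0% and 2.24% of the endothelial-like cells, with 1725, 152, 465 and 43 cells left out. Free RNA would spread over all cells, whereas *Ptprc* was at 1452 CPM in the immune clusters and at 17.8 CPM in the tendon clusters of the library. A different gate or removal of immune cells in the sort and a mixed or exchanged sample may account for the difference and were not tested. No other biological explanation was tested.

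Epidermal-like cells, which the paper does not report, made up 19.6% of the kept cells of the *Gli1*+ library at 7 dpi. *Krt14* was at 15844 CPM and *Lgals7* at 8898 CPM in them. In the same library *Krt14* UMIs were found in most cells of other kinds. In thinned cells the share was 73.6% in tendon clusters, at a median depth of 9274 UMIs, and 89.1% in endothelial-like cells, at 3164.5 UMIs. It was 98.9% and 97.1% without thinning, and 237 and 51 cells were left out. Free RNA of epidermal cells would bring *Krt14* to the tendon clusters at the same fraction of its epidermal level as other epidermal genes. That fraction was 4.36% for *Krt14*, against a median of 7.88% (range 3.52% to 14.8%) for 11 others, a log2 ratio of -0.86. *Krt14* thus lay within the range of the others, but this range is wide. Its UMIs per cell also rose from 3.72 in the shallower to 11.8 in the deeper tendon-cluster cells, more than a background independent of the cell would. Free RNA therefore stays possible but is not settled. The test leaves open how the epidermal-like cells themselves came into the sort, through skin at the site of injury or through the label. A biological explanation by the time point was not tested.

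UMIs assigned to *Cntn5*, which the paper does not discuss, came to 654 CPM in the uninjured *Gli1*- library, 173 and 207 CPM in the *Gli1*+ and *Gli1*- libraries at 7 dpi, and at most 1.80 CPM in the other libraries. Male cells are argued against as their source by the 7.80 CPM in the male tendon-cluster cells of the uninjured *Gli1*+ library. This was above the 1.77 CPM of the female cells there. Between the shallowest and the deepest barcodes of the uninjured *Gli1*- library, total UMIs rose 30.6 times and those of *Cntn5* 1.42 times. This is consistent with a background that does not come from the cell in the droplet. Its origin was not tested. It splits the libraries in a way that follows neither the sort nor the time point. The split does go with the sex of the cells. The libraries with the background held 0, 1 and 1 cells with *Xist* and no Y-linked UMIs, and those without it 4847, 9066 and 9841. No biological explanation was tested.

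At 21 dpi a tendon cluster led by *Saa3* and *Mmp13*, outside the genes the paper discusses, held 8.97% of the kept cells of the *Gli1*+ library and 7.73% of the *Gli1*- library. *Saa3* was at 20163 and 26005 CPM in it, against 515 and 929 CPM in the other tendon clusters, and *Mmp13* at 4750 and 5692 CPM, against 312 and 462 CPM. Doublets with endothelial cells would carry *Cdh5*, which was at 0.464 and 6.58 CPM in the cluster and at 668 and 741 CPM in endothelial-like cells. The cells were deeper than the other tendon-cluster cells, with medians of 16297 against 8274.5 and 17590.5 against 8309 UMIs. Doublets of cells of the other tendon clusters would hold no gene above its highest level in those clusters. Of 50 genes that lead the cluster in the other sort, *Saa3* and *Mmp13* aside, 43 in the *Gli1*+ and 44 in the *Gli1*- library lay above that level, with median log2 ratios of 1.62 and 1.35, which argues against such doublets. Against the 625 and 491 other tendon-cluster cells at or above the median depth of the cluster, the cells of the cluster at this depth gave medians of 3.06 and 2.44 for the same genes, which argues against depth as the cause. A response to injury that belongs to 21 dpi is the explanation the design names. It was not tested, and the sex of the cells changes at the same time.

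*Arntl* moved in opposite directions in the sorts between uninjured tendon and 21 dpi, with log2 ratios of -0.97 in the *Gli1*+ and 3.54 in the *Gli1*- libraries. The difference between them was not tested. The clock genes differed more between the sorts in uninjured tendon than at 7 or 21 dpi, with the median of 1.77 given for male cells, so a different hour of collection of the uninjured libraries may account for it. A biological effect of the label on clock genes was not tested.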

How the results depend on the processing

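The alternatives that leave out the cells of non-tendon clusters were chosen after seeing the data, except for *Gnas*, and so was the share of classes among tendon-cluster cells. Every other alternative was planned. No paired analysis was made, since no sample numbers pair the libraries within a condition and no result here comes from a test. A model that takes the 3 time points as pairs of the sorts could have been fitted but was not. Of 227 recalculated main values, 95 stayed within the counting interval of the reported value, 118 moved beyond it and 14 reversed a direction whose interval excluded 0. Of 48 recalculated medians of gene lists, 13 stayed, 32 moved and 3 changed direction. All values below are compared with those reported at the claims. Where no cause is given, the cause was not tested.

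The log2 ratio of *Gli1* in *Gli1*+ over *Gli1*- cells of uninjured tendon changed sign to 0.0217 with the mean of each cell's own CPM, to 0.53 in cells with Y-linked and no *Xist* UMIs and to 0.57 with non-tendon clusters left out. At 21 dpi it was 0.31 with the mean of each cell's own CPM. The other 17 recalculated ratios stayed. The share of cells with a *Gli1* UMI, *Gli1*+ minus *Gli1*-, moved from 0.0259 percentage points to -1.30 at 5000 UMIs and 1.21 without thinning in uninjured tendon. At 7 dpi it moved from -0.176 to 0.0972 at 1000 UMIs, -0.493 at 5000 UMIs and -0.597 without thinning. Depth limits this measure, since thinning to 5000 UMIs leaves out the shallower cells, which are most numerous in the uninjured *Gli1*- library, and without thinning a deeper library shows the gene in more cells.

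*Gnas* over uninjured tendon kept its direction in every alternative. In the order *Gli1*+ at 7 and 21 dpi and *Gli1*- at 7 and 21 dpi, it was 0.45, 0.56, 0.92 and 0.72 without cell filters, 0.80, 1.00, 1.17 and 1.01 with TMM factors, 0.49, 0.56, 1.01 and 0.82 without mitochondrial, ribosomal and hemoglobin genes, 0.47, 0.57, 0.93 and 0.72 with up to 10% mitochondrial UMIs, and 0.10, 0.12, 1.11 and 0.99 with non-tendon clusters left out. With the mean of each cell's own CPM the first 3 were 0.50, 0.65 and 0.87. Within male cells at 7 dpi it was 0.21 in *Gli1*+ and 1.00 in *Gli1*- cells, and within female cells at 21 dpi 0.69 in *Gli1*+ cells. The uninjured *Gli1*- library has no female cells, so that alternative gives no value there.

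*Gnas* in chondrocyte-like over stem cell-like cells at 21 dpi changed sign in *Gli1*- cells without cell filters, to 0.17. It was -0.0677 with no doublets removed and -0.17 with the mean of each cell's own CPM, and in *Gli1*+ cells -0.80 with up to 10% mitochondrial UMIs and -0.41 with no doublets removed. Over the other tendon-cluster cells it was -0.57 in *Gli1*+ and -0.56 in *Gli1*- cells without cell filters and -0.68 in *Gli1*- cells with the mean of each cell's own CPM.

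*Creb3* and *Creb1* kept their directions. In the same order as for *Gnas*, *Creb3* was 1.63, 1.72, 1.19 and 0.96 with TMM factors and 1.09, 1.03, 1.16 and 0.98 with non-tendon clusters left out. With the mean of each cell's own CPM it was 1.21 at 21 dpi in *Gli1*+ cells and 0.83 and 0.50 in *Gli1*- cells, and within cells of one sex 1.15 (male, 7 dpi) and 1.43 (female, 21 dpi) in *Gli1*+ cells. *Creb1* was -1.22, -1.30, -0.44 and -0.42 with TMM factors and -0.57, -0.81, -0.44 and -0.57 with non-tendon clusters left out. In *Gli1*+ cells it was -1.42 and -1.57 without cell filters and -0.96 (male, 7 dpi) and -1.81 (female, 21 dpi) within one sex. With the mean of each cell's own CPM it was -1.60 in *Gli1*+ and -0.53 in *Gli1*- cells at 21 dpi.

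The increase of the chondrocyte-like share from uninjured tendon to 21 dpi kept its direction in all 24 recalculated values. In *Gli1*+ and *Gli1*- cells it was 2.08 and 3.03 percentage points with up to 10% mitochondrial UMIs, 1.90 and 2.58 without cell filters, and 6.27 and 7.88 for cells with UMIs of 2 or more markers. A background adds to the last count, which at 21 dpi 2 of 252 endothelial-like cells reached in *Gli1*+ and 18 of 1198 in *Gli1*- cells, against 0 of 357 and 1 of 2124 in uninjured tendon. In *Gli1*- cells it was 2.97 with 20 components, 3.13 with all 6 libraries clustered together and 4.98 among tendon-cluster cells.

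The increase of the tenocyte-like and progenitor-like share in *Gli1*+ cells changed sign to -5.87 without cell filters and -4.54 at resolution 0.3. It was 17.5 with up to 10% mitochondrial UMIs, 42.9 with no doublets removed, 23.5 with the number of doublets removed doubled, 19.2 at resolution 1.0, 16.98 with 20 components, 21.4 with markers among the variable genes, 19.95 with all 6 libraries together, 22.8 for cells with UMIs of 2 or more markers and 28.8 among tendon-cluster cells. In *Gli1*- cells it was 31.8 with up to 10% mitochondrial UMIs, 32.4 without cell filters, 42.7 with no doublets removed, 18.1 with the number of doublets removed doubled, 43.5 at resolution 0.3, 18.1 at resolution 1.0, 18.5 with 20 components, 43.4 with 50 components, 18.2 with all 6 libraries together, 25.3 for cells with UMIs of 2 or more markers and 58.8 among tendon-cluster cells.

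The decrease of the stem cell-like share in *Gli1*+ cells changed sign to 10.6 with up to 10% mitochondrial UMIs, 10.3 with the number of doublets removed doubled, 13.8 with markers among the variable genes, 18.96 with all 6 libraries together and 20.7 for cells with UMIs of 2 or more markers. It was -14.2 without cell filters, -7.14 with no doublets removed, -14.9 at resolution 0.3, -4.58 with 20 components and -36.8 among tendon-cluster cells. In *Gli1*- cells it was -30.1 with up to 10% mitochondrial UMIs, -25.7 without cell filters, -34.01 with no doublets removed, -6.77 with the number of doublets removed doubled, -39.5 at resolution 0.3, -11.02 at resolution 1.0, -8.47 with 20 components, -9.99 with markers among the variable genes, -11.1 with all 6 libraries together, -13.6 for cells with UMIs of 2 or more markers and -60.8 among tendon-cluster cells. The count of cells with 2 or more stem cell markers is not specific to this class, since between 32.2% and 51.3% of endothelial-like cells reached it in the 6 libraries. The shares of these classes thus depend on how clusters are formed and named.

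In the ordering, chondrocyte-like minus stem cell-like cells came to -0.319 percentage points with 5 diffusion components, 75.3 with the root in cluster 4, 39.8 in cluster 8 and 38.7 in cluster 10. Tenocyte-like minus stem cell-like cells came to -4.21 with 5 and 36.1 with 15 components, and to 38.8, 47.8, -32.01 and 0.726 with the root in clusters 3, 4, 8 and 10. A root in a tenocyte-like cluster places tenocyte-like cells early by construction. The number of clusters stayed within 1.5 times of the reported one at either other resolution.

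With TMM factors, the medians of 3 gene lists for 21 dpi over uninjured tendon changed sign, to 0.15 for the PKA/CREB-induced list in *Gli1*- cells and to 0.16 and 0.0502 for the dissociation-induced list and the hedgehog targets in *Gli1*+ cells. TMM factors add the same shift to every gene, which is the cause of these changes. Depth also limits the genes of low level, such as *Gli1* with 418 UMIs in the uninjured *Gli1*+ library, whose intervals are wide.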

Differences from the paper's values

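The paper gives 11 clusters of *Gli1*+ cells, and 29 were found here at a Leiden resolution of 0.5. Of the alternatives set before the data were examined, a resolution of 0.3 gave 22 and a resolution of 1.0 gave 35, and neither comes within 1.5 times the paper's number. For *Gli1*- cells, Appendix Fig. S3 shows about 17 clusters, read by eye, and 25 were found here, 20 at a resolution of 0.3 and 34 at a resolution of 1.0.

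Appendix Fig. S7 counts mature chondrocytes among the cells with high *Gnas*. Here, *Gnas* was lower in chondrocyte-like cells at 21 dpi than in the other cells of tendon clusters, by a log2 ratio of -0.63 in both sorts. This direction held in every alternative tried for that ratio. The ratio rests largely on cluster 1, at 2040 CPM in *Gli1*+ and 1877 CPM in *Gli1*- cells. Without it, tendon-cluster cells, chondrocyte-like cells included, were at 1098 and 979 CPM, close to the level of chondrocyte-like cells. Against stem cell-like cells, the *Gli1*- ratio was -0.35, and 0.17 without filters on the deposited barcodes, the setting in which *Gnas* was higher in chondrocyte-like cells.

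The paper orders tendon stem cells before tendon progenitors by RNA velocity. In the diffusion pseudotime used here, with a start in a stem cell-like cluster, the median rank was 24.4% for cluster 1 and 40.1% for stem cell-like cells. Cluster 1 held *Ly6a* and *Scx* together, as the paper's tendon progenitors do, but its leading genes included markers of other classes. It may not be the paper's progenitor cluster, so the difference may come from the names given here. The stem cell-like clusters did not lie together. Cluster 6, in which the order started, was at 5.45%, before cluster 1, and clusters 4 and 3 were at 29.99% and 52.5%, after it. Of the cells of cluster 3, 98.9% came from 7 dpi, so the pooled rank rests largely on 1 library. Cluster 1 came after the stem cell-like cells when the order started in cluster 3, at 58.8% against 44.6%, in cluster 4, at 30.03% against 17.0%, and in the tenocyte-like cluster 10, at 55.6% against 54.8%.

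The paper separates fibrochondrocytes and osteogenic progenitors as clusters of *Gli1*+ cells. Here no cluster took either name, and chondrocyte-like cells were a single cluster with *Runx2* at 453 CPM. With up to 10% mitochondrial UMIs, or at a resolution of 1.0, 1 cluster of *Gli1*+ cells took the fibrochondrocyte name, and no setting gave an osteogenic cluster.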

Other observations

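The tests of the difference in *Gnas* between 7 dpi and uninjured tendon were chosen only after the result was seen, although the ratios over tendon clusters and over cells of one sex had been set beforehand. Those of *Gnas* in chondrocyte-like cells and of the PKA/CREB-induced list were set before their results were seen, but the need for a clear difference in *Gnas* between the clusters was added afterwards.

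*Gnas* was higher at 7 dpi than in uninjured tendon in both sorts. In the *Gli1*+ libraries the log2 ratio over the cells of tendon clusters was 0.10, so that cells of other clusters, such as the immune cells of the uninjured library, may account for most of the ratio of 0.51 over all cells. In the *Gli1*- libraries it was 1.11 over tendon clusters, which argues against cells of other clusters there. The sex of the cells would need a different share of female cells in the 2 *Gli1*- libraries. Cells with *Xist* and no Y-linked UMIs were 0.0101% at 7 dpi and 0% in uninjured tendon, which argues against it there. In the *Gli1*+ libraries the ratio fell to 0.21 over cells with Y-linked and no *Xist* UMIs. That restriction also changes the mix of cell types. With the male uninjured cells weighted to the cell classes of the whole library, the ratio was 0.41 (95% interval 0.38 to 0.45), and female over male cells of tendon clusters differed by -0.04. This argues against sex as the main cause there too. A difference in the time or handling of collection stays open, and so does a response to injury, the explanation the design names.

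At 21 dpi *Gnas* was lower in chondrocyte-like cells than in the other cells of tendon clusters, a difference that rests largely on the high level of cluster 1. A few abundant genes that take most of the counts of chondrocyte-like cells could lower all others. After leaving out the 50 most abundant genes of chondrocyte-like cells, the log2 ratio was -0.50 in the *Gli1*+ and -0.53 in the *Gli1*- library, which argues against this as the whole cause. Doublets, free RNA and the difference in depth between the classes were not tested.

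If the *Gnas* level followed PKA activity, transcripts induced by PKA/CREB could be higher in the tendon cluster with the most *Gnas*. In the *Gli1*+ libraries the median log2 ratio of the list, of this cluster over the others, was -0.22 in uninjured tendon (percentile 0.900 of matched random lists), 0.18 at 7 dpi (97.1) and 0.36 at 21 dpi (99.95). In uninjured tendon *Gnas* was at 1539 CPM in the cluster and at 1396 CPM in the others, too small a difference for the list to decide, so the hypothesis stays open in that library. At 7 and 21 dpi the dissociation-induced list was also high, at percentiles of 99.88 and 98.76, and the PKA/CREB response and a response to dissociation cannot be told apart. In the *Gli1*- libraries it was 0.0572 in uninjured tendon (66.7), 0.30 at 7 dpi (99.83) and 0.10 at 21 dpi (86.3). The value at 7 dpi, where the dissociation-induced list was at percentile 66.0, is consistent with the hypothesis, but rests on the 124 cells of cluster 1. In uninjured tendon and at 21 dpi the percentiles lie within those of random lists, so the hypothesis cannot be told apart from none.

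Over all kept cells, the median log2 ratio of the PKA/CREB-induced list for 7 dpi over uninjured tendon was -1.10 (percentile 0.230) in *Gli1*+ and -0.47 (9.09) in *Gli1*- cells. For 21 dpi over 7 dpi it was 0.45 (99.93) and 0.44 (99.95). In this comparison the dissociation-induced list was at 0.23 (95.38) and -0.06 (46.65). The imprinted gene network was at -0.23 (6.59) and -0.55 (0), and the hedgehog targets at 0.57 (98.22) and 0.22 (74.07). For 7 dpi over uninjured tendon, the dissociation-induced list was at -0.45 (3.88) and -1.04 (0.06), the imprinted gene network at 1.17 (100) and 0.79 (99.96), and the hedgehog targets at -0.86 (22.3) and -1.31 (1.76). For 21 dpi over uninjured tendon, the PKA/CREB-induced list was at -0.70 (1.64) and -0.10 (35.0), the dissociation-induced list at -0.24 (12.3) and -1.29 (0), the imprinted gene network at 0.85 (99.96) and 0.19 (88.1), and the hedgehog targets at -0.34 (45.3) and -0.93 (5.54). No gene belongs to more than 1 of these lists. TMM scaling reverses 3 of these medians, named with the alternatives. Over the cells of tendon clusters, chosen after seeing the data, the PKA/CREB-induced list was at -0.33 (14.0) and -0.39 (9.60) for 7 dpi over uninjured tendon, -0.20 (26.0) and -0.23 (21.1) for 21 dpi over uninjured tendon, and 0.42 (99.89) and 0.41 (99.95) for 21 dpi over 7 dpi. The low percentiles of this list over all *Gli1*+ cells thus did not remain. For 7 dpi over uninjured tendon, the dissociation-induced list was at -0.88 (0.220) and -1.22 (0.02), the imprinted gene network at 0.37 (90.4) and 0.68 (99.7), and the hedgehog targets at -1.65 (0.750) and -1.58 (0.250). For 21 dpi over uninjured tendon they were at -0.68 (0.04) and -1.49 (0), 0.0488 (81.2) and -0.00741 (51.3), and -1.04 (5.21) and -1.05 (3.24). For 21 dpi over 7 dpi they were at 0.26 (96.37) and -0.10 (34.4), -0.33 (2.56) and -0.48 (0.02), and 0.59 (99) and 0.32 (95.22).

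Of the ossification-associated genes that the paper names together with *Gnas*, *Ptn* was at 45.5, 499 and 184 CPM in the *Gli1*+ libraries of uninjured tendon, 7 dpi and 21 dpi and at 32.5, 620.5 and 125 CPM in the *Gli1*- libraries. *Mdk* was at 14.3, 129 and 168 CPM and at 28.4, 167 and 138 CPM. *Dlk1* was at most 15.8 CPM and *Igf2* at most 2.53 CPM in the 6 libraries. Of other genes chosen beforehand, *Spp1* was at 64.8, 229.8 and 1139 CPM and at 35.4, 245 and 1260.5 CPM, *Acvr1* between 42.4 and 91.5 CPM, *Prrx1* between 156 and 350.1 CPM and *Gli2* between 20.4 and 30.2 CPM.

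By the rule of size, the genes with the largest ratios for 7 dpi over uninjured tendon were *Krt6b*, *Cxcl5* (log2 ratio 9.09), *Cstdc5*, *Tnn* and *Saa3* in *Gli1*+ cells, and *Krt14*, *Acan* (7.72), *C1qtnf3*, *Cxcl5* and *Brinp1* in *Gli1*- cells. Among the lowest were *Il17a*, *Xist*, *Bcl2a1d* and *Gimap3* in *Gli1*+ cells, each with at most 2 UMIs at 7 dpi, and *Inmt* (-4.88), *Rtl4*, *Timp4*, *Fmo2* and *Galnt15* in *Gli1*- cells. For 21 dpi over 7 dpi, *Xist*, *Ibsp* and *Snorc* were among the highest in both sorts, at 8.04 and 3.94 for *Ibsp*, with *Chil1* and *Saa3* in *Gli1*+ and *Mmp13* and *Grem1* in *Gli1*- cells. *Uty*, *Cntn5* and *Ddx3y* were among the lowest in both sorts, with *Krt2* and *Klk1* in *Gli1*+ and *H19* and *H1f4* in *Gli1*- cells. For *Gli1*+ over *Gli1*- cells, the highest included *Krt14*, *Bcl2a1b*, *Cd3g* and *Krt5* in uninjured tendon, *Clca3a2* (6.81), *Krt1*, *Stfa3*, *Chit1* and *Tgm3* at 7 dpi, and *Calm4* (4.37), *Stfa3*, *Cstdc5*, *Krt1* and *Krt15* at 21 dpi. The lowest included *Cntn5* (-8.50), *Tmem252*, *Hba-a1* and *Rtl4* in uninjured tendon, *Pecam1* (-2.44), *Egfl7*, *Flt1*, *AW112010* and *Fabp4* at 7 dpi, and *Cd36* (-3.19), *Cd93*, *Cdh5*, *Lrg1* and *Emcn* at 21 dpi. These genes were not tested.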
